# Postnatal expansion of mesenteric lymph node stromal cells towards reticular and CD34^+^ stromal cell subsets

**DOI:** 10.1038/s41467-022-34868-4

**Published:** 2022-11-24

**Authors:** Joern Pezoldt, Carolin Wiechers, Mangge Zou, Maria Litovchenko, Marjan Biocanin, Michael Beckstette, Katarzyna Sitnik, Martina Palatella, Guido van Mierlo, Wanze Chen, Vincent Gardeux, Stefan Floess, Maria Ebel, Julie Russeil, Panagiota Arampatzi, Ehsan Vafardanejad, Antoine-Emmanuel Saliba, Bart Deplancke, Jochen Huehn

**Keywords:** Epigenetics in immune cells, Differentiation, Lymph node, Transcriptomics

## Abstract

Gut-draining mesenteric lymph nodes (LN) provide the framework to shape intestinal adaptive immune responses. Based on the transcriptional signatures established by our previous work, the composition and immunomodulatory function of LN stromal cells (SC) vary according to location. Here, we describe the single-cell composition and development of the SC compartment within mesenteric LNs derived from postnatal to aged mice. We identify CD34^+^ SC and fibroblastic reticular stromal cell (FRC) progenitors as putative progenitors, both supplying the typical rapid postnatal mesenteric LN expansion. We further establish the location-specific chromatin accessibility and DNA methylation landscape of non-endothelial SCs and identify a microbiota-independent core epigenomic signature, showing characteristic differences between SCs from mesenteric and skin-draining peripheral LNs. The epigenomic landscape of SCs points to dynamic expression of Irf3 along the differentiation trajectories of FRCs. Accordingly, a mesenchymal stem cell line acquires a Cxcl9^+^ FRC molecular phenotype upon lentiviral overexpression of Irf3, and the relevance of Irf3 for SC biology is further underscored by the diminished proportion of Ccl19^+^ and Cxcl9^+^ FRCs in LNs of Irf3^-/-^ mice. Together, our data constitute a comprehensive transcriptional and epigenomic map of mesenteric LNSC development in early life and dissect location-specific, microbiota-independent properties of non-endothelial SCs.

## Abstract (web summary)

Lymph nodes in various locations of the body differ in their cell composition and gene expression signatures. Here authors show that the rapid postnatal expansion of lymph nodes is governed by CD34 ^+^ stromal cells and fibroblastic reticular stromal cell progenitors, distinguished by intrinsic, microbiome-independent core epigenetic blueprints.

## Introduction

The mammalian immune system is tasked to detect pathogenic incursions and maintain balanced immune responses. Failure to achieve equilibrium can result in the development of local and systemic overreactions to self and foreign antigens or higher susceptibility to infections. As lymph nodes (LN) are the initial hub translating early innate responses into lasting adaptive antigen-specific immunity, their tissue-specific modulation of developing immune responses is of essence to calibrate immune responses throughout life. LNs start to develop prenatally as early as embryonic day (E)13 in mice, in a process tightly regulated by mesenchymal lymphoid tissue organizer (LTo) and hematopoietic lymphoid tissue inducer (LTi) cells, yielding primordial LN anlagen^1,2^. Initial recruitment and retention of LTis are mediated by endothelial LTos^3^. The same endothelial LTos subsequently activate Cxcl13^+^ mesenchymal LTos, further recruiting additional LTis in a Cxcl13^+^-driven manner^2–4^. With the LN anlagen established by E17, containing a dense network of LTis and LTos^5^, endothelial and mesenchymal cells further proliferate. Already at E18, lymphatic endothelial cells have sufficiently expanded to envelope the core parenchyma of the LN, establishing the border to the surrounding tissue beneath the forming LN capsule^6^. After birth, the influx of T and B cells drastically increases, requiring and driving the rapid expansion of the LN stromal cell (LNSC) compartment including non-endothelial SCs.

The LN parenchyma becomes increasingly segregated as the B and T cell zones are establishing^7^. While the cortex situated underneath the subcapsular sinus of the LN contains the B cell follicles, T cells and dendritic cells interact in the paracortex beneath^8^. Aside blood and lymphatic endothelial cells, a third major SC population, the fibroblastic reticular stromal cells (FRC) populate the adult LN. The FRC pool consist of several heterogeneous subsets, including Cxcl13^+^ follicular dendritic cells, Cxcl13^+^ marginal reticular cells below the subcapsular sinus, and Ccl19^+^ T cell zone reticular cells and medullary FRCs located in the paracortex and medulla, respectively^4^. These FRCs are thought to develop from mesenchymal LTos transitioning through a myofibroblastic precursor stage^9^. Recent single-cell (sc)RNA-seq profiling of LNSCs revealed that the podoplanin (*Pdpn*)*-*expressing SC compartment encompasses a distinct and heterogeneous population of non-endothelial CD34^+^ SCs, which are located at the LN capsule or the adventitia of large vessels^10–12^. While several lineage-tracing models have delineated the prenatal origin of non-endothelial LNSCs^13–15^, the postnatal differentiation process of FRCs and CD34^+^ SCs along with the acquisition of immunomodulatory functions, presumably tightly regulated by epigenomic modifications and gene regulatory networks, is less well defined.

Although the initial priming of the adaptive immune response critically relies on antigen-presenting dendritic cells, the intrinsic microenvironment of the respective tissue-draining LN and its SC compartment greatly influences this process as well. Particularly, the heterogeneous population of FRCs has been shown to shape the adaptive immune responses by providing survival molecules such as IL-7 and BAFF^16,17^, or readily upregulating iNOS upon IFNγ signaling, thereby limiting the expansion of pro-inflammatory T cells and globally suppressing aberrant priming of adaptive immune cell differentiation^18,19^. In this context, the distinct localization of FRC subsets, such as Cxcl13^+^ follicular dendritic cells infrastructurally organizing B cell follicles and Ccl19^+^ T cell zone reticular cells facilitating dendritic cell and T cell interactions, is an important factor of the FRC-mediated immune modulation^4^. Another example are Cxcl9^+^ FRCs which mitigate effective migration of Cxcr3^+^ cells, including memory CD8^+^ T cells, during the course of anti-viral immune responses^12,20^. In addition to these immunomodulatory functions inherent to any LN, the local SC compartment also tissue-specifically shapes the migratory and effector properties of T cells^11,21,22^.

Despite the detailed understanding of prenatal LN development, little is known about which transcriptional regulators impinge postnatally on the presumably common pool of mesenchymal LTos to give rise to the heterogeneous population of non-endothelial SCs^23^ and their immune-modulatory potential^11,22,24^. Although multiple mechanisms through which mesenchymal SCs modulate the LN microenvironment have been identified, the underlying transcriptional regulators defining distinct functional SC responses from birth and throughout adulthood are only incompletely understood^25,26^.

Here, using scRNA-seq we describe the development of the SC compartment within mesenteric LNs (mLN) derived from postnatal to aged mice and observe a bifurcational postnatal segregation of potential mesenchymal progenitors. We map the location-specific, microbiota-independent transcriptional and epigenomic landscape of non-endothelial SCs, pointing to the dynamic expression of transcription factors (TF) in distinct SC subsets during ontogeny. Overall, our data provide a valuable resource to delineate transcriptional regulators that govern mesenteric LNSC development in early life.

## Results

### Developmental age constrains cellular and functional composition of SCs within mLNs

Recent evidence suggests that mLNs undergo rapid postnatal expansion and acquire their unique functional properties already in early life^25,26^. Thus, we here first aimed to dissect changes in SC composition along mLN development during this critical period. To this end, we resected mLNs from mice at early postnatal age (day 0/1, D0), early (D10), and late (D24) juvenile stages, adult age (D56), as well as old age (D300), and obtained FACS-purified CD45^-^CD24^-^ cells. Subsequently, we performed single-cell (sc)RNA sequencing and gathered transcriptomes of 15,659 cells with comparable sequencing depth (55,000–98,000 mean reads per cell) across the different time points. Initially, we used transcriptional signatures for mLNSCs^11^ and the canonical marker for endothelial cells *Pecam1* (Supplementary Fig. 1A) to remove endothelial cells and perivascular cells from the analysis after alignment of samples using diagonal canonical correlation analysis (see “Methods”). In addition, we observed and excluded cells that were disproportionately represented in D0/1 mLNs, expressing significantly higher levels of the growth factors *Igf1* and *Igf2* as well as the extracellular matrix protein *Mfap4*, indicative of adjacent tissue fibroblasts (Supplementary Fig. 1B, C, Supplementary Data 1). To obtain an unbiased picture, we re-embedded 5658 non-endothelial SCs across all five developmental stages. Twelve transcriptional clusters harboring unique functional properties were identified based on differentially expressed genes (DEG), gene ontology (GO) analysis, and previously published signatures^11,12^ (Fig. 1A, Supplementary Fig. 1D, E, Supplementary Data 2). These clusters were broadly separated into CD34^+^ SCs, including CD34^+(CD248+)^, CD34^+(Ackr3+)^, CD34^+(Aldh1a2+)^, metabolically active FRC, Il6^+(Cxcl1+)^ FRC, Cxcl9^+^ FRC, Inmt^+^ FRC, Inmt^+(Cxcl12+)^ FRC and Ccl19^+(Il7+)^ FRC, mesothelial-like, LTo-like and Cdk1^+^ subsets (Fig. 1A). All identified clusters were variably represented along postnatal mLN development, with particularly LTo-like and Cdk1^+^ subsets being over-represented at D0 and D10 (Fig. 1B, C). As expected, LTo-like SCs highly expressed *Cxcl13*, *Tnfsf11* and *Madcam1* (Fig. 1D, E)^2,3,9^. Interestingly, the Cdk1^+^ subset could be further subdivided into two distinct populations (Fig. 1F). Cdk1^+(Cxcl13+)^ cells expressed significantly higher levels of canonical markers for LTo-like cells including *Madcam1* and *Ccl19*, indicative of a close relation to previously described LTos and their propensity to function as progenitors during LN development^27^. Cdk1^+(CD34+)^ cells showed higher expression for several collagens (*Col3a1, Col6a2,* and *Col1a2*) as well as genes involved in regulating Bone Morphogenetic Protein signaling, including *Gpc3* and *Crip* (Fig. 1F)^28^. Both Cdk1^+(Cxcl13+)^ and Cdk1^+(CD34+)^ cells are highly proliferative, not only because of the expression of the namegiving *cyclin-dependent kinase 1* (*Cdk1*), a key kinase at the transition to the S-phase (Fig. 1E), but also reflected in their high S.Score and G2M.Score when compared to all other subsets (Fig. 1G). Yet, the highly proliferative state of these cells is not causative for their clustering since the S.Score and G2M.Score were among the covariates regressed out during the analysis of the scRNA-seq data (see “Methods”).

**Fig. 1:**
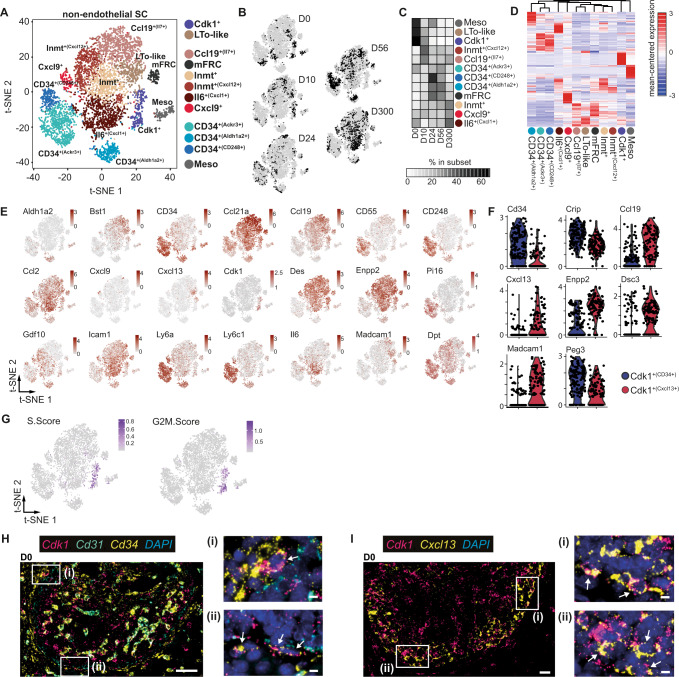
Postnatal ontogeny of non-endothelial SCs within mLNs. CD45^-^CD24^-^ cells were isolated from mLNs of day 0, 10, 24, 56, and 300 old SPF-housed mice and subjected to scRNA-seq. One replicate was performed for day 0, 10, 24, and 300 time points, and two replicates were generated for day 56 time point. Non-endothelial SCs were identified as non-LECs, non-BECs, and non-PvCs. **A** t-SNE plot of merged SCs across ages showing cluster segregation. **B** t-SNE plot of SCs from each age. **C** The heatmap represents the percentage of cells in each subset across time points normalized to cell number. **D** Hierarchical clustering of subsets based on the mean expression of the Top 40 DEGs per subset. **E** t-SNE plot colored for expression of segregating genes. **F** Violin plot of DEGs for subsets identified among putative postnatal progenitors. **G** t-SNE summarizing the expression of S-phase (left) and G2M-phase (right) associated genes as the cumulative Z-score. **H**, **I** Sections (3 µm) of D0 neonatal mLN were stained with the indicated RNAscope probes and imaged by fluorescence microscopy. Nuclei were counter-stained with DAPI (blue). Images were subjected to linear contrast enhancement. Images represent an overview of mLN anlagen with “white squares” indicating regions of interest. (i–ii) Images represent zoom-ins of respective regions of interest. Arrows indicate marker co-expression per cell. Representative tissue sections (*n* = 2–3). **H** Capsular positioning of *Cd34*^*+*^*Cdk1*^*+*^ cells. Overview (scale bar = 50 µm) and zoom-in (scale bar = 5 µm) for RNA probes specific to *Cdk1, Cd31*, and *Cd34*. **I** Cortex-localized *Cxcl13*^*+*^*Cdk1*^*+*^ cells. Overview (scale bar = 20 µm) and zoom-in (scale bars = 5 µm) for RNA-probes specific to *Cdk1* and *Cxcl13*. BEC blood endothelial cell, LEC lymphatic endothelial cell, LTo-like lymphoid tissue organizer like cell, Meso mesothelial-like cells, mFRC metabolically active fibroblastic reticular stromal cell, PvC perivascular cell, SC stromal cell.

Based on the findings that both Cdk1^+^ subsets were over-represented at early stages (D0 and D10, Fig. 1B, C) and display a highly proliferative state, we hypothesized that these cells might represent progenitor-like cells present in distinct niches of the developing LN anlagen around birth. We aimed to identify the localization of the respective putative progenitor populations within the developing LNs by utilizing RNAscope on neonatal mLN tissue slices. Initially, we confirmed that the RNA integrity of D0 mLN remained intact after resection by staining for a mix of ubiquitously expressed genes (*Polr2a, Ubc, Ppib*) as a positive control (Supplementary Fig. 2A) and that the majority of *Ccl19* and *Cxcl13* expressing cells were spatially separated from *Cd34*^*+*^ cells at this stage of postnatal mLN development (Supplementary Fig. 2B, C). Next, we utilized *Cdk1* expression to localize progenitor-like Cdk1^+^ cells. We readily identified capsular *Cd34* and *Cdk1* expressing non-endothelial *Cd31*^-^ cells (Fig. 1H). Importantly, *Cd34*^+^*Cdk1*^+^ cells were neither present within the cortical nor paracortical areas, but could be identified within adjacent tissue (Supplementary Fig. 2D). As expected^3,4^, we furtheron detected *Cdk1*^*+*^*Cxcl13*^*+*^ cells predominantly in the developing cortex (Fig. 1I).

Together, these data delineate the postnatal expansion of the heterogeneous non-endothelial SC compartment and identify two putative postnatal progenitor cell populations that are distinctly positioned within the developing LN.

### Distinct progenitors establish the non-endothelial SC compartment rapidly after birth

Previous studies showed that postnatal expansion of non-endothelial SCs within the LN relies on the progenitor potential of LTo cells, differentiating into various SC subsets^14,29,30^. In addition, progenitors with LNSC potential have been shown to reside in the CD34^+^ perivascular niche of multiple adult organs^10^. Thus, we were keen to investigate how the Cdk1^+(Cxcl13+)^ and Cdk1^+(CD34+)^ cells fit into the postnatal developmental trajectory and to which specific SC subsets they would give rise to. We utilized trajectory analysis to further elucidate the precursor potential of the Cdk1^+(Cxcl13+)^ and Cdk1^+(CD34+)^ cells observed at early postnatal mLN development and to identify putative precursor-progeny relationships. We initially constructed a trajectory using all non-endothelial SCs, and observed two distinct sets of branches evolving along physiological development (Supplementary Fig. 3A), underscored by the expression of key marker genes identifying progenitors at distinct, presumably early stages of development (Supplementary Fig. 3B)^27,31,32^, indicating a bifurcational development. We therefore re-embedded cells situated along the CD34^+^ SC or FRC trajectory (Supplementary Fig. 3C) and employed pseudotime mapping using Monocle2^33^. As expected, early developmental time points corresponded to pseudotemporal branches at the starting point of the trajectory (Fig. 2A, B). Importantly, already at D24, CD34^+^ SCs were distributed along the complete pseudotemproal space, whereas only minor changes in the distribution of cells across pseudotime were observed beyond D56, indicating that main non-endothelial SC differentiation is established shortly after weaning (Fig. 2A, B). While *Ccl19* and *Ptgis* were constitutively expressed over the developmental trajectory, subset-defining genes including *Aldh1a2* and *Il6* were predominantly expressed at distinct branches of the CD34^+^ SC or FRC trajectories, respectively (Fig. 2B, C), indicative of developmental segregation for each subset of CD34^+^ SCs and FRCs, culminating in distinct functional subsets (Fig. 2D). Importantly, *Cxcl13* was expressed highest early during development in FRCs (Fig. 2C). As expected, pseudotime starting points of both the CD34^+^ SC and FRC trajectories comprised predominantly Cdk1^+(CD34+)^ or Cdk1^+(Cxcl13+)^ cells (Fig. 2E). Within the FRC trajectory, Cdk1^+(Cxcl13+)^ cells pseudotemporally aligned with LTo-like cells, indicating that these cells are of similar origin, giving rise to two major branches of differentiation that correspond to different subsets of FRCs, namely Ccl19^+(Il7+)^ and Il6^+(Cxcl1+)^ (Fig. 2E, F). Distinct differentiation paths were underscored by an increased expression of *Tnfsf13b, Il33, Ccl19*, and *Tgfbi* for Ccl19^+(Il7+)^, and *Cxcl1* and *Il6* for Il6^+(Cxcl1+)^ subsets along pseudotemporal development (Fig. 2C, Supplementary Fig. 3D).

**Fig. 2:**
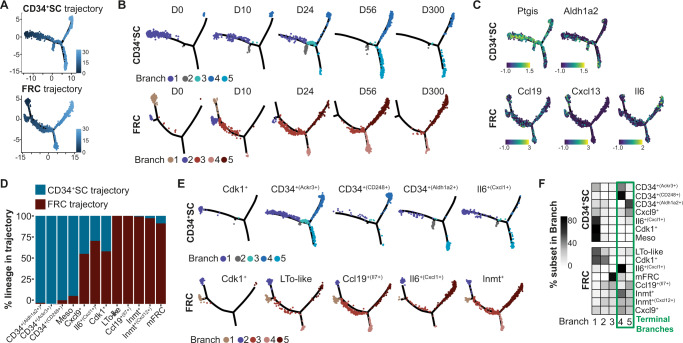
Distinct postnatal progenitors give rise to FRCs and CD34^+^ SCs. CD45^-^CD24^-^ cells were isolated from mLNs of day 0, 10, 24, 56, and 300 old SPF-housed mice and subjected to scRNA-seq. One replicate was performed for day 0, 10, 24, and 300 time points, and two replicates were generated for day 56 time point. Non-endothelial SCs were identified as non-LECs, non-BECs, and non-PvCs. **A** Pseudotime ordering of FRCs and CD34^+^ SCs. **B** Pseudotime trajectories superimposed with cells per time point. **C** Gene expression on pseudotime trajectories. **D** Bar graph depicts the proportion of cells from the indicated subset within the FRC or CD34^+^ SC trajectory. **E** Cells per cell subset across branches superimposed on pseudotime trajectories. **F** The heatmap represents the percentage of cell subsets across branches normalized to cell number. BEC blood endothelial cell, FRC fibroblastic reticular stromal cell, LEC lymphatic endothelial cell, mLN mesenteric lymph node, PvC perivascular cell, SC stromal cell, SPF specific pathogen-free.

In line with the FRC trajectory, the CD34^+^ SC development initiated from Cdk1^+(CD34+)^ cells branched into two major axes consisting predominantly of either CD34^+(CD248+)^ or CD34^+(Aldh1a2+)^ cells (Fig. 2E, F). As expected, a small proportion of CD34^+^ SCs^2,10^, was already in place at D0, rapidly expanding at D10 and D24 (Fig. 2B). As anticipated, based on the heterogenous composition of the mLN’s non-endothelial SC compartment, the main terminal branches showed distinct expression profiles. While the CD34^+(CD248+)^ branch expressed higher levels of *Ptgs1* and *Ptgis* enabling prostacyclin synthesis (Fig. 2C, Supplementary Fig. 3D), the CD34^+(Aldh1a2+)^ branch expressed higher levels of *Col15a1* and *Vtn* together with *Fgf7* and *Gdf10* potentially generating a specific cell adhesion environment (Supplementary Fig. 3D). Surprisingly, cells of the Cxcl9^+^ subset were distributed similarly between FRCs and CD34^+^ SCs and were not over-represented at a specific terminal branch, neither in the FRC nor the CD34^+^ SC trajectory (Fig. 2D). The dispersion of the Cxcl9^+^ subset across the two main subsets and the trajectory is underscored by the unique expression of *Ly6a*, also a core feature of CD34^+^ SCs, but the lack of consistent *Cd34* expression (Fig. 2E). In addition, as the majority of SC expansion appears to take place before weaning, we decided to focus the analysis on the early time points and only embed non-endothelial SCs isolated at D0, D10, and D24 to conduct pseudotime mapping with Monocle2 on this cell pool. Again, we observed two sets of branches evolving from D0 to D10 (Supplementary Fig. 4A, B). Both sets of branches developed from Cdk1^+^ cells, with one set of branches containing mainly FRC cluster cells and the other set containing CD34^+^ SC subsets (Supplementary Fig. 4C, D). Cxcl9^+^ cluster cells showed no clear polarization and were distributed across the whole trajectory (Supplementary Fig. 4D). Upon re-embedding the distinct branch sets into an FRC or CD34^+^ cell trajectory, Cdk1^+^ cluster cells once again formed the starting points for each of the trajectories (Supplementary Fig. 4E, F). Thus, the trajectories based on non-endothelial SCs isolated before weaning closely resemble the trajectory obtained when cells from all time points were embedded and pseudotemporally ordered, underscoring the putative precursor-progeny relationships.

Viewed as a whole, the pseudotemporal dissection of the non-endothelial SC compartment indicates that postnatal expansion of the main SC populations within mLNs is likely driven by two proliferating progenitor populations, both of which are already postnatally set on a defined FRC or CD34^+^ SC differentiation trajectory (Supplementary Fig. 4G).

### Microbial colonization does not shape the non-endothelial SC subset composition

Aside from changes in non-endothelial SC subset composition during mLN development, we were also keen to ascertain compositional changes caused by external mitigators such as the microbiota. Due to the close proximity of mLNs to the gut, we hypothesized that SCs within mLNs might be uniquely shaped by the microbiota in comparison to SCs from peripheral skin-draining LNs (pLN). Indeed, we could already previously demonstrate that the SC subset composition differs between pLN and mLN, and identified minor transcriptional changes between SCs from germ-free (GF) and specific pathogen-free (SPF) mice on the bulk RNAseq level, pointing towards potential subset-specific changes wrought by microbial mediators^11^. To address this hypothesis, FACS-purified CD45^-^CD24^-^ cells from mLNs or pLNs of adult GF mice were subjected to scRNA-seq analysis, after which we performed a combined analysis of 18,045 cells from mLN and pLN of SPF and GF mice^11^. After removing endothelial cells and perivascular cells, 14,307 non-endothelial SCs were re-embedded. We identified twelve transcriptional clusters based on DEGs and previously published signatures^11,12^, namely Ccl19^high^ FRC, Cxcl9^+^ FRC, Ccl19^+(Il7+)^ FRC, Ccl19^+^ FRC, Inmt^+(Cxcl12+)^ FRC, Nr4a1^+^ FRC, Il6^+(Cxcl1+)^ FRC, Inmt^+^ FRC, metabolically active FRC, CD34^+(Gdf10+)^ SC, CD34^+(Aldh1a2+)^ SC, and CD34^+(CD248+/Ackr3+)^ SC. Surprisingly, the absence of microbiota did not overtly influence the non-endothelial SC subset composition neither in mLN nor in pLN analyzed as controls (Fig. 3A, B). While we observed mild tendencies for subset abundance between Cxcl9^+^ FRC, CD34^+(Gdf10+)^ SC, and CD34^+(Aldh1a2+)^ SC in mLN and for the latter also in pLN, all changes were only marginal (Fig. 3A, B). Next, we investigated the impact of microbiota on FRC and CD34^+^ SC subset functionality via GO analysis of the DEGs (log2FC: 0.2, padj: 0.05) identified on a per subset basis comparing GF and SPF condition per LN. For mLN, in total 129 upregulated DEGs were identified across all subsets and as anticipated, due to the absence of microbes in GF mice, the term GO:0009617 *response to bacterium* was enriched particularly in CD34^+(CD248+/Ackr3+)^ cells (Fig. 3C). Thus, the CD34^+(CD248+/Ackr3+)^ cluster is likely positioned to respond to microbiota as this subset is also more abundant in mLN compared to pLN. For pLN, 642 upregulated DEGs were identified, but none of the enriched GO terms could be associated to a response to microbiota (Fig. 3D).

**Fig. 3:**
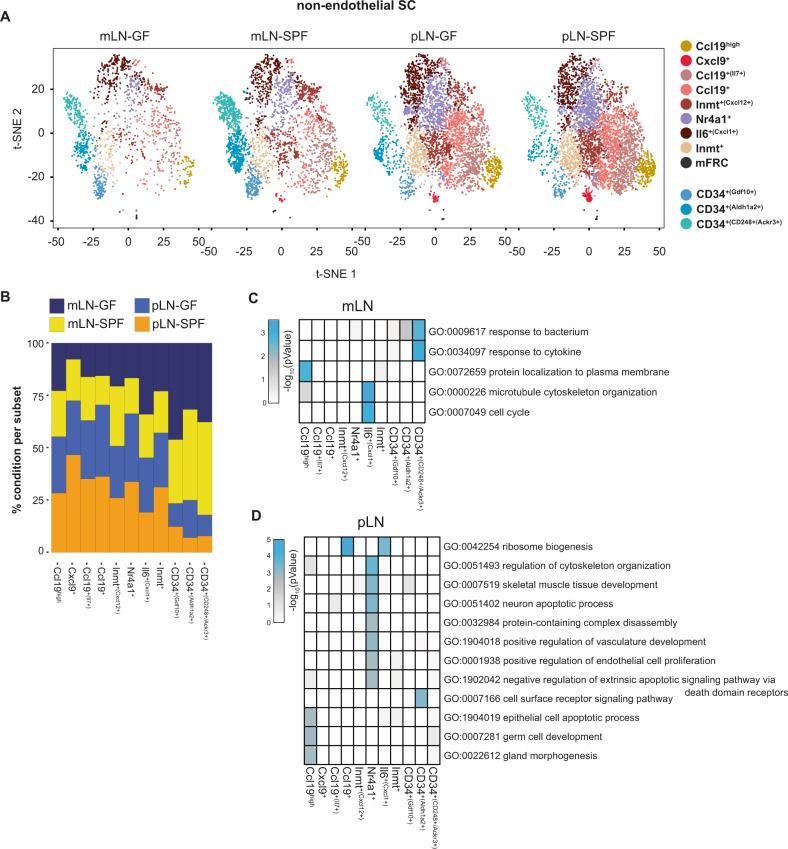
Non-endothelial SC subset composition is largely unaffected by microbial colonization. CD45^-^CD24^-^ cells were isolated from mLNs and pLNs of 6–10 weeks old GF or 7–12 weeks old SPF-housed mice and subjected to scRNA-seq. The scRNA-seq dataset for SPF mice (two replicates per condition) was previously published^11^. One replicate for pLN and mLN from GF mice was newly processed. Non-endothelial SCs were identified as non-LECs, non-BECs, and non-PvCs. **A** t-SNE plot depicting cluster segregation of non-endothelial SC subsets between GF and SPF mice for mLN (left) and pLN (right). **B** Bar graph showing the proportion of cells within each subset normalized to total cell number belonging to either mLN-GF, mLN-SPF, pLN-GF, or pLN-SPF condition. **C** GO analysis of biological processes of upregulated DEGs identified between SPF-mLN and GF-mLN condition (enrichment analysis of GO terms calculated with Fisher´s exact test). **D** GO analysis of biological processes of DEGs identified between SPF-pLN and GF-pLN condition (enrichment analysis of GO terms calculated with Fisher’s exact test). BEC blood endothelial cell, DEG differentially expressed gene, FRC fibroblastic reticular stromal cell, GF germ-free, GO gene ontology, LEC lymphatic endothelial cell, mLN mesenteric lymph node, pLN peripheral skin-draining lymph node, PvC perivascular cell, SC stromal cell, SPF specific pathogen-free.

In summary, while minor changes in composition of certain FRC and CD34^+^ SC subsets were detected and CD34^+(CD248+/Ackr3+)^ cluster cells likely respond to microbial cues in mLN, overall the non-endothelial compartment is not drastically transcriptionally shaped by the microbiome and all SC subsets are also present in LNs of GF mice.

### Location defines the epigenomic landscape of non-endothelial LNSCs

Next, we aimed to study if the presence of microbiota modifies non-endothelial SCs at the epigenetic level. Moreover, as previous studies underlined the immunomodulatory functions of LNSCs^31^ we aimed to delineate epigenomic modifications that underlie the immunomodulatory function of LNSCs. To this end, we performed whole-genome bisulfite sequencing (WGBS) and assay for transposase accessible chromatin sequencing (ATAC-seq) to identify CpG methylation and genomic accessibility, respectively, of CD31^-^Pdpn^+^ non-endothelial SCs isolated by FACS from mLNs and pLNs originating from adult mice housed under SPF or GF conditions. We first performed DNA methylation analyses and we were able to determine the methylation status of 94.4% of the 2.19*10^7^ CpGs (Supplementary Fig. 5A). In total, we could identify 1532 non-overlapping differentially methylated regions (DMR) across all pairwise comparisons. Importantly the vast majority of the DMRs were location-dependent (Fig. 4A), whereas only 16 and 17 were commensal-dependent for pLN and mLN, respectively (Supplementary Data 3). Principal component analysis (PCA) and hierarchical clustering of individual samples based on DMRs with distinct genomic locations demonstrated that LN location predominantly influences the methylation status. While samples also mostly clustered according to SPF or GF origin, the segregation was rather poor (Supplementary Fig. 5). Over 390 DMRs, located in the proximity of the transcriptional start site, were annotated to 286 genes, including microenvironmental mediators (e.g., *Cxcl13, Gdf6, Sfrp5*)^34^, immunomodulatory enzymes (e.g., *Aldh1a2, Ptgis*)^35–37^, and TFs (e.g., *Isl1, Hoxd1, Meis1, Meis2, Nkx2-3, Tcf4, Foxn2*), potentially impinging on transcriptional regulation (Fig. 4B, C)^38^.

**Fig. 4:**
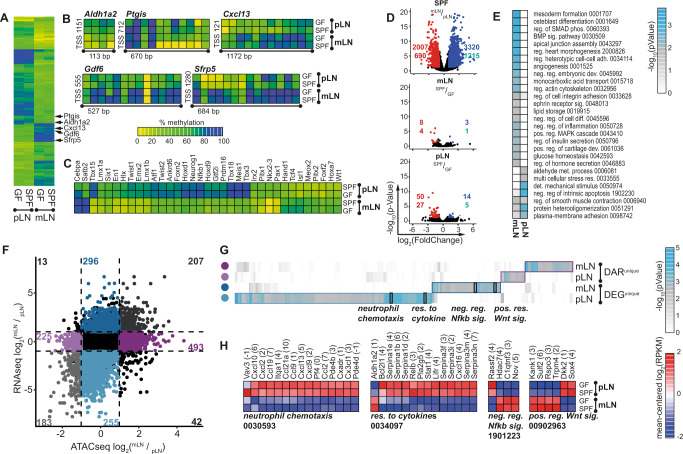
LN location defines the epigenomic landscape of non-endothelial SCs. CD45^-^CD24^-^CD31^-^Pdpn^+^ non-endothelial SCs were isolated from mLNs and pLNs of 6–10 weeks old GF or 7–12 weeks old SPF mice, and WGBS (**A**–**C**), ATAC-seq (**D**–**G**), or RNA-seq (**F**–**H**) analyses were performed. **A**–**C** DMRs were identified in colonization- (SPF vs. GF) and location-dependent (mLN vs. pLN) pairwise comparisons (2–3 replicates per condition). Scale bar depicts the extent of methylation with 100% being fully methylated and 0% being non-methylated. **A** The heatmap represents the mean methylation of significant DMRs within the promotor region of 286 genes. **B** Heatmaps represent CpG methylation of exemplary DMRs. The distance from the TSS is indicated and the size of genomic loci denoted in base-pairs (bp). **C** The heatmap represents the mean methylation of significant DMRs within the promotor region of TFs. **D**, **E** DARs were identified in colonization- (SPF vs. GF) and location-dependent (mLN vs. pLN) pairwise comparisons (3 replicates per condition). **D** Volcano plots of mean ATAC-seq FPKM comparing indicated samples. The number of DARs (top) and genes (bottom) is indicated per comparison. **E** GO analysis of biological processes of genes with location-dependent DARs (enrichment analysis of GO terms calculated with Fisher´s exact test). The numbers denote GO identifiers. **F**–**H** DEGs (3 replicates per condition) and DARs were identified in mLN vs. pLN pairwise comparisons. **F** Colored numbers in the scatterplot represent the number of genes with DAR and/or differential expression. Only genes with accessible loci within the promotor region were included in the analysis. On the x-axis, log_2_(FC) of accessibility per DAR is plotted and on the y-axis, the log_2_(FC) of gene expression for the comparison of mLN vs. pLN. **G** GO analysis of biological processes of DEGs and/or genes with at least one DAR (enrichment analysis of GO terms calculated with Fisher´s exact test). **H** Heatmaps represent the expression of all DEGs within the GO groups highlighted in (**G**). The numbers denote GO identifiers. ATAC-seq assay for transposase accessible chromatin sequencing, DAR differentially accessible region, DEG differentially expressed gene, det detection, DMR differentially methylated region, FC fold change, FPKM fragments per kilobase of peak per million reads, GF germ-free, GO gene ontology, mLN mesenteric lymph node, met metabolism, neg negative, pLN peripheral skin-draining lymph node, pos positive, reg regulation, SC stromal cell, sig signaling, SPF specific pathogen-free, TF transcription factor, TSS transcription start site, WGBS whole-genome bisulfite sequencing. Source data are provided in a Source data file.

We then proceeded to obtain a global overview of chromatin accessibility using the obtained ATAC-seq data. Peaks were called per sample and merged to obtain common open genomic regions across all conditions comprising a total of 42,434 peaks (Supplementary Data 4–5), with the majority of the detected peaks being located at transcriptional start sites (Supplementary Fig. 6). Upon comparison to ENCODE database^39,40^ entries, chromatin accessibility profiles of non-endothelial SCs from LNs showed no close resemblance to any other tissue (Supplementary Fig. 7). As expected, we identified a substantial number of 5327 differentially accessible regions (DAR) between mLN-SPF and pLN-SPF, whereas absence or presence of microbiota only marginally influenced the accessibility profile of non-endothelial SCs for both mLN and pLN, corroborated by the low number of detected DARs (11 and 64, respectively; Fig. 4D). GO analysis of the location-dependent DARs revealed that SCs from mLNs are responsive to Bone Morphogenetic Protein signaling and negatively regulate inflammatory processes (Fig. 4E). Altogether, these data implicate that the tissue-specific location of LNs strongly influences the epigenomic landscape of non-endothelial SCs, thereby potentially contributing to TF-controlled gene expression programs.

We were then prompted to further dissect transcriptional and epigenomic co-regulation. In order to compare both transcriptome and chromatin accessibility or DNA methylation level, we obtained RNA-seq data of CD31^-^Pdpn^+^ non-endothelial SCs isolated from mLNs and pLNs originating from adult mice housed under SPF conditions. Surprisingly, there was only a minor overlap of genes associated with a demethylated DMR and elevated gene expression, with ten genes being upreglated in mLN and 20 genes being upregulated in pLN (Supplementary Fig. 8). We next correlated location-dependent differential expression with the respective chromatin accessibility within the promotor region on a per-gene basis, which allowed us to divide genes into three distinct groups (Fig. 4F). The first group includes genes whose transcriptional activity correlates with chromatin accessibility, with 207 and 183 for mLNSCs and pLNSCs, respectively. These genes comprise 24% of the DEGs and include *Nkx2-3*, *Ccl20*, and *Cxcl9*, known for their location-dependent differential expression^41^. *Nkx2-3*, which was previously reported to be required for lymphoid organ and intestinal development^42–44^, is substantially more accessible in mLN compared to pLN (Supplementary Fig. 6B). The second group contains 43% of the regulated genes that are differentially accessible, but not differentially expressed, potentially composed of elements that can respond to cellular activation. Therefore, we defined them as “inducible genes”. Interestingly, the third group, containing 296 genes for mLNSCs and 255 genes for pLNSCs, are differentially expressed but have no associated DARs, indicating that these genes are regulated by TFs that exploit already accessible chromatin. We here define them as “active TF regulated genes” (Fig. 4F). We performed GO analysis for biological processes on the “inducible genes” or “active TF regulated genes” for mLNSCs and pLNSCs. Within mLNSCs, GO terms indicative of immune suppression were enriched, including *negative regulation of Nfkb signaling* (Fig. 4G, H), while particularly for the genes associated with active TFs in pLNSCs, a substantial enrichment of GO terms associated with elevated immune responses, including *neutrophil chemotaxis* and *response to cytokine*, was identified (Fig. 4G, H). To validate part of these findings, flow cytometric analyses were performed and confirmed an increased frequency and significantly higher number of neutrophils in pLN when compared to mLN (Supplementary Fig. 9), mirroring the results from the GO term analysis. Although these findings do not formally prove a causal link between these cell types, they further suggest that non-endothelial SCs from pLN and mLN might differentially regulate neutrophil abundance under steady-state conditions. Yet, it is worth mentioning that neutrophils are generally very rare in LNs under homeostasis, and previously published studies had reported a similar frequency and number of neutrophils at different anatomic locations^45–47^.

Together, we could show that tissue location of the LNs substantially contributes to differences in DNA methylation and chromatin accessibility. In line with the scRNA-seq data, these location-dependent epigenomic differences overarche changes wrought by microbiota.

### TFs shape the subset-specific epigenomic landscape early during ontogeny

Next, we aimed to identify the TFs responsible for altering expression without modifying chromatin accessibility under steady-state conditions. To this end, we identified over-represented TF binding sites (TFBS) and their putative TFs, for the “inducible genes” and “active TF regulated genes” within accessible genomic loci of the respective genes. As expected, a substantial number of TFs, namely *Klf5, Jun, Atf3, Batf, Bach2*, *Sp1, Atf1, Nf1*, and *Jund* were enriched in at least five out of six gene loci sets, indicating their general involvement in shaping the function of non-endothelial SCs (Fig. 5A, Supplementary Fig. 10). However, there were also differences between mLN and pLN regarding the accessibility and enrichment of TFBS (Fig. 5A). We hypothesized that TFs identified from footprinting analyses of the accessible chromatin could also be dynamically expressed along mLN development. To this end, we combined the over-represented TFBS and their putative TFs within accessible genomic loci (Fig. 5A) with the trajectoral expression of all TFs detected in the developmental scRNA-seq analysis of CD34^+^ SCs and FRCs (Fig. 2). This allowed us to explore the TF binding motif enrichment in the epigenomic landscape of mLNSCs and investigate which TFs are expressed at key branching points of the FRC and CD34^+^ SC differentiation trajectories.

**Fig. 5:**
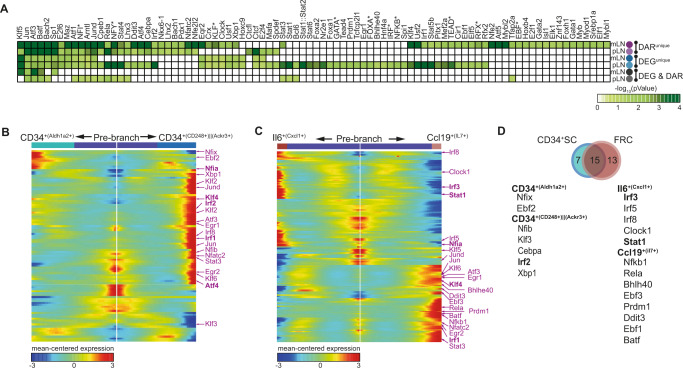
TFBS accessibility aligns with dynamically regulated TFs to shape differentiation and function of key SC subsets within mLNs. **A** CD45^-^CD24^-^CD31^-^Pdpn^+^ non-endothelial SCs were isolated from mLNs and pLNs of 7–12-week-old SPF mice. Subsequently, RNA-seq or ATAC-seq analyses were performed (see Fig. 4 for details). The enrichment of known TFBS motifs for each of the quadrants in Fig. 4F was utilized to identify TFBS over-represented in the accessible chromatin. The heatmap represents the *p*-value for enriched TFBS and its corresponding putative TF(s). Putatively binding TF families are indicated with an asterix. **B**, **C** CD45^-^CD24^-^ cells were isolated from mLNs of day 0, 10, 24, 56, and 300 old SPF-housed mice and subjected to scRNA-seq. Non-endothelial SCs were identified as non-LECs, non-BECs and non-PvCs (see Fig. 1 for details). Heatmap showing expression of detected TFs identified in (**A**) over pseudotime involved in the differentiation of **B** CD34^+^ SCs and **C** FRCs. TFs highlighted in “pink” are derived from TFBS enrichment analyses of LNSC DARs. **D** The Venn diagram depicts the overlap of accessibility-derived TFs. TFs upregulated per subset/branch are denoted in “black”. BEC blood endothelial cell, DAR differentially accessible region, det detection, DMR differentially methylated region, LEC lymphatic endothelial cell, mLN mesenteric lymph node, pLN peripheral skin-draining lymph node, FRC fibroblastic reticular stromal cell, PvC perivascular cell, SC stromal cell, TF transcription factor, TFBS transcription factor binding sites.

In total, 30% of the TFs identified from the accessible chromatin were differentially expressed over the developmental trajectory, of which 7 and 13 TFs were uniquely differentially expressed at the key branching point for CD34^+^ SCs and FRCs, respectively (Fig. 5B–D). TFs uniquely differentially expressed at the key branching point for CD34^+^ SCs were *Nfix, Ebf2, Nfib, Klf3, Cebpa, Irf2, Xbp1*, while TFs uniquely differentially expressed at the key branching point for FRCs were *Irf3/5/8, Clock1, Stat1, Nfkb1, Rela, Bhlh40, Ebf3, Prdm1, Ddit3, Ebf1*, and *Batf* (Fig. 5B–D). Of note, as only DEGs between branches are indicated, TFs identified in Fig. 5A may be expressed in general, but are not indicated. TFs falling into this category, which were identified for both CD34^+^ SCs and FRCs, include *Nfia, Egr1, Egr2, Stat3*, and *Atf4*. Particularly, the commonly over-represented TFs (Fig. 5A) are expressed at the key branching point of both CD34^+^ SC and FRCs (Fig. 5B, C), including *Atf3, Egr1, Egr2, Irf1, Jun, Jund*, and *Klf9*, indicating that these TFs shape the general course of chromatin accessibility of differentiating SCs (Fig. 5B–D, Supplementary Fig. 3E).

We next utilized *dynGENIE3*^48^ to identify key TFs that might be of functional relevance for the expanding LNSC subsets, and constructed a gene regulatory network of dynamically regulated genes encompassing TFs for each of the two terminal branches for both FRCs and CD34^+^ SCs. In line with the branch-point-based analysis, we observed that 23% of the dynamically regulated TFs were co-regulated consistently across FRCs and CD34^+^ SCs, including *Nfia*, *Egr2*, and *Ebf2* (Supplementary Fig. 11A, B). Despite the substantial proportion of common TF denominators, particularly for the IRF and KLF/SP TF family, a noticeable number of TFs were uniquely regulated along the trajectories. While *Irf1* and *Klf4*/*9*/*13* emerged for CD34^+^ SCs, *Irf3* and *Klf6*/*7*/*11* were solely identified for FRCs (Fig. 5D, Supplementary Fig. 11A, B), suggesting dissimilar modulatory paths during their development.

In summary, together with a large number of shared TFs, the observed TFBS enrichment patterns suggest that non-endothelial SCs contain a location-dependent epigenomic landscape, allowing distinct TF regulation in pLN and mLN. By combining branch-point-based differential expression together with identification of dynamically co-regulated gene networks, we were able to identify TFs that are potentially decisive in postnatally shaping the differentiation of CD34^+^ SCs or FRCs.

### Members of the IRF TF family contribute to the differentiation of CD34^+^ SCs and FRCs

By combining orthogonal analyses of TFBS enrichment and gene expression along mLN development, we were able to identify a concise assembly of TFs that are putatively involved in the differentiation of non-endothelial SC subsets. We therefore hypothesized that these TFs should be able to drive the differentiation from multipotent progenitor cells towards a cell-type or state-specification resembling ex vivo profiled SC subsets.

To this end, we utilized a well-established TF overexpression model based on lentiviral integration, puromycin selection and timed doxycycline-driven overexpression^49^ in a murine C3H10T1/2 mesenchymal stem cell like (MSC) line^50^. We focused on TFs that were either identified for both CD34^+^ SCs and FRCs (e.g., *Atf4, Nfia, Irf1*), only for CD34^+^ SCs (e.g., *Irf2, Cebpa*), or only for FRCs (e.g., *Irf3*, *Stat1*). We also included *Myc*, as LTos have myofibroblastic features^9^, and *Fos* as it is widely expressed across all non-endothelial SC subsets (Supplementary Fig. 1E)^11,12^. We initially assessed cellular morphological changes of differentiated MSCs and observed a broad range of morphologies, including the expected upregulation of lipid droplet formation upon *Nfia* overexpression^51^ and distinctive fibroblastic features for the majority of overexpressed TFs, including *Irf1, Irf3,* and *Myc* (Fig. 6A). 

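C3H10T1/2 is a mouse mesenchymal stem cell-like line derived from embryonic fibroblasts, which can enter several mesenchymal lineages. In BRB-seq, the mRNA of each sample receives its own barcode during reverse transcription, and the samples are pooled. Fragments from the 3′ ends of transcripts are then sequenced together. The count table covers 39 libraries of cells kept on doxycycline for 12 days: 4 each with Atf4, Fos, Irf1, Irf2, Irf3, Myc, Nfia or Stat1 overexpression, 3 with Cebpa overexpression and 4 with the empty vector. The 4 empty vector libraries are named after mCherry in the table and were assigned to this group because every other column matched a TF sample by name. Which column is which empty vector sample is not given, so their replicate numbers are those of the mCherry columns. According to the paper, the replicates came from 2 independent experiments, but it does not state which library came from which.
The authors aligned the reads with STAR 2.7.3a to the mouse genome (mm10, GRCm38) without multi-mapped reads and counted them per gene with HTSeq 0.12.4. The paper does not state whether copies of one molecule were collapsed, so counting intervals and detection limits cover counting error only. Total counts per library were 2555716 to 3676953 with the empty vector (median 3210773.5). They were 2493476 to 3633397 with Atf4 (median 2945315), 2915750 to 3439626 with Cebpa (median 3258208) and 3105836 to 4230860 with Fos (median 3625403.5). With Irf1 overexpression they were 2888558 to 4590055 (median 3576356). With Irf2 overexpression the totals were 2622733 to 3679851 (median 3254262) and 3419867 to 4161914 with Irf3 (median 3750620.5). The Myc libraries held 2301600 to 3866683 (median 2645252.5), those of Nfia 3121355 to 3835900 (median 3227860) and those of Stat1 2381163 to 4284524 (median 2967615). Between 11339 and 14093 genes had no count in a given library. Replicate libraries differed far beyond counting noise, with a chi-square per degree of freedom of at least 116 between any pair of libraries of one group.
From these counts, 10582 protein-coding genes with at least 5 counts in at least 2 libraries of a group were tested in one model over all 39 libraries with edgeR's quasi-likelihood test, TMM scaling and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold change over 2, the thresholds of the paper, which used DESeq2. Gene lists were tested as sets with camera in limma, which compares a list with all other genes. The tool, the filter on low counts and the gene types tested change the number of calls, and several calls rest on single libraries.
Own-gene counts were reported first as a check of the labels. Atf4 had 254 to 1067 counts in the Atf4 libraries and 1069 to 1804 with the empty vector, a log2 fold change of -1.05 (SE 0.48, adjusted p = 0.532 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irf3 had 3 to 426 counts in the Irf3 libraries and 5 to 294 with the empty vector. Irf1 had 46 to 337 counts in the Irf1 libraries and 9 to 375 with the empty vector. No own gene of the 9 TFs passed edgeR's test, and 1 had an unadjusted p under 0.05 (Atf4, with the lower mean in its own libraries). DESeq2 called 1 of the 9 higher, Fos, which had 1 count in 1 Fos library and 0 with the empty vector. Whether transcripts made from the lentiviral vector enter these 3′ counts is not stated in the paper and was not tested, so the counts do not check the labels.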

We then assessed the gene expression profile of induced MSCs by performing bulk 3’RNA-seq (BRB-seq)^52^ at the terminal differentiation time point, twelve days post doxycycline-driven overexpression. 

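Over the 7 tested genes of the Cxcl9+ FRC list that were called in at least 1 TF, Irf3 libraries had the highest mean Z-score per gene among all 10 groups, 1.07 ± 0.37 (SD, n = 4 libraries), followed by Irf2 at 0.79 ± 0.26 and Stat1 at 0.14 ± 0.07. Irf1 libraries stood at -0.22 ± 0.50, the empty vector at -0.09 ± 0.32 and Myc, the lowest group, at -0.61 ± 0.16. The 7 genes were Ifit3, Ly6a, Ifitm3 and B2m, which rose with Irf3, Lpl and Rnase4, which fell with Irf1, and Dcn, which fell with Cebpa. Because 4 of the 7 were called for a rise with Irf3, their choice favours a high Irf3 score. Over all 85 tested members Irf3 also had the highest mean, but Irf1 changed sign (0.26 ± 0.56) and stood above Irf2 (0.18 ± 0.09). Ifit3, Ifitm3 and B2m act in antiviral defence or antigen presentation and Ly6a encodes Sca-1. Dcn encodes a matrix proteoglycan, Lpl a lipase and Rnase4 a secreted ribonuclease. For each gene, log2(CPM + 1) was averaged per group and turned into a Z-score over the 10 groups, and the scores were then averaged over the genes of a list. The formula behind the cumulative Z-score is not given in the paper's text, so this mean is a stand-in for it.
On the LTo-like list, the 2 called genes Acta2 and Rpl32 gave 1.68 ± 0.41 in Irf1 and 0.84 ± 0.45 in Myc libraries. Their choice sets these scores, as Acta2 was called for a rise with Irf1 and Rpl32 for a rise with Myc, and over all 65 tested members the means were 0.37 and 0.35. On the Cdk1+ list the 1 called gene, Ptn, gave 0.01 ± 0.45 in Myc libraries. The Irf3 score on the Cxcl9+ list was 0.61 without Irf3 replicate 4, 0.70 without empty vector replicate 2 and 0.69 without empty vector replicate 3. The Irf1 score was 0.062 without empty vector replicate 1. Each of these scores was taken over the genes called in that fit, so the shifts also reflect which genes were scored. The Myc score changed sign on the LTo-like list without Myc replicate 2 (-0.52), empty vector replicate 3 (-0.62) or empty vector replicate 4 (-0.58), the fits in which Rpl32 was not called and left the score. On the Cdk1+ list it did so without Myc replicate 2 (-0.02), Myc replicate 3 (-0.18) or empty vector replicate 4 (-0.01).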

To compare the extent of matching expression signatures for each of the overexpressed TFs with the endogenous subset-specific signatures, we calculated the cumulative Z-score (cZscore) for the Top 100 DEGs for each of the endogenously identified SC subsets (Supplementary Data 2). As expected, *Myc* overexpression drove an LTo-like expression signature, consistent with a myofibroblastic origin, but interestingly also induced a strong overlap with the molecular phenotype of the Cdk1^+^ cluster (Fig. 6B)^9^. 

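Myc overexpression raised 7 genes and lowered 2 against the empty vector. The 7 that rose were the genes of the ribosomal proteins Rpl7, Rps9, Rps20, Rps21 and Rpl32, the elongation factor Eef1b2 and Rack1, with log2 fold changes from 1.03 to 1.40. No list of ribosomal protein genes was tested. Rpl32, a protein of the large ribosomal subunit and the only one of them on the LTo-like list (ENSMUSG00000057841, chromosome 6 of GRCm38, 115805505 to 115808747), stood at 4228 ± 709 CPM (SD, n = 4 libraries) with Myc and 2076 ± 373 CPM with the empty vector (n = 4). Its log2 fold change was 1.03 (SE 0.17, adjusted p = 1.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rack1, a ribosome-associated scaffold protein, stood at 3866 ± 512 CPM against 1819 ± 221 CPM (log2 fold change 1.09, SE 0.19). Cxcl12, the chemokine that retains CXCR4-bearing cells in stromal niches (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367), fell from 2368 ± 332 CPM to 866 ± 233 CPM. This was a log2 fold change of -1.45 (SE 0.19, adjusted p = 1.5e-06 from the same edgeR test). Serpine2, which encodes a protease inhibitor, fell by 1.66 on the log2 scale (SE 0.35). Mitochondrial counts made up 10.8% to 21.8% of the Myc libraries and 9.48% to 13.7% of the empty vector libraries. Myc replicate 4 had the highest share and, with 2301600 counts, the lowest total of the 39 libraries.
Of the 65 tested members of the LTo-like list, which the study drew up on lymph node cells, 37 had a positive log2 fold change with Myc and 1, Rpl32, rose (2 when adjusted over the list alone). Their median log2 fold change was 0.22 (0.15 with genes at 0 in one group set to their bound). By camera, the list had an adjusted p of 0.120 (0.283 with an estimated correlation). DESeq2 called 7 of its members higher and 2 lower. Of the 93 tested members of the Cdk1+ list, 59 had a positive log2 fold change with a median of 0.44. For 7 members all 4 Myc libraries lay above all 4 empty vector libraries, where chance gives 2.86% of genes over both directions. Camera gave the Cdk1+ list an adjusted p of 0.0188, with an estimated correlation 0.155. No Cdk1+ member passed edgeR's test and 8 had an unadjusted p under 0.05. With edgeR's newer quasi-likelihood method 1 was called higher, and with DESeq2 4. Cdk1 itself, the kinase that drives entry into mitosis, had a log2 fold change of -0.45 with Myc (SE 0.99), which became 0.026 without empty vector replicate 4.
The Cdk1+ list had an adjusted p of 0.0867 without Myc replicate 3 and 0.0925 without empty vector replicate 4. Rpl32 was no longer called without Myc replicate 2 (log2 fold change 0.91), empty vector replicate 3 (0.94) or empty vector replicate 4 (0.99). The same held for Rack1 without Myc replicate 2 (0.99) and for Serpine2 without Myc replicate 4 or empty vector replicate 1 (-1.44 each). Eef1b2 lost its call without Myc replicate 3 (0.97) or empty vector replicate 4 (0.95). Rpl7 kept it only without Myc replicate 4 (1.62, and 1.22 to 1.49 without each of the 7 others) and Rps9 only without Myc replicate 4 (1.3) or empty vector replicate 3 (1.27), with 1.02 to 1.18 without the others. Rps20 kept it only without Myc replicate 2 (1.19) or empty vector replicate 3 (1.27), with 0.89 to 1.07 otherwise, and Rps21 only without Myc replicate 1 (1.16) or empty vector replicate 1 (1.19), with 0.91 to 1.14 otherwise. The 7 higher genes became 2 without Myc replicate 2, Myc replicate 3 or empty vector replicate 4 and 4 without Myc replicate 1 or empty vector replicate 1 or 2. The 2 lower genes became 6 without Myc replicate 1 and 4 without Myc replicate 2 or 3. The 1 LTo-like member called became 2 without Myc replicate 4, and Cxcl12 passed the test in each of the 8 fits.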

The most striking overlap was observed for *Irf3* overexpression, supporting the expression signature of DEGs identified for Cxcl9^+^ FRCs (Fig. 6B), which was further corroborated on a per cell basis when calculating the cZscore from the *Irf3-*driven overexpression (Fig. 6C). Furthermore, *Irf3* overexpression supported the upregulation of signature genes of the Cxcl9^+^ FRC subset, including several interferon-induced proteins (e.g., *Ifit1, Ifit3, Ifit3b*) and anti-viral response elements (e.g., *Isg15, Oasl2*) above the expression levels detected for any of the other overexpressed TFs including *Irf1* and *Irf2* (Fig. 6D). In addition, the similarity between the *Irf3*-driven molecular phenotype and Cxcl9^+^ FRCs was further substantiated upon comparison to the Cxcl9^+^ FRC signature published by Rodda et al^12^. 

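Irf3 overexpression raised 4 of the 10582 genes tested against the empty vector, B2m, Ly6a, Ifitm3 and Ifit3. All 4 belong to the Cxcl9+ FRC list of Supplementary Data 2, while B2m is also on the Ccl19+Il7+, Inmt+Cxcl12+ and mFRC lists and Ly6a on the CD34+Ackr3+ and CD34+CD248+ lists. The number called higher depended on the tool and setting, with 19 by edgeR's newer quasi-likelihood method and by a fit of the 2 groups alone, 1 with all gene types and 323 by DESeq2. B2m, the light chain of MHC class I molecules (ENSMUSG00000060802, chromosome 2 of GRCm38, 122147686 to 122153083), stood at 6263 ± 2477 CPM (SD, n = 4 libraries) with Irf3 and at 2313 ± 454 CPM with the empty vector (n = 4). The log2 fold change was 1.44 (SE 0.19, adjusted p = 2.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ly6a, which encodes the interferon-responsive surface protein Sca-1 (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), stood at 3345 ± 2059 CPM against 1189.7 ± 343 CPM. This gave a log2 fold change of 1.49 (SE 0.27, adjusted p = 0.00440 from the same edgeR test). Ifitm3, which encodes a membrane protein that blocks virus entry (ENSMUSG00000025492, chromosome 7, 141009586 to 141010770), stood at 2125 ± 650 CPM against 766 ± 229 CPM. Its log2 fold change was 1.47 (SE 0.31, adjusted p = 0.0291 from the same edgeR test). Fabp4, a lipid carrier of adipocytes, was the only gene called lower, with 2 counts in the Irf3 libraries and 700 with the empty vector (ratio of CPM 0.00236, 95% counting interval 0.000285 to 0.00855). Of these 700 counts, 690 came from empty vector replicate 3.
Of the 85 tested members of the Cxcl9+ list, which the study chose on lymph node cells and not on these libraries, 72 had a positive log2 fold change with a median of 2.33 (2.33 with genes at 0 in one group set to their bound). When adjusted over the list alone, 13 members rose. Over all genes, edgeR's newer method called 16 and DESeq2 17. Each of 36 members was higher in all 4 Irf3 libraries than in all 4 empty vector libraries, where chance gives 2.86% of genes over both directions. As a set, the list was higher with Irf3 at an adjusted p of 6.3e-31 by camera (2.4e-06 with an estimated correlation). Over all 85 members the mean Z-score per gene was 1.41 ± 0.49 (SD, n = 4) in the Irf3 libraries and -0.19 ± 0.12 with the empty vector. Mitochondrial counts made up 6.80% to 8.53% of the Irf3 libraries and 9.48% to 13.7% of the empty vector libraries. With this share as a covariate the mean log2 fold change of the list was 2.79 (SE 0.33) against 2.89 (SE 0.30) without it, and Ly6a was no longer called (log2 fold change 1.28, SE 0.31).
Without Irf3 replicate 4 the 4 called genes became 1, without empty vector replicate 2 they became 2 and without empty vector replicate 3 they became 1. B2m passed in each of the 8 fits that left out 1 library. Ly6a lost its call without Irf3 replicate 4 (log2 fold change 0.97) or empty vector replicate 3 (1.33). Ifitm3 lost it without Irf3 replicate 1 (1.47) or 4 (1.25) or empty vector replicate 2 (1.51), 3 (1.3) or 4 (1.46). The call of Ifit3 was lost without Irf3 replicate 4 (7.12) or empty vector replicate 2 (7.47) or 3 (7.34), and that of Fabp4 without any 1 of the 4 Irf3 replicates or empty vector replicate 3 (0 genes lower).
The paper states that Irf3 overexpression overlapped most with the DEGs of Cxcl9+ FRCs, in support of their expression signature (Fig. 6B), and names the cumulative Z-score per cell (Fig. 6C) as further support.

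**Figure D1:**
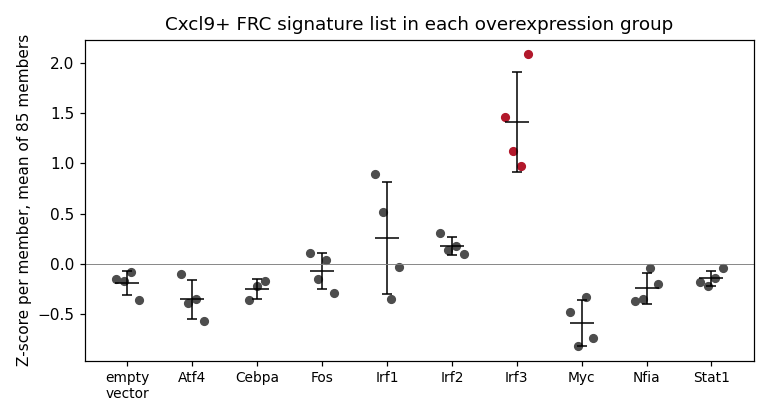
Mean Z-score per gene over the 85 tested members of the Cxcl9+ FRC list (vertical axis, SD units of the 10 groups) for each of the 39 libraries by overexpressed TF (horizontal axis). Points are libraries, bars are means and error bars are SDs, and the Irf3 group has the highest mean, 1.41.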

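Ifit1, Ifit3, Ifit3b, Isg15 and Oasl2 all had their highest mean CPM of the 10 groups in the Irf3 libraries. Ifit1 and Ifit3 were higher in every Irf3 library than in all 35 other libraries. Ifit1, which encodes a protein that binds viral RNA (ENSMUSG00000034459, chromosome 19 of GRCm38, 34640871 to 34650009), stood at 1072 ± 658 CPM (SD, n = 4) with Irf3 and 27.1 ± 54.0 CPM with the empty vector (n = 4). In the next highest TF, Irf1, it stood at 252 ± 213 CPM. Ifit3, a partner of Ifit1 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731), stood at 988 ± 733 CPM with Irf3 against 4.61 ± 4.16 CPM with the empty vector. This is a log2 fold change of 7.74 (SE 1.48, adjusted p = 0.00761 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With Irf2, the next highest TF, it stood at 134 ± 124 CPM. Oasl2, an antiviral protein of the oligoadenylate synthetase family (ENSMUSG00000029561, chromosome 5, 114896936 to 114912234), stood at 278 ± 272 CPM with Irf3 and 51.9 ± 54.8 CPM with Irf1, the next highest TF. With 1 count in the empty vector libraries, its ratio to them was 3187 (95% counting interval 572 to 125910). Isg15, a ubiquitin-like protein attached to other proteins after interferon exposure (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), stood at 90.3 ± 48.9 CPM with Irf3 and 29.6 ± 39.6 CPM with Irf2, the next highest TF. Against the empty vector, which had 1 count, its ratio was 1025.5 (184 to 40536). Ifit3b, a near copy of Ifit3 (ENSMUSG00000062488, chromosome 19, 34607970 to 34613401), stood at 82.2 ± 109.7 CPM with Irf3 and 26.3 ± 46.8 CPM with Stat1, the next highest TF. Its counts are uncertain because reads that fit both copies were left out of the count table.
Against the empty vector, Ifit1 (log2 fold change 5.30, SE 1.94, adjusted p = 0.598) and Ifit3b (3.25, SE 2.82, adjusted p = 1) did not pass edgeR's test, nor did Isg15 and Oasl2. Calls for these genes depended on the tool. The newer quasi-likelihood method of edgeR and a fit of the 2 groups alone called Ifit1 and Oasl2 higher, and DESeq2 called Isg15 and Oasl2. Of the 343 counts of Ifit1 with the empty vector, replicate 3 held 342. The fitted value of Ifit3b became 1.68 without Irf3 replicate 4 and 5.61 without empty vector replicate 1. In direct comparisons of Irf3 with each of the other 8 TFs, all 40 fitted differences of these 5 genes were positive. Over all genes, 3 passed edgeR's test, Ifit3 against Nfia (log2 difference 6.51, SE 1.40, adjusted p = 0.0178), against Atf4 (adjusted p = 4.2e-05), where it had 3 counts over the group, and against Myc (adjusted p = 3.4e-06), where it had none. When adjusted over the 40 comparisons alone, 21 passed in the same test, among them all 8 of Ifit3. DESeq2 called 13 of the 40 and edgeR's newer quasi-likelihood method 21. Against Irf1, the log2 difference was 2.09 for Ifit1 (SE 1.68, adjusted p = 1) and 3.19 for Ifit3 (SE 1.19, adjusted p = 0.494, or 0.0241 adjusted over the 40 comparisons, both from edgeR). Against Irf2 it was 3.22 for Ifit1 (SE 1.76) and 2.88 for Ifit3 (SE 1.18, adjusted p = 0.511, or 0.0369 over the 40, both from edgeR).
In 1 of the 35 other libraries Isg15 reached the lowest Irf3 library (54.9 CPM), and so did Oasl2 (101 CPM), while Ifit3b did in 5 (11.6 CPM). The 3 comparisons past the threshold became 5 without Myc replicate 4, and Ifit3 against the empty vector was not called without Irf3 replicate 4 or empty vector replicate 2 or 3.

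**Figure D2:**
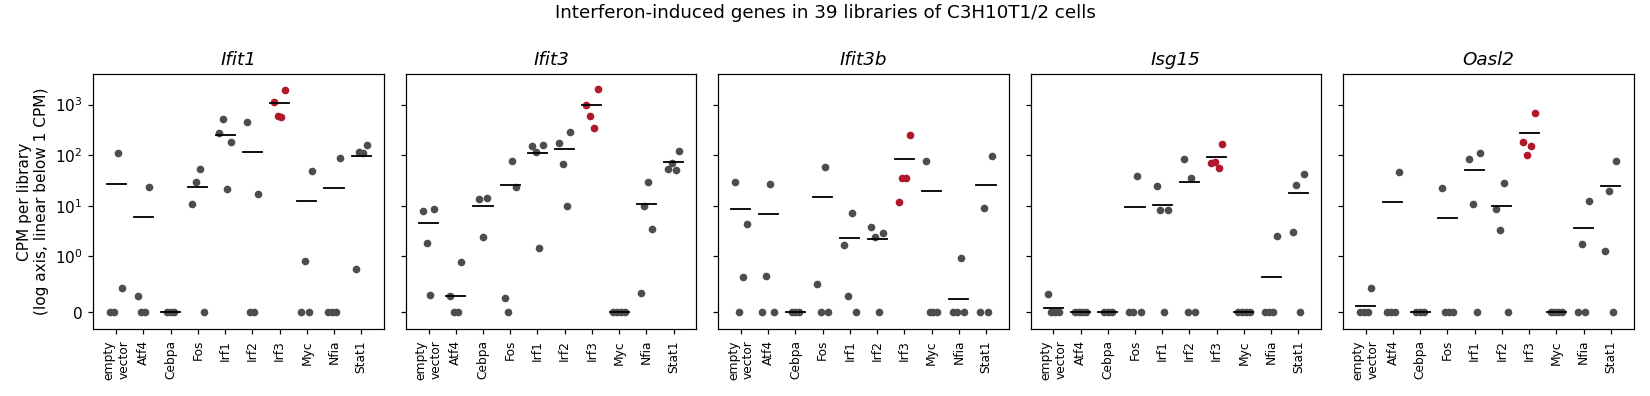
CPM of Ifit1, Ifit3, Ifit3b, Isg15 and Oasl2 (vertical axes, logarithmic and linear below 1 CPM) in each of the 39 libraries by overexpressed TF (horizontal axes). Points are libraries, with Irf3 in red, and bars are group means, and every Irf3 library lies above the 35 others for Ifit1 and Ifit3.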

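The 56 genes labelled in Fig. 6E are those members of a published signature that the study found changed in these same libraries, so their shared direction is no independent test. All 52 that could be tested had a positive log2 fold change with Irf3 against the empty vector. The Irf3 group had the highest mean CPM of the 10 groups for 39 of them. Ly6a and Ifit3 were the 2 that passed edgeR's quasi-likelihood test over all genes. An unadjusted p under 0.05 was reached by 25. In comparison, edgeR's newer quasi-likelihood method called 11 and DESeq2 14. For 18 of them the empty vector libraries held no count while the Irf3 libraries held more than 3. Among these, Ccl5, a chemokine for T cells and monocytes, was at least 1023-fold higher with Irf3, measured against 3 counts over the 4 empty vector libraries, with a mean of 267 ± 314 CPM (SD, n = 4). Gbp3, an interferon-inducible GTPase (ENSMUSG00000028268, chromosome 3 of GRCm38, 142560026 to 142573209), was at least 854-fold higher with 230 ± 99.3 CPM. Xaf1, a proapoptotic interferon response gene, was at least 626-fold higher with 163 ± 76.9 CPM. Irf7, the master regulator of type I interferon production, was at least 500.9-fold higher, Bst2, which tethers budding virus, at least 446-fold, and Psmb9, a subunit of the immunoproteasome, at least 158.5-fold. These bounds cover counting error only, while replicate libraries differed far beyond it, so the true folds may be much smaller. None of these 6 genes passed edgeR's quasi-likelihood test over all genes and all 6 had an unadjusted p under 0.05. DESeq2 called all 6 and edgeR's newer method 5, all but Psmb9. The labels were read from the figure and were not tested as a set.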

(Fig. 6E). 

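Irf1 overexpression raised Acta2 and Tmsb4x and lowered 8 genes against the empty vector, Lpl, Rnase4, Fstl1, Ptn, Ccn3, Sned1, Fbln2 and Fabp4. Acta2, the smooth muscle actin of myofibroblasts (ENSMUSG00000035783, chromosome 19 of GRCm38, 34241090 to 34255590), stood at 4628 ± 949 CPM (SD, n = 4 libraries) with Irf1 and 1566.5 ± 512 CPM with the empty vector (n = 4). It had a log2 fold change of 1.56 (SE 0.23, adjusted p = 9.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tmsb4x, which encodes an actin-sequestering peptide (ENSMUSG00000049775, chromosome X, 167207093 to 167209315), stood at 8747 ± 3995 CPM against 3844 ± 547 CPM (log2 fold change 1.19, SE 0.17). Ptn, a secreted heparin-binding growth factor (ENSMUSG00000029838, chromosome 6, 36714929 to 36810220), fell from 24608 ± 3889 CPM to 9656 ± 5517 CPM. This was a log2 fold change of -1.35 (SE 0.19, adjusted p = 9.3e-06 from the same edgeR test). Among the other genes that fell, the log2 fold change was -1.21 for Fstl1, -1.76 for Sned1, -1.96 for Ccn3 and -6.34 for Lpl. Fabp4 had 1 count with Irf1 against 700 with the empty vector (ratio of CPM 0.00117, 95% counting interval 2.97e-05 to 0.00657), but 690 of the 700 came from empty vector replicate 3.
Of the 85 tested members of the Cxcl9+ FRC list, which the study chose on lymph node cells, 56 had a positive log2 fold change with Irf1 and the median was 0.70. Over all genes tested, no member rose and Lpl and Rnase4 fell. In comparison, 6 rose and 3 fell when adjusted over the list alone. An unadjusted p under 0.05 was reached by 27 members. With other tools, edgeR's newer quasi-likelihood method called 1 higher and DESeq2 9. As a set, the list was higher with Irf1 at an adjusted p of 0.0188 by camera, 0.289 with an estimated correlation and 0.0432 by fry, which tests whether the members move on balance in one direction. In 5 of 35 ways to divide the Irf1 and empty vector libraries the camera p was as small, so chance cannot be excluded. Ifit3 had a log2 fold change of 4.55 (SE 1.28, adjusted p = 0.243 from edgeR), and DESeq2 called it higher. Gbp3 was at least 147-fold higher than with the empty vector, measured against 3 counts over the group, a bound that covers counting error only.
The list's adjusted p was 0.179 without Irf1 replicate 1 and 0.107 without Irf1 replicate 2. The 8 lower genes became 14 without Irf1 replicate 3. Without Irf1 replicate 4, Tmsb4x (log2 fold change 0.85), Fstl1 (-0.98) and Fbln2 (-1.19) were no longer called and 1 gene was higher. Lpl lost its call without empty vector replicate 1 (-4.59), with edgeR's newer quasi-likelihood method and in a fit of the 2 groups alone.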

Besides *Irf3*, *Irf1* overexpression also elicited a gene expression profile resembling Cxcl9^+^ FRCs (Fig. 6B, D, E). 

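Interferon-inducible GTPases, which act against intracellular pathogens, had a positive log2 fold change with both Irf3 and Irf1 for all 12 members tested. Their median was 3.39 with Irf3 and 2.67 with Irf1 (both unchanged with genes at 0 in one group set to their bound). Camera gave this list, written before the data were examined, an adjusted p of 3.6e-12 with Irf3 (1.0e-04 with an estimated correlation) and 3.5e-04 with Irf1 (0.0420 with an estimated correlation). In 3 of 35 ways to divide the Irf1 and empty vector libraries the camera p was as small, so chance cannot be excluded with Irf1. Many of the list's members are also labelled in Figs. 6D and 6E, whose values had been seen. The list is thus no independent test for these libraries. No member passed edgeR's test over all genes with either TF, 4 had an unadjusted p under 0.05 with each, and 1 (Gbp3) rose with each when adjusted over the list alone. DESeq2 called 1 with each, and edgeR's newer quasi-likelihood method 1 with Irf3 and 0 with Irf1.
Type I interferon-stimulated genes, a list of 43 tested members of antiviral function also written beforehand, had a median log2 fold change of 3.90 with Irf3 and 1.54 with Irf1. Of the members, 41 and 33 were positive. Camera gave an adjusted p of 1.6e-43 with Irf3 (4.4e-07 with an estimated correlation) and 6.1e-06 with Irf1, which became an adjusted p of 0.0663 with an estimated correlation. As small a camera p was reached in 4 of 35 such divisions with Irf1, so chance cannot be excluded there. Many members of this list are labelled in these figures too. With Irf3, Ifitm3 and Ifit3 rose over all genes and 19 members when adjusted over the list alone. With Irf1, none rose over all genes in edgeR's test, 14 had an unadjusted p under 0.05, and DESeq2 called 8 and edgeR's newer quasi-likelihood method 1. Oasl2, Xaf1, Bst2 and Ifit3 rose when adjusted over the list alone. MHC class I antigen presentation genes (14 members) had a median log2 fold change of 2.02 with Irf3, with B2m higher over all genes and B2m, H2-D1 and Psmb9 when adjusted over the list alone. Camera gave the list an adjusted p of 3.9e-11 (6.0e-04 with an estimated correlation). Some of its members, such as Tap1, Psmb8 and Psmb9, are labelled in these figures too, so it is no independent test either. With Irf1 the adjusted p of this list was 0.460, none of its members rose in edgeR's test, 3 had an unadjusted p under 0.05 and DESeq2 called 1.
Across the 10582 genes, which are not independent replicates, the log2 fold changes with Irf3 and with Irf1 had a Pearson r of 0.491. Simulated unchanged groups set against the same empty vector libraries gave 0.495 (0.480 to 0.506 in 20 simulations). The covariance was 1.32 against 1.28 in the simulations (1.23 to 1.33). When each TF was set against its own 2 of the 4 empty vector libraries the mean r over 6 splits was 0.0151. In edgeR's quasi-likelihood test no gene was called higher with both TFs (0.05 in the simulations, and 7.6e-04 for independent lists), 276 were positive with both at an unadjusted p under 0.05, and 1, Fabp4, was called lower with both (0 in the simulations). The 276 were not counted in simulations and rest on the same empty vector libraries, so they do not show a shared response. Of the 700 counts of Fabp4 with the empty vector, 690 came from replicate 3. The newer quasi-likelihood method called 1 higher with both, Ifi27l2a (median 0 and 0 to 1 in 8 simulations of unchanged groups, 0.00718 for independent lists), and DESeq2 246 (median 265.5 and 241 to 276 in the simulations, 11.5 for independent lists).
The 2 interferon-stimulated genes called with Irf3 became 0 without Irf3 replicate 4 or empty vector replicate 2 or 3 and 1 without Irf3 replicate 1 or empty vector replicate 4.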

Since one of the characteristic biological features of Cxcl9^+^ FRCs is to mitigate effective migration of CXCR3^+^ cells during anti-viral immune responses, both *Irf1* and *Irf3* overexpression should promote an anti-viral state in MSCs. Indeed, we observed a substantial overlap of the *Irf3* overexpression signature with interferon response signatures^53,54^ in Cxcl9^+^ FRCs (Supplementary Fig. 12).

**Fig. 6:**
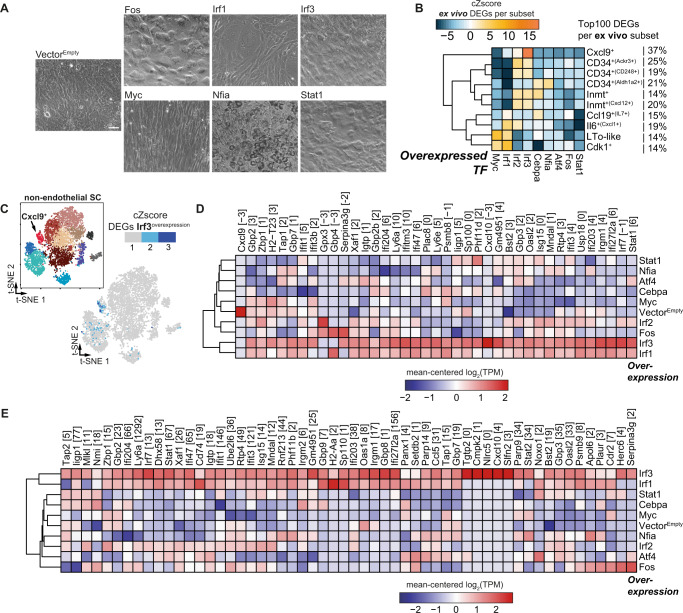
*Irf3* promotes the differentiation of mesenchymal stem cells towards a Cxcl9^+^ FRC molecular phenotype. Murine C3H10T1/2 were lentivirally transduced and puromycin-selected for stable vector integration. TF expression was doxycycline-induced and maintained for 12 days. Subsequently, BRB-seq was performed on the induced cells (3-4 replicates per condition from two independent experiments). **A** Representative phase contrast images of morphological phenotypes subsequent to overexpression-driven differentiation (scale bar = 30 µm). **B** The heatmap depicts the cumulative Z-score (cZscore) of DEGs, compared to Vector^Empty^, at “TF overexpression” in the C3H10T1/2 cell line among the Top 100 DEGs per LN subset (Supplementary Data 2). The percentage indicates the proportion of DEGs that were identified per subset (see Fig. 1, Supplementary Data 2) and the DEGs identified with”TF overexpression” in C3H10T1/2. **C** The cumulative Z-score on a per cell basis of the significant DEGs due to *Irf3* overexpression superimposed on the scRNA-seq developmental map. **D** The heatmap depicts all detected DEGs from the Cxcl9^+^ cluster for the tested (overexpressed) TFs. **E** The heatmap depicts all detected DEGs from a previously published pLN Cxcl9^+^ cluster signature^12^ for the indicated overexpressed TFs. cZscore cumulative Z-score, DEG differentially expressed gene, TF transcription factor, FRC fibroblastic reticular stromal cell, SC stromal cell, TPM transcripts per kilobase of exon per million reads. Source data are provided in a Source data file.

In summary, by overexpressing a selected set of delineated TFs, we validated *Irf3* and to a lesser degree *Irf1* to distinctly promote the development from MSCs to a cell phenotype that molecularly resembles Cxcl9^+^ FRCs.

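B2m, Postn and Rnase4 were among 8 genes higher, and Acta2 and Tmsb4x the 2 genes lower, in a direct comparison of Irf3 with Irf1 libraries. B2m, which pairs with the heavy chain of MHC class I, had a log2 difference of 1.10 (SE 0.19, n = 4 libraries each, adjusted p = 3.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its mean was 2918 ± 694 CPM (SD) in the Irf1 libraries. Postn, a matrix protein of fibroblasts, stood at 3624 ± 484 CPM with Irf3 and 1492 ± 271 CPM with Irf1. Their log2 difference was 1.28 (SE 0.17, adjusted p = 4.3e-06 from the same edgeR test). Acta2, a contractile filament protein, differed by -1.05 (SE 0.22) and Tmsb4x, its regulator, by -1.09 (SE 0.17). The other 6 that were higher were Apod, Fstl1, Adipoq, Ptn, Sned1 and Rnase4.
Members of the Cxcl9+ FRC list were on average 1.85 log2 units higher with Irf3 than with Irf1 (adjusted p = 1.1e-17 by camera over 12 such tests, 2.4e-05 with an estimated correlation). The mean difference was 2.44 for type I interferon-stimulated genes (adjusted p = 1.4e-18, and 2.5e-05 with an estimated correlation). It was 2.36 for MHC class I antigen presentation genes (adjusted p = 1.3e-07, and 0.00112) and 1.59 for interferon-inducible GTPases (adjusted p = 0.00333, and 0.0357).
The 8 higher genes became 16 without Irf1 replicate 3, and the 2 lower became 0 without Irf1 replicate 4 and 1 without Irf1 replicate 3 or Irf3 replicate 1, 2 or 3.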

### *Irf3* deficiency leads to a proportional reduction of Ccl19^+^ and Cxcl9^+^ FRCs

Having demonstrated that *Irf3* overexpression results in a gene expression signature resembling Cxcl9^+^ FRCs, we next investigated the impact of *Irf3* on the development and phenotype of Cxcl9^+^ FRCs in vivo. To this end, CD45^-^CD24^-^ cells were FACS-purified from mLNs and pLNs of adult Irf3^−/−^ mice or WT controls. It is important to note that *Irf3* deficiency did not affect the overall frequency and absolute cell number of FRCs in pLN and mLN (Supplementary Fig. 13). Next, FACS-purified CD45^-^CD24^-^ cells were subjected to scRNA-seq analysis. Subsequent to initial quality control, 18,048 cells were processed and after exclusion of endothelial cells and perivascular cells, 11,040 non-endothelial SCs cells were re-embedded for further downstream analysis. We identified eleven transcriptional clusters based on DEGs and previously published signatures^11,12^, termed Ccl19^high^ FRC, Cxcl9^+^ FRC, Ccl19^+(Il7+)^ FRC, Inmt^+(Cxcl12+)^ FRC, Nr4a1^+^ FRC, Il6^low(Cxcl1+)^ FRC, Il6^high(Cxcl1+)^ FRC, Inmt^+^ FRC, Has1^+^ SC, CD34^+(Gdf10+)^ SC, and CD34^+(CD248+/Ackr3+)^ SC (Fig. 7A). Global inspection of the data revealed that all SC subsets, including Cxcl9^+^ FRCs, were present in both Irf3^−/−^ and WT mice, suggesting that Irf3 is not essentially required for the development of Cxcl9^+^ FRCs in vivo. However, the size of the Cxcl9^+^ FRC subset was proportionally reduced in Irf3^−/−^ mice when compared to WT controls, and this compositional shift was also observed for other SC subsets (Fig. 7A, B). While Ccl19^+^ FRC subsets were reduced, CD34^+^ SC subsets were over-represented when Irf3^−/−^ mice were compared to WT controls (Fig. 7A–C). It is important to note that the shift of the SC subset composition is not a consequence of a differential regulation of *Cxcl9* and *Ccl19* between Irf3^−/−^ and WT mice as both genes were equally expressed between both genotypes on a per subset level (Fig. 7D). When assessing general differential expression, 355 upregulated DEGs (log2FC: 0.2, padj: 0.05) were identified between Irf3^−/−^ mice and WT controls on a per subset basis, which yielded no immunologically relevant enriched GO terms.

**Fig. 7:**
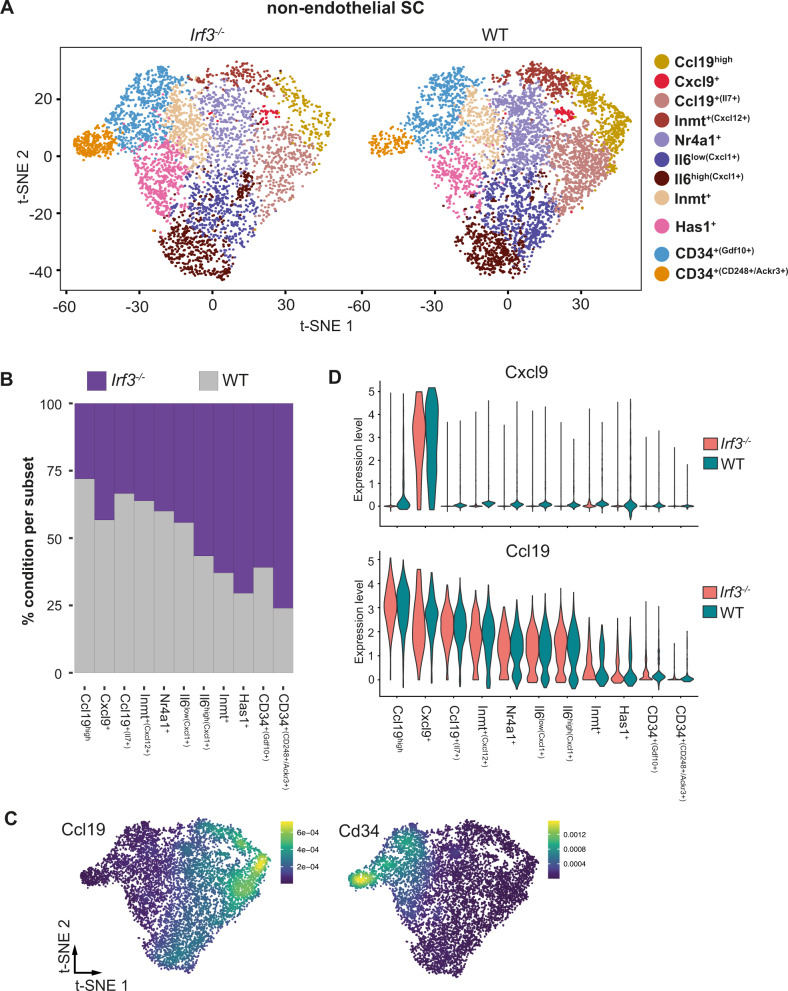
*Irf3* deficiency leads to a shift of the SC subset composition marked by a reduction of Cxcl9^+^ and Ccl19^+^ FRC subsets. CD45^-^CD24^-^ cells were isolated from mLNs and pLNs of 9–13 weeks old Irf3^−/−^ and WT male mice, and subjected to scRNA-seq analysis. One replicate was performed per condition. Non-endothelial SCs were identified as non-LECs, non-BECs, and non-PvCs. **A** t-SNE plot of integrated pLNSCs and mLNSCs showing cluster segregation of non-endothelial SC subsets between Irf3^−/−^ mice and WT controls. **B** Bar graph showing the proportion of cells within each subset normalized to total cell number belonging to either Irf3^−/−^ or WT condition. **C** Density plots depicting the expression of *Ccl19* (upper) and *Cd34* (lower) across the combined t-SNE of all non-endothelial SCs. **D** Violin plots depicting gene expression levels of *Ccl19* (upper) and *Cxcl9* (lower) across clusters between Irf3^−/−^ mice (red) and WT controls (green). BEC blood endothelial cell, FRC fibroblastic reticular stromal cell, LEC lymphatic endothelial cell, mLN mesenteric lymph node, pLN peripheral skin-draining lymph node, PvC perivascular cell, SC stromal cell, WT wild type.

Thus, by analyzing the non-endothelial SC compartment in LNs of Irf3^−/−^ mice we could demonstrate that Irf3 contributes to the equilibrium of SC subsets, albeit having only a minor impact on the molecular phenotype of fully differentiated SC subsets under steady-state conditions.

## Discussion

In our study, we set out to profile the mLN along postnatal development using scRNA-seq profiling, map the epigenomic landscape of the non-endothelial SC compartment of both skin- and gut-draining LNs under GF and SPF conditions and identify TFs being important for the development of individual SC subsets. We increased our understanding of three key aspects of the non-endothelial SC compartment of LNs: (1) bifuractional postnatal segregation of mesenchymal progenitors is driving the expansion of the developing LN; (2) LNSCs are marked by a tissue-specific, microbiota-independent epigenomic landscape; and (3) the Cxcl9^+^ FRC subset is controlled partly by Irf3.

We initially set out to map the postnatal mLN non-endothelial SC development on a single-cell level. scRNA-seq profiling along postnatal development identified two distinct subsets of putative proliferating progenitors that harbor the potential to yield either FRCs or CD34^+^ SCs. The surprising observation of distinct postnatal SC subsets with progenitor potential extends the perception that Cxcl13^+^ LTos are the sole subset that contributes to the expanding non-endothelial SC pool^8,23,32,55^. Although we cannot formally exclude that Cdk1^+(CD34+)^ cells originate from Cxcl13^+^ LTos and did not experimentally assess the Cxcl13^+^ LTo and Cdk1^+(Cxcl13+)^ progenitor-progeny relationship, the inferred differentiation trajectories, underscored by the distinct gene expression profiles of Cdk1^+(Cxcl13+)^ and Cdk1^+(CD34+)^ cells, support the notion that these subsets give rise to either FRCs or CD34^+^ SCs. It is conceivable that Cdk1^+(Cxcl13+)^ cells within mLNs have already established a distinct branch at birth, suggesting that a proliferating subset of commonly identified Cxcl13^+^ LTos is contributing to the postnatal expansion of the LN by transitioning through the Cdk1^+(Cxcl13+)^ state. In contrast, *Cd34* is expressed in three different locations in the neonatal mLN parenchyma: the capsule, the medulla and the adventitia of major vessels^10,12^. We noted that large vessels surrounded by an adventitial layer are scarce within the postnatal mLN, thus making it unlikely that the majority of CD34^+^ cells are of adventitial origin, which is mirrored by the distinct subset-specific gene expression profiles. However, it is important to note that trajectory analysis is predominantly an indicator for lineage relationships underscored by the misassignment of a minority of cells during cluster identification. To truly delineate the contribution of different non-endothelial SC progenitor pools, a spatio-temporal mapping of developing mLNs at pre- and postnatal stages in combination with SC fate-mapping models would be required. Recently, using scRNA-seq, in silico approaches and genetic lineage tracing Buechler et al. have identified Dpt^+^Pi16^+^CD34^+^ cells as common fibroblast progenitors across tissues, serving as a reservoir for specialized fibroblasts^56^. However, in that study SCs from mLN were not included and our own findings do not support the existence of Dpt^+^Pi16^+^CD34^+^ progenitors among LNSC. Most importantly, LTo-like cluster cells lacked expression of *Dpt* and *Pi16*, while *Dpt* was expressed rather broadly across most other mLN non-endothelial SC subsets (see Fig. 1E). Although in accordance with Buechler et al. some CD34^+^ SC subsets were Dpt^+^Pi16^+^, the majority of Cdk1^+^ cluster cells were Pi16^-^ and only a few Cdk1^+(CD34+)^ cells expressed *Dpt*, suggesting that *Dpt* and *Pi16* do not define progenitors among LNSCs.

LNSCs have long been recognized as key structural organizers, but are also increasingly perceived as effective modulators of immune responses^8,23^, even in a location-specific manner^11,21,22^. However, whether tissue-specific immunomodulatory properties of the non-endothelial SC compartment are retained in the epigenomic landscape is so far understudied^25^. Importantly, when we compared gene expression, chromatin accessibility, and DNA methylation using scRNA-seq, ATAC-seq and WGBS, respectively, we observed striking differences between skin- and gut-draining LNs, yet we could exclude a key contribution by microbial colonization. Although several studies have shown that the microbiota can impinge on the epigenome of the host’s adaptive immune system^57^, its influence does not seem to extend to the SCs of the gut-draining mLNs. This finding was surprising, as we had previously demonstrated that mLNs from GF mice lose their high Treg-inducing capacity upon transplantation into a skin-draining site, while mLNs from SPF-housed mice persistently maintained their immunomodulatory functions^11,22^. We would like to point out that the sorting of CD45^-^CD31^-^Pdpn^+^ non-endothelial SCs, which was also applied for the epigenomic profiling in the present study, yields a heterogeneous cell population that could very well mask epigenomic modifications on a per subset basis. Hence, future studies should consider to at least distinguish between the two dominant SC types in the mLN, namely FRCs and CD34^+^ SCs.

The postnatal scRNA-seq profiling in combination with the epigenetic TF footprint enabled us to identify TFs that contribute to the differentiation of distinct subsets of non-endothelial SC in adult mLNs. The identfication of those TFs enables targeted in vivo and in vitro verification of the determinants that drive the postnatal development of non-endothelial SCs. As none of the canonical markers for distinct subsets of the CD34^+^ SCs or FRCs trajectory are uniquely expressed on a per subset basis, utilization of conditional knockout mouse models in conjunction with CD34- or Ccl19-driven Cre expression would target larger and less fine-grained subsets of the LNSC compartment. We therefore opted for an in vitro TF overexpression model using a MSC line, which enabled us to screen multiple TFs and avoided the requirement to utilize neonatal progenitor cells, which are scarce and can so far not be reliably isolated due to the lack of canonical markers. The majority of overexpressed TFs did not induce differentiation towards a phenotypical profile that resembles ex vivo SCs, although a substantial number of TFs supported fibroblastic morphology. 

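Fos overexpression raised S100a6 and Lgals3 and lowered Postn and Fabp4, Nfia raised Aldoa, Ldha and Dbi and lowered Ptn, and Cebpa lowered Dcn. In contrast, Atf4 and Stat1 changed no gene in edgeR's quasi-likelihood test. S100a6, a calcium-binding protein of proliferating cells (ENSMUSG00000001025, chromosome 3 of GRCm38, 90612882 to 90624181), stood at 3992 ± 526 CPM (SD, n = 4 libraries) with Fos and 1400 ± 242 CPM with the empty vector (n = 4). This gave a log2 fold change of 1.51 (SE 0.19, adjusted p = 2.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lgals3, a galactoside-binding lectin (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160), stood at 1580 ± 667 CPM with Fos against 184 ± 113 CPM (log2 fold change 3.10, SE 0.50). Postn, a matrix protein (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037), fell from 2980 ± 339 CPM to 1082 ± 132 CPM with Fos (log2 fold change -1.46, SE 0.17). Dcn, a proteoglycan that binds collagen (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143), fell from 1449 ± 131 CPM to 319 ± 275 CPM with Cebpa (n = 3). The log2 fold change was -2.18 (SE 0.36, adjusted p = 8.2e-04 from the same edgeR test). With Nfia, the glycolytic genes Aldoa and Ldha had log2 fold changes of 1.57 (SE 0.32) and 1.61 (SE 0.34), Dbi, a carrier of acyl-CoA, 1.41 (SE 0.30) and Ptn -1.08 (SE 0.19).
For Atf4 and Stat1, 914 and 845 genes had an unadjusted p under 0.05 and edgeR's newer quasi-likelihood method called 0 each. By DESeq2, 334 were higher and 320 lower with Atf4 and 312 higher and 251 lower with Stat1. Among the 12 subset lists of Supplementary Data 2, which the study chose, camera passed 3 in these 5 TFs and none of them with an estimated correlation. The Cdk1+ list was higher with Atf4 (adjusted p = 0.0202, and 0.155 with an estimated correlation), the CD34+Ackr3+ list lower with Cebpa (adjusted p = 0.0259, and 0.289) and the mFRC list higher with Cebpa (adjusted p = 0.0496, and 0.170). For the Cxcl9+ FRC list the adjusted p was 0.367 with Atf4, 0.547 with Cebpa, 0.904 with Fos, 0.471 with Nfia and 0.904 with Stat1, all by camera.
Fabp4 fell with Fos from 700 counts to 3 (ratio of CPM 0.00365, 95% counting interval 7.5e-04 to 0.0107), but 690 of the 700 came from empty vector replicate 3. The 2 genes lower with Fos became 1 without Fos replicate 1, 2 or 3 or empty vector replicate 3 and 4 without empty vector replicate 2. In contrast, S100a6, Lgals3 and Postn passed in each of the 8 fits. The 3 genes higher with Nfia became 0 without Nfia replicate 2, 3 or 4 or empty vector replicate 1 and 1 without empty vector replicate 2 or 4. Over these 8 fits the log2 fold change stayed at 1.39 to 1.76 for Ldha, 1.33 to 2.12 for Aldoa and 1.25 to 1.62 for Dbi. Ptn was not called without Nfia replicate 3 (log2 fold change -1.04), and the 1 gene lower with Nfia became 2 without empty vector replicate 3. Dcn was not called without Cebpa replicate 1 (-1.98) or 3 (-1.77), and 1 gene was higher with Cebpa without empty vector replicate 3 or 4.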

While the utilized C3H10T1/2 cell line is pre-disposed towards an adipogenic, osteogenic, myogenic or chondrogenic differentiation^58^, we did observe that overexpression of TFs from the IRF family induced a fibroblastic phenotype, likely due to the embryonic origin and thus multi-potency of the utilized MSCs^59^. In general, IFN signaling plays an important role in fibroblasts and Irf expression has been observed in stroma of multiple organs^24,60^. Particularly striking was the observation that *Irf3* and to a lesser extend *Irf1* drove the in vitro differentiation of cells towards a molecular phenotype that resembles Cxcl9^+^ FRCs, while *Irf2* did not appear to support this specific molecular phenotype. 

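Lpl, Dcn and Rnase4 were lower and Sdc2, Acta2 and Tmsb4x higher with Irf1 than with Irf2, among 10 genes lower and 3 higher in that direct comparison. Dcn, the collagen-binding proteoglycan, stood at 658 ± 157 CPM (SD, n = 4 libraries) with Irf1 and 3846 ± 1008 CPM with Irf2 (n = 4). Their log2 difference was -2.55 (SE 0.33, adjusted p = 3.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lpl, a lipase that releases fatty acids from lipoproteins, stood at 0.922 ± 1.49 CPM with Irf1 and 415 ± 218 CPM with Irf2, a log2 difference of -8.82 (SE 1.34). B2m was 1.14 log2 units higher with Irf3 than with Irf2 (SE 0.19, adjusted p = 9.8e-04 from the same edgeR test), with 2847 ± 447 CPM in the Irf2 libraries. Sdc2, a heparan sulfate proteoglycan, was 2.86 units higher (SE 0.58). Dcn was the 1 gene lower with Irf3 than with Irf2, with a log2 difference of -1.86 (SE 0.32).
On the Cxcl9+ FRC list, members were on average 2.25 log2 units higher with Irf3 than with Irf2 (adjusted p = 1.1e-17 by camera, 2.4e-05 with an estimated correlation). Between Irf1 and Irf2 the mean difference of the list was 0.40 (adjusted p = 0.753 by camera, and 0.844 with an estimated correlation). Interferon-inducible GTPases were 2.06 units higher with Irf1 than with Irf2 (adjusted p = 2.3e-04 by camera, and 0.0101 with an estimated correlation), type I interferon-stimulated genes 0.85 units (adjusted p = 0.0101, and 0.157 with an estimated correlation) and MHC class I antigen presentation genes 0.43 units (adjusted p = 0.517, and 0.671).
Without Irf1 replicate 1 or 2 the Irf1 minus Irf2 difference of the Cxcl9+ list changed direction (adjusted p = 0.621 and 0.728 by camera). The 3 genes higher with Irf1 than with Irf2 became 5 without Irf1 replicate 3 and the 10 lower became 5 without Irf1 replicate 4. Against Irf2, the 2 genes higher with Irf3 became 1 without Irf2 replicate 3 or 4 and 0 without Irf3 replicate 4, which also left 0 lower.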

Within LNs, expression of *Cxcl9* by Cxcl9^+^ FRCs is critically required to establish the chemotactic driving forces that enable the initial detection of pathogenic incursions^20^. The distinct positioning of the proportionally small cellular compartment of Cxcl9^+^ FRCs in close proximity to lymphatic entry points enables rapid detection of tissue-originated pathogenic incursions, and subsequently accumulation of memory CD8^+^ T cells^12,20^. Importantly, Cxcl9^+^ FRCs are conserved across different LNs draining distinct tissues^11,12^. *Irf3* overexpression established robust upregulation of various interferon response genes, in line with the upregulation of *Stat1*, but did not result in an elevated expression of *Cxcl9*, a process which could rely either on additional stimulators such as IFNβ or the requirement for combinatorial TF expression^61,62^. 

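Stat1, which encodes a transcription factor downstream of interferon receptors (ENSMUSG00000026104, chromosome 1 of GRCm38, 52119440 to 52161865), stood at 235 ± 162 CPM (SD, n = 4 libraries) with Irf3 and 34.6 ± 24.6 CPM with the empty vector (n = 4). All 4 Irf3 libraries lay above all 4 empty vector libraries. The log2 fold change was 2.76 (SE 1.36, adjusted p = 0.635 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the test. With Irf1 overexpression, Stat1 stood at 117 ± 51.5 CPM (log2 fold change 1.75), and in the libraries of the Stat1 construct at 32.0 ± 22.6 CPM. Cxcl9, the CXCR3 ligand that names the subset (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079), had no count in any Irf3 library, at 3419867 to 4161914 counts per library. Its only counts, 114 or 36.0 CPM, were in empty vector replicate 3, and the other 38 libraries held 0. Cxcl10, another CXCR3 ligand next to Cxcl9 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889), had 91 counts (29.2 CPM) in Irf3 replicate 2 and 528 counts (153 CPM) in Irf3 replicate 4 and none in the other 37 libraries. It was thus at least 170-fold higher than with the empty vector, measured against 3 counts over the group. This bound covers counting error only and rests mostly on Irf3 replicate 4. Cxcl10 did not pass edgeR's quasi-likelihood test (adjusted p = 0.598), and DESeq2 called it higher. Among interferon response genes named in Fig. 6D, Ifi27l2a, which encodes a mitochondrial membrane protein, stood at 1019.5 ± 492 CPM with Irf3 and 41.9 CPM with the empty vector (log2 fold change 4.6). Usp18, which removes Isg15 from proteins, had a log2 fold change of 5.83 and Rtp4, an inducible receptor transporter, of 4.55. These 3 did not pass edgeR's test, and its newer quasi-likelihood method called them higher. The 39 genes labelled there were chosen by the study as changed in these same libraries, so their shared direction is no independent test. All 36 that could be tested had a positive log2 fold change with Irf3 and 33 had their highest group mean in Irf3. Over all genes 3 of them, Ifit3, Ly6a and Ifitm3, rose in edgeR's test. An unadjusted p under 0.05 was reached by 21, edgeR's newer quasi-likelihood method called 14 and DESeq2 12.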

Surprisingly, the Cxcl9^+^ FRCs could neither be annotated to the CD34^+^ SC nor the FRC developmental trajectories and showed varying expression for *Ccl19*, *Ly6c1,* and *Bst1*, indicating that Cxcl9^+^ FRCs are still heterogeneous themselves.

The scRNA-seq analysis of the non-endothelial SC compartment in LNs of Irf3^−/−^ mice revealed that Irf3 is not essentially required for the development and phenotype of Cxcl9^+^ FRCs as only a slightly reduced proportion of Cxcl9^+^ FRCs was observed in Irf3^−/−^ mice when compared to WT controls. This observation indicated that other developmental mediators can compensate for *Irf3* deficiency. Instead, it turned out that Irf3 acts more broadly since its deficiency resulted in a compositional shift across all SC subsets under steady-state conditions assessed in the present study. This finding together with the previously made observation that *Irf3* is constitutively expressed in LNSCs^24,41^ suggests that *Irf3* has multiple functional roles in various non-endothelial SC subsets, and that basal *Irf3* expression levels are likely important for the maintenance of the Ccl19^+^ FRC compartment under steady-state conditions. Yet, it is also conceivable that upon viral infection Cxcl9^+^ FRCs represent LNSCs that can acquire anti-viral properties, which was simulated by *Irf3* and *Irf1* overexpression in the MSC cell line. Under inflammatory conditions, high levels of IFN could then amplify the Cxcl9^+^ FRC molecular phenotype via enhanced *Irf3* expression. While the increase of Cxcl9^+^ FRCs upon viral infection is well documented^20,63^, it remains unclear if Cxcl9^+^ FRCs represent a unique subset that is rapidly expanded upon infection or a transient state which Ccl19^+^ FRCs can enter during inflammatory immune responses. Furthermore, the impact of *Irf3* deficiency on the FRC compartment under inflammatory conditions needs to be determined. It is noteworthy that *Irf2* overexpression did not induce the Cxcl9^+^ FRC molecular phenotype, likely because Irf2 mostly confers anti-inflammatory effects and functions as a repressor of Irf1-mediated signaling^64,65^. Hence, it will be critical to investigate the effect of individual members of the IRF family and their combinatorial effects in more detail in future studies, particularly during inflammation and infection.

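Irf2 overexpression lowered 1 gene, Sdc2, and raised none in edgeR's quasi-likelihood test against the empty vector. Sdc2, a cell-surface heparan sulfate proteoglycan (ENSMUSG00000022261, chromosome 15 of GRCm38, 32920723 to 33034935), fell from 406 ± 96.5 CPM (SD, n = 4 libraries) to 49.6 ± 40.1 CPM (n = 4). It had a log2 fold change of -3.03 (SE 0.58, adjusted p = 0.0106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ifit3 had a log2 fold change of 4.86 (SE 1.3, adjusted p = 0.503 from the same edgeR test), and DESeq2 called it higher. Gbp3 was at least 146-fold higher than with the empty vector, measured against 3 counts over the group, a bound that covers counting error only. It did not pass edgeR's test or its newer quasi-likelihood method, and DESeq2 called it higher. B2m, part of MHC class I, and Ly6a, a surface marker of mesenchymal cells, had log2 fold changes of 0.30 and 0.44. Over all genes, 900 had an unadjusted p under 0.05 with Irf2, edgeR's newer quasi-likelihood method called 4 higher and DESeq2 315.
Of the 85 tested members of the Cxcl9+ FRC list, chosen by the study on lymph node cells, 53 had a positive log2 fold change with Irf2, with a median of 0.53 (0.49 with genes at 0 in one group set to their bound). No member rose over all genes in edgeR's test, 19 had an unadjusted p under 0.05, and 2 rose when adjusted over the list alone. In comparison, edgeR's newer quasi-likelihood method called 1 and DESeq2 9 higher. As a set, the list was higher with Irf2 at an adjusted p of 0.0188 by camera, 0.289 with an estimated correlation and 0.113 by fry. In 7 members every Irf2 library lay above every empty vector library, where chance gives 2.86% of genes over both directions.
The list had an adjusted p of 0.0567 by camera without Irf2 replicate 1. Sdc2 was not called without Irf2 replicate 1 (log2 fold change -3.0), 3 (-2.75) or 4 (-2.84) or empty vector replicate 3 (-2.90), which left 0 genes lower. There was 1 gene higher without empty vector replicate 1.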

We anticipate that future spatial- and subset-specific transcriptional and epigenomic profiling applied to non-endothelial SCs will further identify defining features of the immunomodulatory potential of the heterogeneous non-endothelial SCs of mLNs. The transcriptomic analysis of the postnatally developing mLN together with the epigenomic profiling across skin- and gut-draining LNs summarized in the present study can function as a valuable resource to further dissect LNSC expansion and immune modulation, and paving the way to identify targets to tissue-specifically modulate immune responses by leveraging the embedded SC immune memory and unique functional properties.

## Methods

### Mice

CD90.1 (BALB/c), Foxp3^hCD2^ (C57BL/6J), and Irf3^−/−^ (C57BL/6J)^66^ mice were bred and kept under SPF conditions in isolated ventilated cages at the Helmholtz Centre for Infection Research (Braunschweig, Germany). GF mice (BALB/c) were generated at Hannover Medical School (Hannover, Germany) by cesarean section and maintained either in plastic film isolators or in static micro-isolators at Hannover Medical School or the Helmholtz Centre for Infection Research (Braunschweig, Germany). If not stated otherwise, female mice of defined ages were used. In all experiments, age- and gender-matched mice were used. All mice were housed and handled in accordance with good animal practice as defined by FELASA and the national animal welfare body GV-SOLAS, and water and food were supplied ad libitum.

### Antibodies

Fluorochrom-conjugated anti-CD11b (clone M1/70, AF700, eBioscience Cat. #56-0112-82, 1:800), anti-CD24 (clone M1/69, APC, BioLegend Cat. #101814, 1:800), anti-CD31 (clone 390, PE-Cy7, BioLegend Cat. #102418, 1:1000), anti-CD45 (clone 30-F11, APC, BioLegend Cat. #103112, 1:400), anti-CD45 (clone 30-F11, HV510, BD Cat. #561487, 1:400), anti-Pdpn (clone 8.1.1, PE, BioLegend Cat. #127408, 1:1000), anti-Ly6G (clone 1A8, PE-Cy7, BD Cat. #560601, 1:1000), and Ter119 (clone Ly-76, APC, Biolegend Cat. #116212, 1:500) were utilized in this study. For FcγR blocking, anti-CD16/CD32 (clone 2.4G2, BioXcell, Cat. #BE0008, 1:100) was used.

### RNAscope FISH

Triple hybridizations were carried out using the RNAscope Multiplex Fluorescent Detection Kit v2 (Advanced Cell Diagnostics, Cat. #320871 #300041 #323100 #310023 #310018) in combination with the corresponding 4-Plex Ancillary Kit (Advanced Cell Diagnostics, Cat #323120 #321831). The following target probes were used: Mm-Cdk1 (Cat. #476081, targeting bp 58-1159), Mm-Cxcl13 (Cat. #406311-C2, targeting bp 2-1143), Mm-Ccl19 (Cat. #432881-C2, targeting bp 5-712), Mm-CD34 (Cat. #319161-C3, targeting bp 383-1590) and Mm-CD31(Pecam1) (Cat. #316721-C4, targeting bp 915-1827). Sample preparation and stainings were carried out according to manufacturer’s instructions. In brief, mLNs from 0-1d old SPF-housed mice were dissected and fixed in 10% neutrally buffered formaldehyde for 16–32 h at RT, washed with 1x PBS (Gibco, Cat. #14190169), and dehydrated in a series of ethanol and xylene submersions before embedding in paraffin (Merck, Cat. #76242). Formalin-fixed paraffin-embedded (FFPE) tissue blocks were stored at 4 °C. Sliced 3 µm tissue sections were continuously stored at 4 °C until RNAscope stainings were performed. FFPE sections were baked at 60 °C for 1 h, before being deparaffinized and dehydrated. Tissue sections were incubated with hydrogen peroxide for 10 min at RT before target retrieval was carried out in a steamer (Braun, Type 3216) for 15 min at >98 °C. Protease treatment was performed with Protease Plus (Advanced Cell Diagnostics, Cat. #322380) for 20 min in a humidified hybridization chamber at 40 °C. Subsequently, probes were allowed to hybridize to their targets for 2 h at 40 °C in the hybridization chamber. During the following horse radish peroxidase (HRP) based amplification process, the tyramide signal amplification (TSA)-conjugated fluorophores Opal520, Opal570, and Opal650 (Perkin Elmer, Cat. #NEL80001KT) were used to visualize target probes. Tissue sections were counter-stained with DAPI (Merck, Cat. #D9542) and mounted with ProLong Gold Antifade Mountant (Thermo Fisher Scientific, Cat. #P10144). Sections incubated with negative control probes (DapB) were stained in parallel and a mix of positive control probes (POLR2A, PPIB, UBC, Hprt) was utilized to confirm RNA integrity in each assessed tissue block. Images were acquired with an Olympus VS120 slide scanner fluorescence microscope using the VS-ASW-FL software (versions 2.9 and 2.92, Olympus). Z-stacks were acquired at ×40 or ×20 magnification and extended focus imaging (EFI) was done at ×20 magnification.

### Stromal cell isolation and flow cytometric analysis

For SC isolation, skin-draining pLNs (inguinal and axillary) or mLNs (small intestinal and colon/cecum-draining) were resected and digested in RPMI 1640 medium (Gibco, Cat. #72400021) containing 0.2 mg/ml collagenase P (Roche, Cat. #11213865001), 0.15 U/ml dispase (Roche, Cat. #4942078001) and 0.2 mg/ml DNase I (Roche, Cat. #4536282001) as described previously^67^. After digestion, cells were kept at 4 °C in PBS containing 0.2% BSA (Merck, Cat. #A2058) and 5 mM EDTA (Roth, Cat. #8043.1). CD45^-^ cells were enriched by autoMACS separation after magnetic labeling of CD45^+^ cells using anti-CD45-APC followed by anti-APC microbeads (Miltenyi Biotec, Cat. #130-090-855) or anti-CD45 Nanobeads (Biolegend, Cat. #480028). Subsequently, a small aliquot of the CD45^-^ fraction was taken for quantification of the absolute cell number (MACSQuant) and the remaining cells were stained using fluorochrome-coupled antibodies. Stained cells were either used for flow cytometric analysis (Fortessa) or to sort CD45^-^CD24^-^CD31^-^Pdpn^+^ non-endothelial SCs (Aria II, 100 μm nozzle) for RNA-seq and ATAC-seq, CD45^-^CD31^-^Ter119^-^Pdpn^+^ non-endothelial SCs (Aria II, 100 μm nozzle) for WGBS, and CD45^-^CD24^-^ non-hematopoietic cells (Aria II SORP and Aria III, 70 μm nozzle) for scRNA-seq.

### Neutrophil flow cytometric analysis

For neutrophil staining, skin-draining pLNs (inguinal and axilliary) or mLNs (small intestinal and colon/caecum draining) were isolated. Resected LNs were gently meshed through a 30 µm strainer to create single-cell suspensions. Cells were washed once with PBS containing 0.2% BSA and samples were treated with FcγR block before staining with anti-CD45, anti-CD11b, and anti-Ly6G fluorochrome-coupled antibodies. After staining, cells were resuspended in PBS containing 0.2% BSA before Precision Count Beads (BioLegend) were added to the samples according to manufacturer’s instructions. Flow cytometry analysis was carried out using a FACSymphony A5 flow cytometer and the FlowJo software (version 10.8.1; BD Biosciences) to obtain neutrophil count and frequency.

### Transfection and lentiviral packing

Reverse lentiviral transfection was performed using Lipofectamine 2000 (Thermo Fisher, Cat. #11668027) following the manufacturer’s instruction. TF-bearing lentiviral vectors^49^ and lentiviral packaging plasmids pRSV-Rev (addgeneID 12253), pMDLg/pRRE (addgeneID 12251) and pCMV-VSV-G (addgeneID 8454) were supplemented at the ratio 1:1:1:1 and incubated for 30 min at the room temperature. Prior to transfection, HEK 293T cells (ATCC Cat. No. SD-3515) were washed with PBS (Thermo Fisher, Cat. #14190169) and dissociated using 0.25% Trypsin-EDTA (Life Technologies, Cat. #25200056). Cells were resuspended in DMEM (Gibco, 41966029) 10% FBS (Gibco, Cat. #10270106) and 1% penicillin-streptomycin (Life Technologies, Cat. #15140-122) and seeded in individual wells at confluence of 95% with the transfection mix. 12 h post-transfection, fresh medium was added to attached cells and the virus-containing supernatant collected after 48 h, dead cells removed by centrifuging at 300 × *g* for 10 min and supernatant stored at −80 °C for up to 6 months.

### Lentiviral transduction

Murine C3H10T1/2 cells (ATCC Cat. No. CCL-226) were seeded 12 h prior to transduction at confluence of 10-20%. Transfection lentivirus-containing supernatant was mixed at 1:1 ratio with fresh medium and 10 µl/ml polybrene (Sigma, Cat. #TR-1003-G) and added to the plated adherent C3H10T1/2 cells. Cells were then centrifuged at 1300 g for 30 min at 37 °C, incubated with the respective lentivirus for 24 h and fresh medium was added after 24 h. After 48 h, transduced cells were selected using 2 µl/ml of puromycin (Thermo Fisher, Cat. #A1113803) for 72 h. Subsequent to puromycin selection, medium was replaced and puromycin-resistant cells permitted to recover for 48 h. Then, medium containing 2 µl/ml doxycycline was added (Sigma, Cat. #D9891-1G) to induce TF expression. Medium with doxycycline was replenished every 48 h and doxocycline treatment maintained for 12 days. Direct-zol RNA kit (Zymo Research, Cat. #R2052) was used to extract RNA according to the manufacturer’s instruction.

### Library preparation WGBS

Genomic DNA was isolated from purified CD45^-^CD31^-^Ter119^-^Pdpn^+^ non-endothelial SCs using the AllPrep DNA/RNA Micro Kit (Qiagen, Cat. #80284) according to the manufacturer’s instructions. Concentration and quality of the purified genomic DNA (gDNA) were determined by using NanoDrop (Thermo Fisher Scientific). Fragmentation of gDNA was carried out via Covaris S2 (Covaris), at duty cycle 10%, intensity 4 and 200 cycles per burst during 80 s, to obtain fragments with an average length of 300 bp. The size of the fragments was verified with Agilent Technologies 2100 Bioanalyzer. DNA sequencing libraries were generated from fragmented gDNA using the TruSeq DNA Sample Prep Kit v2 (Illumina, Cat. #15026486) according to the manufacturer’s instructions and extending the workflow by adding one additional step: Subsequent to ligation of the adapter molecules to the DNA fragments, the sample was subjected to bisulfite conversion reaction using the EZ DNA Methylation Kit (Zymo Research, Cat. #D5001). The protocol for the True Seq DNA generation was then followed. The bisulfite-converted library was amplified by performing a PCR reaction (10 cycles, 98 °C for 10 s, 63 °C for 30 s, 72 °C for 1 min) including the TruSeq primer mix and the KAPA Hifi Uracil+ Poly-merase Master Mix (Kapa Biosystems, Cat. #KK2801). The PCR product was purified and size controlled by Agilent Technologies 2100 Bioanalyzer (High Sensitivity DNA Chip). The libraries were sequenced on an Illumina HiSeq2500 sequencer using the TruSeq SBS Kit v3-HS (200 cycles, paired-end run) with an average of 2*10^8^ reads per sample. The WGBS raw and processed data have been deposited in the NCBI GEO database under accession code GSE172526.

### Library preparation ATAC-seq

CD45^-^CD24^-^CD31^-^Pdpn^+^ non-endothelial SCs were sorted by FACS into PBS containing 0.2% BSA. Cells were washed once with PBS before DNA transposition was performed with the Nextera DNA Library Prep Kit (Illumina, Cat. #FC-121-1031). Per sample, 25 µl TD, 2.5 µl TDE1 and 22 µl nuclease-free water were combined and placed at 37 °C for 3 min before 0.5 µl of 1% Digitonin (Promega, Cat. #G9441) was added to the master mix. Samples were resuspended in the transposition reaction mix and incubated for 30 min at 37 °C at 300 rpm. After transposition, DNA was purified with the MinElute PCR Purification kit (Qiagen, Cat. #28006) according to manufacturer’s instructions and eluted in 50 µl nuclease-free water. Transposed DNA fragments were pre-amplified using 10 μl transposed DNA, 10 μl nuclease-free water, 2.5 μl 25 μM custom Nextera PCR primer 1, 2.5 μl 25 μM custom Nextera PCR primer 2, 25 μl NEBNext High-Fidelity 2x PCR Master Mix (New England BioLabs, Cat. #M0541L) per reaction and amplified via a 6-cycle PCR program (1 cycle of 72 °C for 5 min, 98 °C for 30 s; 5 cycles of 98 °C for 10 s, 63 °C for 30 s, 72 °C for 1 min). The forward primer was identical for all samples 5′-AATGATACG GCGACCACCGA GATCTACACTC GTCGGCAGCGT CAGATGTG-3′, whereas the reverse primer contained distinct barcodes (example underlined) used for demultiplexing 5′-CAAGCAGAAGA CGGCATACGAG AT*TCGCCTTA* GTCTCGTGGGC TCGGAGATGT-3′^68^. The appropriate amount of further amplification cycles was determined by qPCR using 5 µl of the pre-amplified product. Final amplification was carried out with 45 μl of previously PCR amplified DNA, 39.7 μl nuclease-free water, 2.25 μl 25 μM customized Nextera PCR primer 1, 2.25 μl 25 μM customized Nextera PCR Primer 2, 0.81 μl 100x SYBR Green I and 45 μl NEBNext High-Fidelity 2x PCR Master Mix with the PCR program of 1 cycle of 98 °C for 30 s; 8–10 cycles (depending on qPCR results) of 98 °C for 10 s, 63 °C for 30 s, 72 °C for 1 min. PCR purification was carried out using the MinElute PCR Purification kit. Finally, size selection was performed with SPRIselect beads (Beckmann-Coulter, Cat. #B23317) with 1.2x for left-side and 0.55x for right-side selection according to manufacturer’s instructions. DNA quality, content, and fragment size was assessed with Agilent Technologies 2100 Bioanalyzer profiles and Qubit measurements. Libraries were sequenced on an Illumina NovaSeq6000 sequencer using 50 bp single-end reads with an average of ca. 3*10^7^ reads per sample, and quality of sequenced libraries was verified with *FastQC*. The ATAC-seq raw and processed data have been deposited in the NCBI GEO database under accession code GSE172526.

### Library preparation RNA-seq

Total RNA was extracted from FACS-sorted CD45^-^CD24^-^CD31^-^Pdpn^+^ non-endothelial SCs using the RNeasy Plus Micro Kit (Qiagen, Cat. #74034). cDNA was synthesized and amplified using template switching technology of the SMART-Seq v4 Ultra Low Input RNA Kit (Clontech Laboratories, Cat. #R400752), followed by purification using the Agencourt AMPure XP Kit (Beckman Coulter, Cat. #A63880). Library preparation was performed with Nextera XT DNA Library Prep Kit (Illumina). The Agilent Technologies 2100 Bioanalyzer was used to control quality and integrity of nucleic acids after each step. Deep sequencing was carried out on an Illumina HiSeq2500 sequencer using 50 bp single reads. Sequenced libraries were assessed for read quality using the FastQC tool. The RNA-seq raw and processed data have been deposited in the NCBI GEO database under accession code GSE172526.

### Library preparation scRNA-seq

Single CD45^-^CD24^-^ cells were sorted by FACS ARIA III (BD) and collected in PBS containing 0.04% w/v BSA at a density of 400 cells/μl. Chromium™ Controller was used for partitioning single cells into nanoliter-scale Gel Bead-In-EMulsions (GEMs) and Single Cell 3’ reagent kit v2 for reverse transcription, cDNA amplification and library construction (10xGenomics, Cat. #120236). The detailed protocol was provided by 10xGenomics. SimpliAmp Thermal Cycler was used for amplification and incubation steps (Applied Biosystems). Libraries were quantified by Qubit^TM^ 3.0 Fluometer (ThermoFisher) and quality checked using 2100 Bioanalyzer with High Sensitivity DNA kit (Agilent). Sequencing was performed in paired-end mode (2 × 75 cycles) on an Illumina NextSeq 500 sequencer to attain approximately 75,000 ± 25,000 reads per single cell. The scRNA-seq raw and processed data have been deposited in the NCBI GEO database under accession code GSE172526 and GSE106489 for D56 mLN-SPF^11^.

### Library preparation BRB-seq

3’end bulk mRNA cDNA library preparation and sequencing was performed following the BRB-seq strategy as previously described^52^. In brief, 20 ng of total RNA isolated from TF overexpression groups and corresponding controls were reverse transcribed using SuperScriptTM II Reverse Transcriptase (Lifetech, Cat. Cat. #18064014) with individual barcoded oligo-dT primers, featuring a 12-nt-long sample barcode (IDT). Double-stranded cDNA was generated by second strand synthesis via the nick translation method. To that end, a mix containing 2 μl of RNAse H (NEB, Cat. #M0297S), 1 μl of *E. coli* DNA ligase (NEB, Cat. #M0205 L), 5 μl of *E. coli* DNA Polymerase (NEB, Cat. #M0209 L), 1 μl of 10 mM dNTP (Thermo Fisher Scientific, Cat. #0181), 10 μl of 5x Second Strand Buffer (100 mM Tris, pH 6.9, [AppliChem, Cat. #A3452], 25 mM MgCl_2_ [Sigma, Cat. #M2670], 450 mM KCl [AppliChem, Cat. #A293], 0.8 mM β-NAD [Sigma, Cat. N1511], 60 mM (NH_4_)_2_SO_4_ [Fisher Scientific, Cat. #AC20587]), and 11 μl of water was added to 20 μl of ExoI-treated first-strand reaction on ice. The reaction was incubated at 16 °C for 2.5 h. Full-length double-stranded cDNA was purified with 30 μl (0.6x) of AMPure XP magnetic beads (Beckman Coulter, Cat. #A63881) and eluted in 20 μl of water. cDNA concentration was measured using Qubit, and cDNA quality was assessed using a Fragment Analyzer (Agilent). cDNA was tagmented with in-house Tn5^69^, and libraries were purified using AMPure XP magnetic beads (0.6X). The resulting libraries were profiled with a High Sensitivity NGS Fragment Analysis Kit (Advanced Analytical, Cat. #DNF-474) and measured with the Qubit dsDNA HS Assay Kit (Invitrogen, Cat. #Q32851) prior to pooling and sequencing on an Illumina NextSeq 500 sequencer utilizing a BRB-seq custom primer and the High Output v2 kit (75 cycles) (Illumina, Cat. #FC-404-2005). The sequencing configuration is as follows: Read1 21cycles / index i7 8cycles / Read2 55c. The BRB-seq raw and processed data have been deposited in the NCBI GEO database under accession code GSE172526.

### WGBS analysis

The sequenced 2 × 100 bp paired-end libraries were assessed for sufficient sequencing quality and potential adapter contamination using the programs *FastQC* (Babraham Bioinformatics, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), *trim_galore* (version 0.6.5; Babraham Bioinformatics, https://www.bioinformatics.ac.uk/projects/trim_galore/) and *cutadapt*^70^. Quality-controlled libraries have been mapped against the mouse reference genome (assembly GRCm38) using the bisulfite short read mapping software *BSMAP*^71^. Only uniquely, properly paired reads (*methratio.py* parameters: --unique, --paired, --remove-duplicate) were used to detect CpG methylation levels and coverage. CpG motifs with a minimum coverage of five mapped reads in at least two replicates of one condition served as input for methylation level smoothing and detection of DMRs using the Bioconductor package *bsseq* (version 1.16)^72^. Regions were classified as differentially methylated between two condictions if they (1) contain at least three CpG motifs with (2) a maximal distance of 300 bases, (3) a mean methylation difference of at least 0.25, and (4) all CpGs in the region have an associated t-statistic (*bsseq* function *Bsmooth.tstat*) beyond a [low,high] cutoff with low = 0.01 and high = 0.99 (parameter q = (low,high) of *bsseq* function *dmrFinder*).

### ATAC-seq analysis

Sequencing reads were mapped to mouse genome (mm10) using *STAR* (version 2.5.3a)^73^ with parameters *--runMode alignReads --outSAMtype BAM SortedByCoordinate --outFilterMultimapNmax 1* (assembly: GRCm38). Duplicates were removed using *picard MarkDuplicates* (https://broadinstitute.github.io/picard/). Peaks were called on de-duplicated bam-files using *macs2 callpeak* with the parameters *--broad -g mm -q 0.05* for each replicate^74^. Heatmaps of fragment distribution around the transcriptional start site were computed using *computeMatrix* with the *reference-point -a 3000 -b 3000* and plotted using *plotHeatmap*. Peak track per replicate were merged into one merged peak track together with 68 ENCODE-deposited ATAC-seq datasets for various mouse tissues^39^. The merged peak track of both the FACS-sorted CD45^-^CD24^-^CD31^-^Pdpn^+^ non-endothelial SC and the 68 ENCODE datasets was used to obtain counts for each region across all datasets. Normalization across all datasets was implemented via variance stabilization (DEseq2) together with quantile normalization. Correlation coefficients were computed via Pearson correlation, and the normalized data subjected to Euclidian clustering.

For all other analyses in the study, the regions identified via *macs2* (version 2.2.6) for each of the CD45^-^CD24^-^CD31^-^ Pdpn^+^ non-endothelial SC replicates were merged across all replicates into one set of regions, by combining peaks overlapping with at least one base-pair and removing peaks that overlapped with blacklisted regions^75^. Differential accessibility of raw ATAC-seq counts for each region/peak across all replicates of all samples were normalized across replicates with size factors computed with *DESeq2* (version 1.22)^76^. Pairwise comparisons were performed with *DESeq2* and DARs were called with an FDR adjusted *p*-value of less than 0.05 and a fold change (FC) of at least 2. Genomic features were identified via *getAnnotation* from *ChIPpeakANNO* (version 3.6.5)^77^. The cumulative FC of all DARs for one respective gene is represented as the mean of all the FC of all respective DARs. Transcription factor motif enrichment was computed using *homer* (version 4.9)^78^. Graphics were generated in R using *pheatmap* and *ggplot2*. Genomic tracks were visualized using IGV browser.

### RNA-seq analysis

Libraries were aligned versus the mouse reference genome assembly GRCm38 using the splice junction mapper Tophat2 v1.2.0 with default parameterization^79^. Reads aligned to annotated genes were quantified with the HTSeq (version 0.12.4)^80^ and determined read counts served as input to DESeq2^76^ for pairwise detection and quantification of differential gene expression. RPKM (reads per kilobase of exon length per million mapped reads) values were computed for each library from the raw read counts. For scatterplots and heatmaps only genes with an annotated official *Gene Symbol* were included. Gene ontology (GO) analyses were performed using the R package *TopGo* (version 2.12)^81^. The R packages *pheatmap* and *ggplot2* were used to generate heatmaps or scatterplots, respectively.

### scRNA-seq analysis

For the mLN ontogeny dataset, data were processed using Cell Ranger software (version 2.0.0) Count matrices were further processed with Seurat (version 2.3.3). All cells received an identifier which was used as common meta-data throughout the analysis including differentiation trajectories and dynamic gene regulatory networks (see below).

All cells with less than 1000 or more than 4600 detected genes per cell were filtered out. Moreover, cells with more than 4.5% reads mapping to mitochondrial genes were removed yielding 15,659 cells passing QC. After filtering, data were default normalized and the 2000 most variable genes identified. The expression levels of these genes were scaled before performing PCA. The following covariates were regressed out: number of UMIs, percent of mitochondrial reads, percent of ribosomal reads and scores for the proliferation S.Score and G2M.Score computed with *CellCycleScoring()*. t-SNE dimensionality reduction was performed using the first 12 dimensions of the PCA and resolution set to 1.1. Only clusters (non-endothelial SC) with normalized expression for *Pecam* < 1 were used for the further analysis amounting to 9323 cells which were re-embedded as described above (resolution = 1.0). The perivascular mesenchymal cell (PvMC) cluster and clusters classified as adjacent cells were excluded and the remainder cells, numbering 5658 mesenchymal cells were re-embedded as described above (resolution = 1.0). It should be noted that metabolically active FRC cluster cells express higher levels of ribosomal protein reads, while overall containing generally fewer reads when compared to all other subsets. For subsetting the Cdk1^+^ subset, 259 cells were re-embedded as described above (resolution = 0.5, dimsuse = 10). GO analysis was performed for differentially upregulated genes per cluster using *TopGO*^81^.

Differentiation trajectories were analyzed using *Monocle* (version 2.18.0)^33^. Unsupervised ordering was performed on the 5658 mesenchymal cells using *Monocle2’s DDRTree* algorithm based on genes with a mean expression >0.1. The trajectory containing all mesenchymal cells, was split based on marker gene expression *Vcam1* and *Cd34* and the annotation of cells belonging to the Cdk1^+(Cxcl13+)^ or Cdk1^+(CD34+)^ subset to distinct terminal branches. Two separate unsupervised orderings were performed as described above and are referred to as CD34^+^ SC or FRC trajectory.

Gene regulatory networks were inferred with the *dynGENIE3* algorithm^48^, where the input expression values were based on ordering the genes according to physiological age per branch for each of the two trajectories being CD34^+^ SC or FRC. The list of candidate TFs was derived from TFBS from ATAC-seq profiling or DMRs within the proximity of transcriptional start sites. For network visualization with Cytoscape (version 3.6.0)^82^, only the Top 500 links ranked by weight assigned by *dynGENIE3* were used. Node centrality and betweenness were calculated with the degree and betweenness functions from the igraph (version 1.2.2) package.

To compare the overlap of the Cxcl9^+^ FRC expression signature with IFN response genes, the overlap of the cZsore of the list of anti-viral IFN stimulated genes of mammalian leucocytes (cZscore ISG3)^53^ was computed across the respective gene expression per cluster. In addition, the overlap of the cZscore of an ISG set from the Interferome database of primary fibroblasts (Interferome 2.0^54^, search criteria: max. 6 h post stimulation with IFNβ, fold change > 2.0; *p*-val < 0.05) was computed across gene expression per cluster.

For the GF vs. SPF dataset, data were processed using Cell Ranger software (version 2.0.0). Count matrices were further processed with Seurat (version 4.0.1). pLN and mLN SPF sample data were previously published^11^ and deposited in the NCBI GEO database under accession code GSE116633. All cells with less than 750 or more than 4000 detected genes per cell were filtered out. Moreover, cells with more than 7% reads mapping to mitochondrial genes were removed yielding 18,045 cells passing QC. After filtering, data were default normalized and the 2000 most variable genes identified. Datasets were integrated and the expression levels of these genes were scaled before performing PCA. The following covariates were regressed out: number of UMIs, number of genes, percent of mitochondrial reads and percent of ribosomal reads. t-SNE dimensionality reduction was performed using the first 17 dimensions of the PCA and resolution set to 0.4. Only non-endothelial SC clusters were used for the further analysis amounting to 14,307 cells, which were re-embedded as described above (dims.use = 20, resolution = 0.8). Again, it should be noted that metabolically active FRC cluster cells express higher levels of ribosomal protein reads, while overall containing generally fewer reads when compared to all other subsets. GO analysis was performed for differentially upregulated genes per cluster using *TopGO*^81^.

For the Irf3^−/−^ dataset, data were processed using Cell Ranger software (version 6.0.0). Count matrices were further processed with Seurat (version 4.0.1). All cells with less than 750 or more than 4500 detected genes per cell were filtered out. Moreover, cells with more than 6% reads mapping to mitochondrial genes were removed yielding 18,048 cells passing QC. After filtering, data were default normalized and the 2000 most variable genes identified. Datasets were integrated and the expression levels of these genes were scaled before performing PCA. The following covariates were regressed out: number of UMIs, number of genes, percent of mitochondrial reads and percent of ribosomal reads. t-SNE dimensionality reduction was performed using the first 30 dimensions of the PCA and resolution set to 0.4. Only non-endothelial SC clusters were used for the further analysis amounting to 11,040 cells, which were re-embedded as described above (dimsuse = 13, resolution = 0.9). GO analysis was performed for differentially upregulated genes per cluster using *TopGO*^81^.

### BRB-seq analysis

After sequencing and standard Illumina library demultiplexing, the fastq-files were aligned to the mouse reference genome mm10 (GRCm38) using STAR (version 2.7.3a), excluding multiple mapped reads. Resulting BAM files were demultiplexed per sample using BRB-seqTools (version 1.4, https://github.com/DeplanckeLab/BRB-seqTools) and read-count matrices generated using HTSeq (version 0.12.4). Raw read counts were converted to transcripts per kilobase of exon per million reads values. Protein-coding genes with at least 5 reads in at least two replicates were included in the analysis. The calculated read counts were further processed with *DESeq2* for quantification of differential gene expression^76^. Genes were considered as differentially expressed at fold change >2.0 and the FDR adjusted *p*-value of <0.05.

### Statistical analysis

For most scripts written in R, we used version 3.4.1. Only for analysis of GF-SPF and Irf3^−/−^ scRNA-seq datasets, R version 4.0.5 was used. For flow cytometry experiments, GraphPad Prism (version 8.0.1) was used for statistical analysis. Each data point represents a single mouse and a two-tailed Mann–Whitney U test was used for the comparison of two groups. Flow cytometry based data is depicted as the mean ± SEM and *p*-values below a threshold of 0.05 were considered significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns = not significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

ATAC-seq, WGBS, RNA-seq, scRNA-seq, and BRB-seq raw and processed data generated in this study have been deposited in the NCBI GEO database under accession code GSE172526. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The code utilized for this study is available at: https://github.com/jpezoldt/LymphNode_StromaCell_Ontogeny.

# Supplementary material for: Postnatal expansion of mesenteric lymph node stromal cells towards reticular and CD34+ stromal cell subsets
**Source:** Nat Commun. 2022 Nov 24;13:7227. doi: 10.1038/s41467-022-34868-4
**Supplement:** Supplementary file 1 — Supplementary Information

Postnatal expansion of mesenteric lymph node stromal cells towards reticular and CD34⁺ stromal cell subsets

Joern Pezoldt^{1,2,#}, Carolin Wiechers^{1,#}, Mangge Zou¹, Maria Litovchenko², Marjan Biocanin², Michael Beckstette^{1,3,4}, Katarzyna Sitnik⁵, Martina Palatella¹, Guido van Mierlo², Wanze Chen², Vincent Gardeux², Stefan Floess¹, Maria Ebel¹, Julie Russeil², Panagiota Arampatzi⁶, Ehsan Vafardanejad⁷, Antoine-Emmanuel Saliba⁷, Bart Deplancke^{2,#}, Jochen Huehn^{1,8*,#}

[#]Equally contributing authors

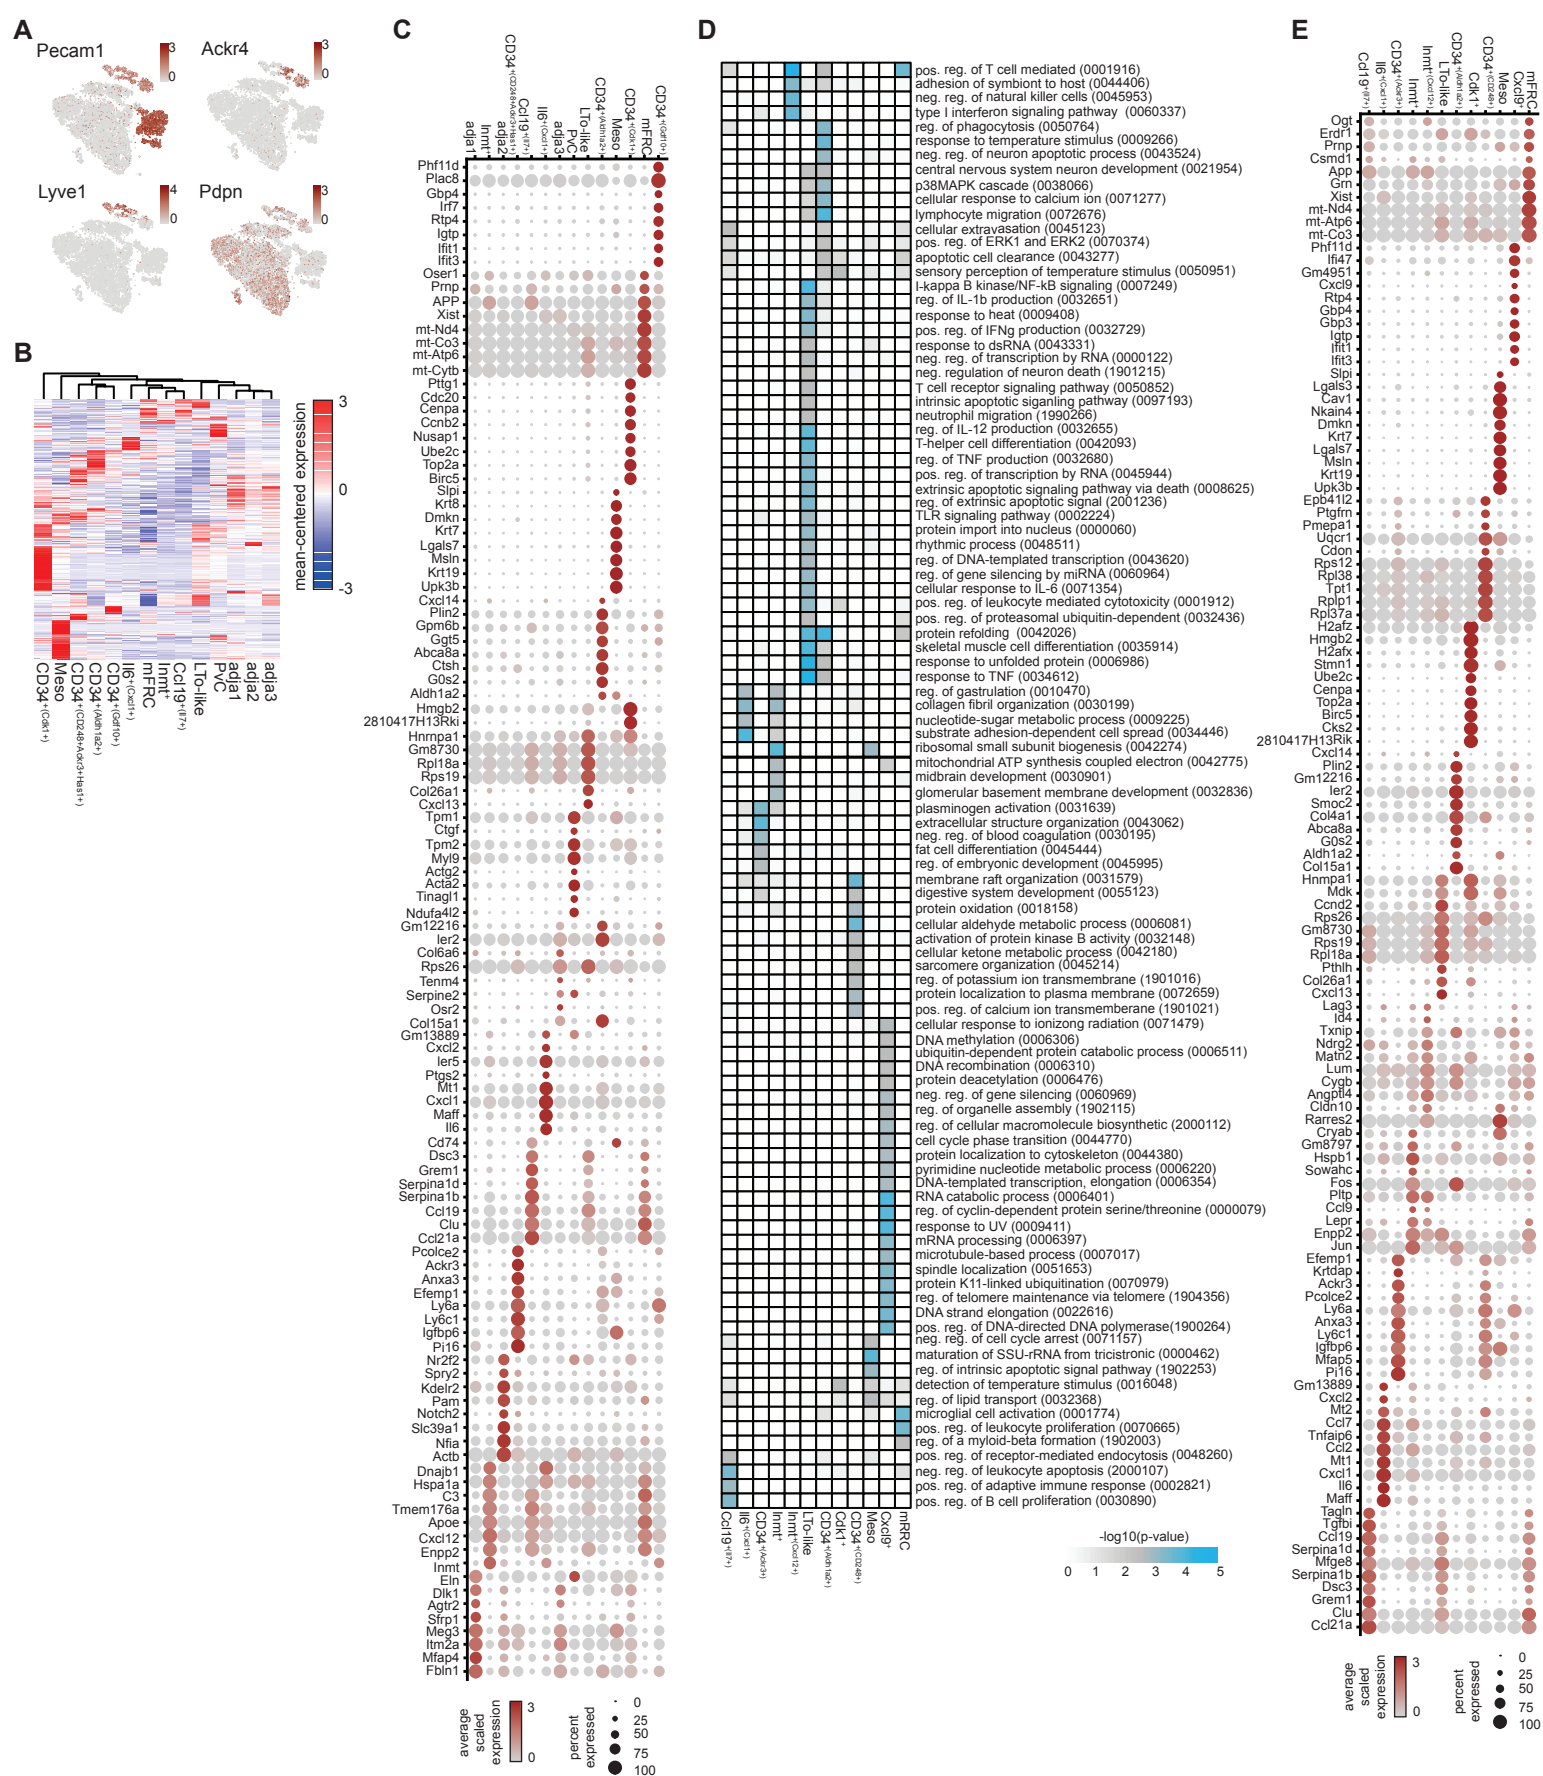

Supplementary Figure 1: The LNSC compartment can be dissected into distinct cellular subsets using scRNA-seq. Related to Figure 1. CD45⁺CD24⁻ cells were isolated from mLNs of day 0, 10, 24, 56 and 300 old SPF-housed mice and subjected to scRNA-seq. **(A)** t-SNE plot of merged 15,925 endothelial and non-endothelial mLN SCs. Expression of indicated genes is superimposed on the t-SNE map. **(B)** Heatmap of the top 40 DEGs across all non-endothelial SC subsets including PVC and adjacent tissue cell subsets (adja). **(C)** Expression dot plot of top 8 DEGs (selected by foldchange) per subset comparing all remaining non-LEC and non-BEC mLN SCs. **(D)** GO analysis of biological processes was performed on DEGs per non-endothelial SC subsets (enrichment analysis of GO terms calculated with Fisher's exact test). **(E)** Expression dotplot of top 10 DEGs (selected by foldchange) per subset comparing all non-endothelial SC subsets. DEG, differentially expressed gene; GO, gene ontology; Meso, mesothelial; mLN, mesenteric lymph node; PVC, perivascular cells; SC, stromal cell; SPF, specific pathogen-free.

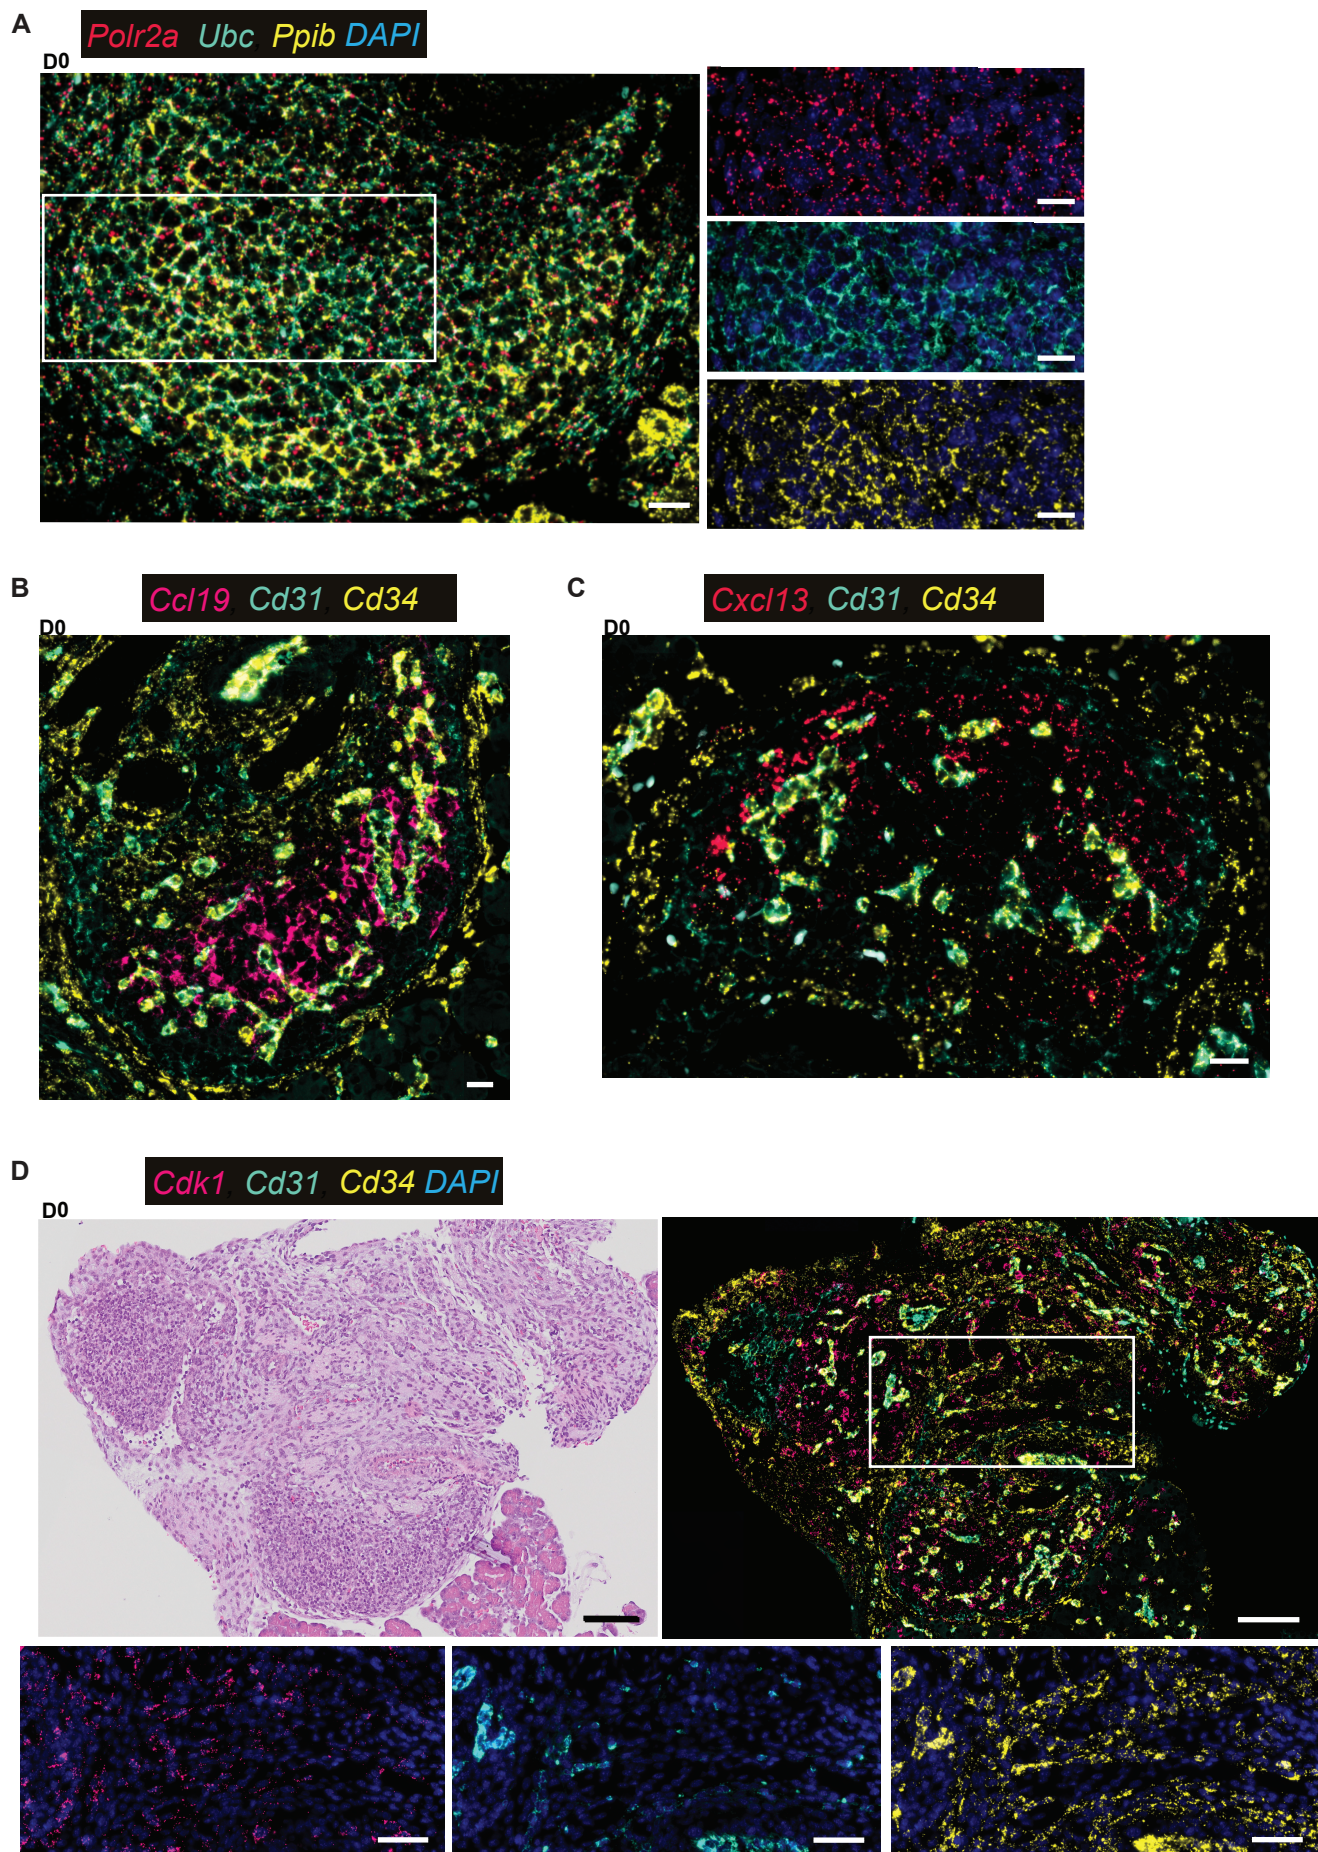

Supplementary Figure 2: Expression of key marker genes in neonatal mLNs and adjacent tissues. *Related to Figure 1.* Sections (3 μm) of early postnatal mLN (day 0, D0) were stained with indicated RNAscope probes and imaged by fluorescence microscopy. Nuclei were counter-stained with DAPI (blue). Images were subjected to linear contrast enhancement. ‘White squares’ indicate regions of interest. Representative tissue sections = 2-3. **(A)** Positive control probes for the genes *Polr2a*, *Ppib* and *Ubc* (scale bars = 20 μm). **(B)** Overview of mLN anlagen for RNA-probes specific for *Ccl19*, *Cd31* and *Cd34* (scale bar = 20 μm). **(C)** Overview of mLN anlagen for RNA-probes specific for *Cxcl13*, *Cd31* and *Cd34* (scale bar = 20 μm). **(D)** *Upper left* Haematoxylin-Eosin (HE) overview staining of D0 mLN embedded in surrounding tissue (scale bar = 100 μm). *Upper right* Overview of mLN anlagen for RNA-probes specific to *Cdk1*, *Cd31* and *Cd34* (scale bar = 100 μm). *Lower* Zoom-ins for RNA-probes specific to *Cdk1*, *Cd31* and *Cd34* (scale bar = 50 μm). HE, Haematoxylin-Eosin; mLN, mesenteric lymph node.

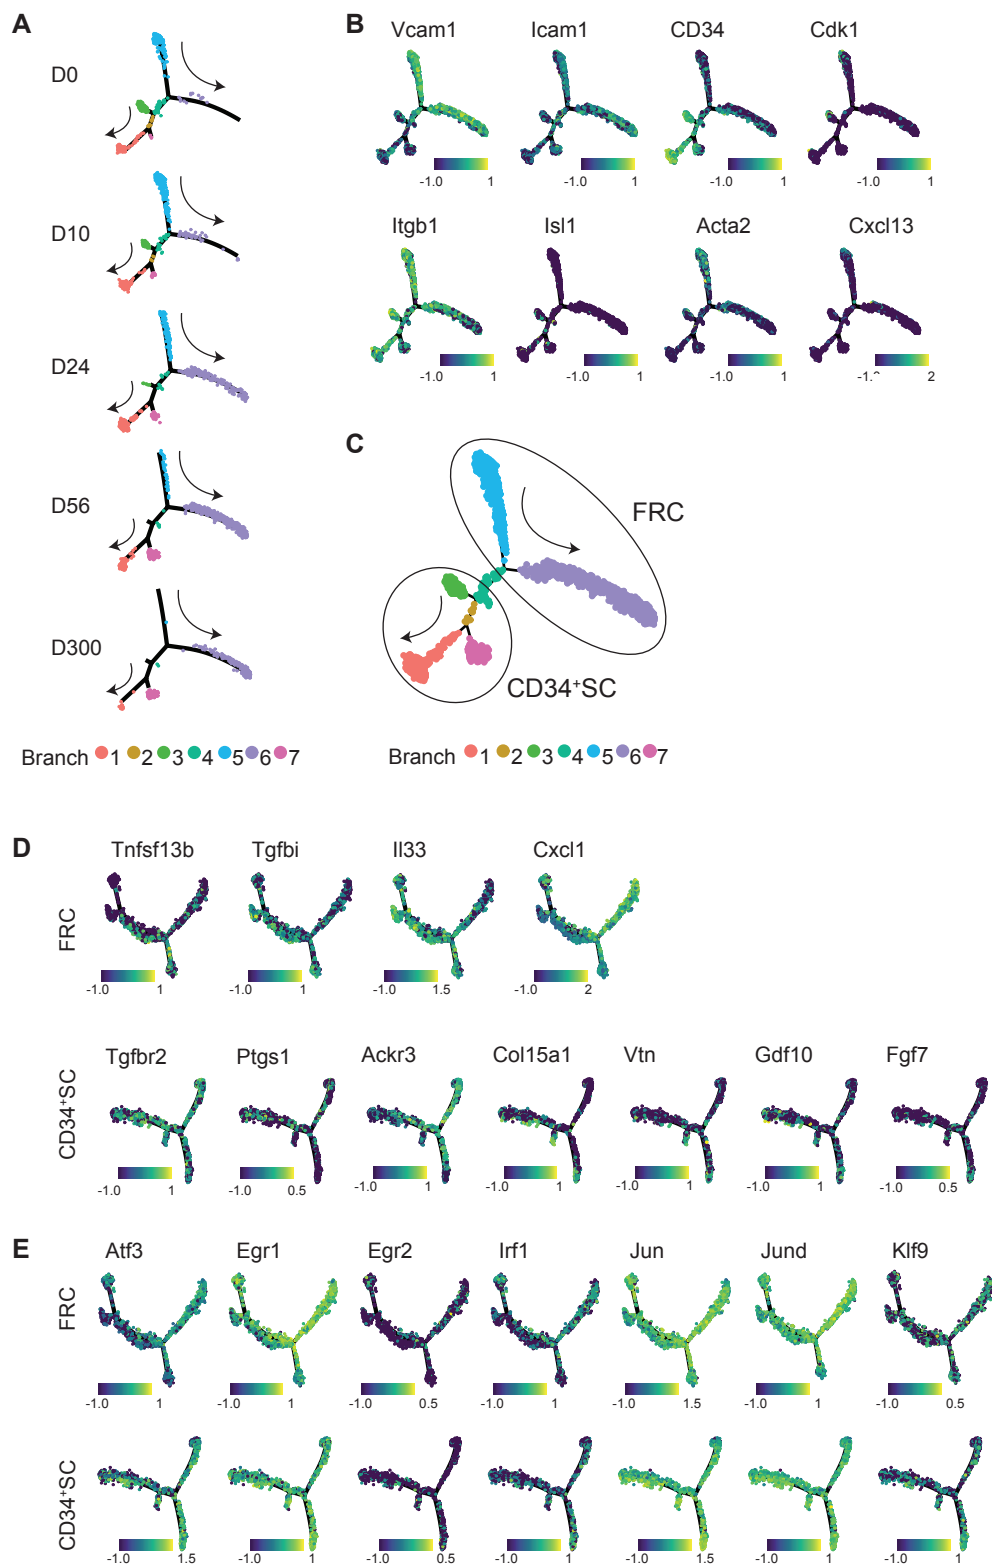

Supplementary Figure 3. Bifurcation of LNSC development. *Related to Figure 2.* CD45⁺CD24⁺ cells were isolated from mLNs of day 0, 10, 24, 56 and 300 old SPF-housed mice and subjected to scRNA-seq. Target SCs were identified as non-LECs, non-BECs and non-PvCs. **(A)** Pseudotemporal trajectory of non-endothelial SCs plotted for the indicated age. Arrows indicate increasing pseudotime. **(B)** Gene expression on the pseudotime trajectory. **(C)** Applied electronic gating for re-embedding FRCs and CD34⁺ SCs. **(D)** Expression of selected DEGs along FRCs and CD34⁺ SCs. **(E)** Expression of common TFs for both FRCs and CD34⁺ SCs. DEGs, differentially expressed genes; FRC, fibroblastic reticular stromal cell; PvC, perivascular cell; SC, stromal cell; SPF, specific pathogen-free; TF, transcription factor.

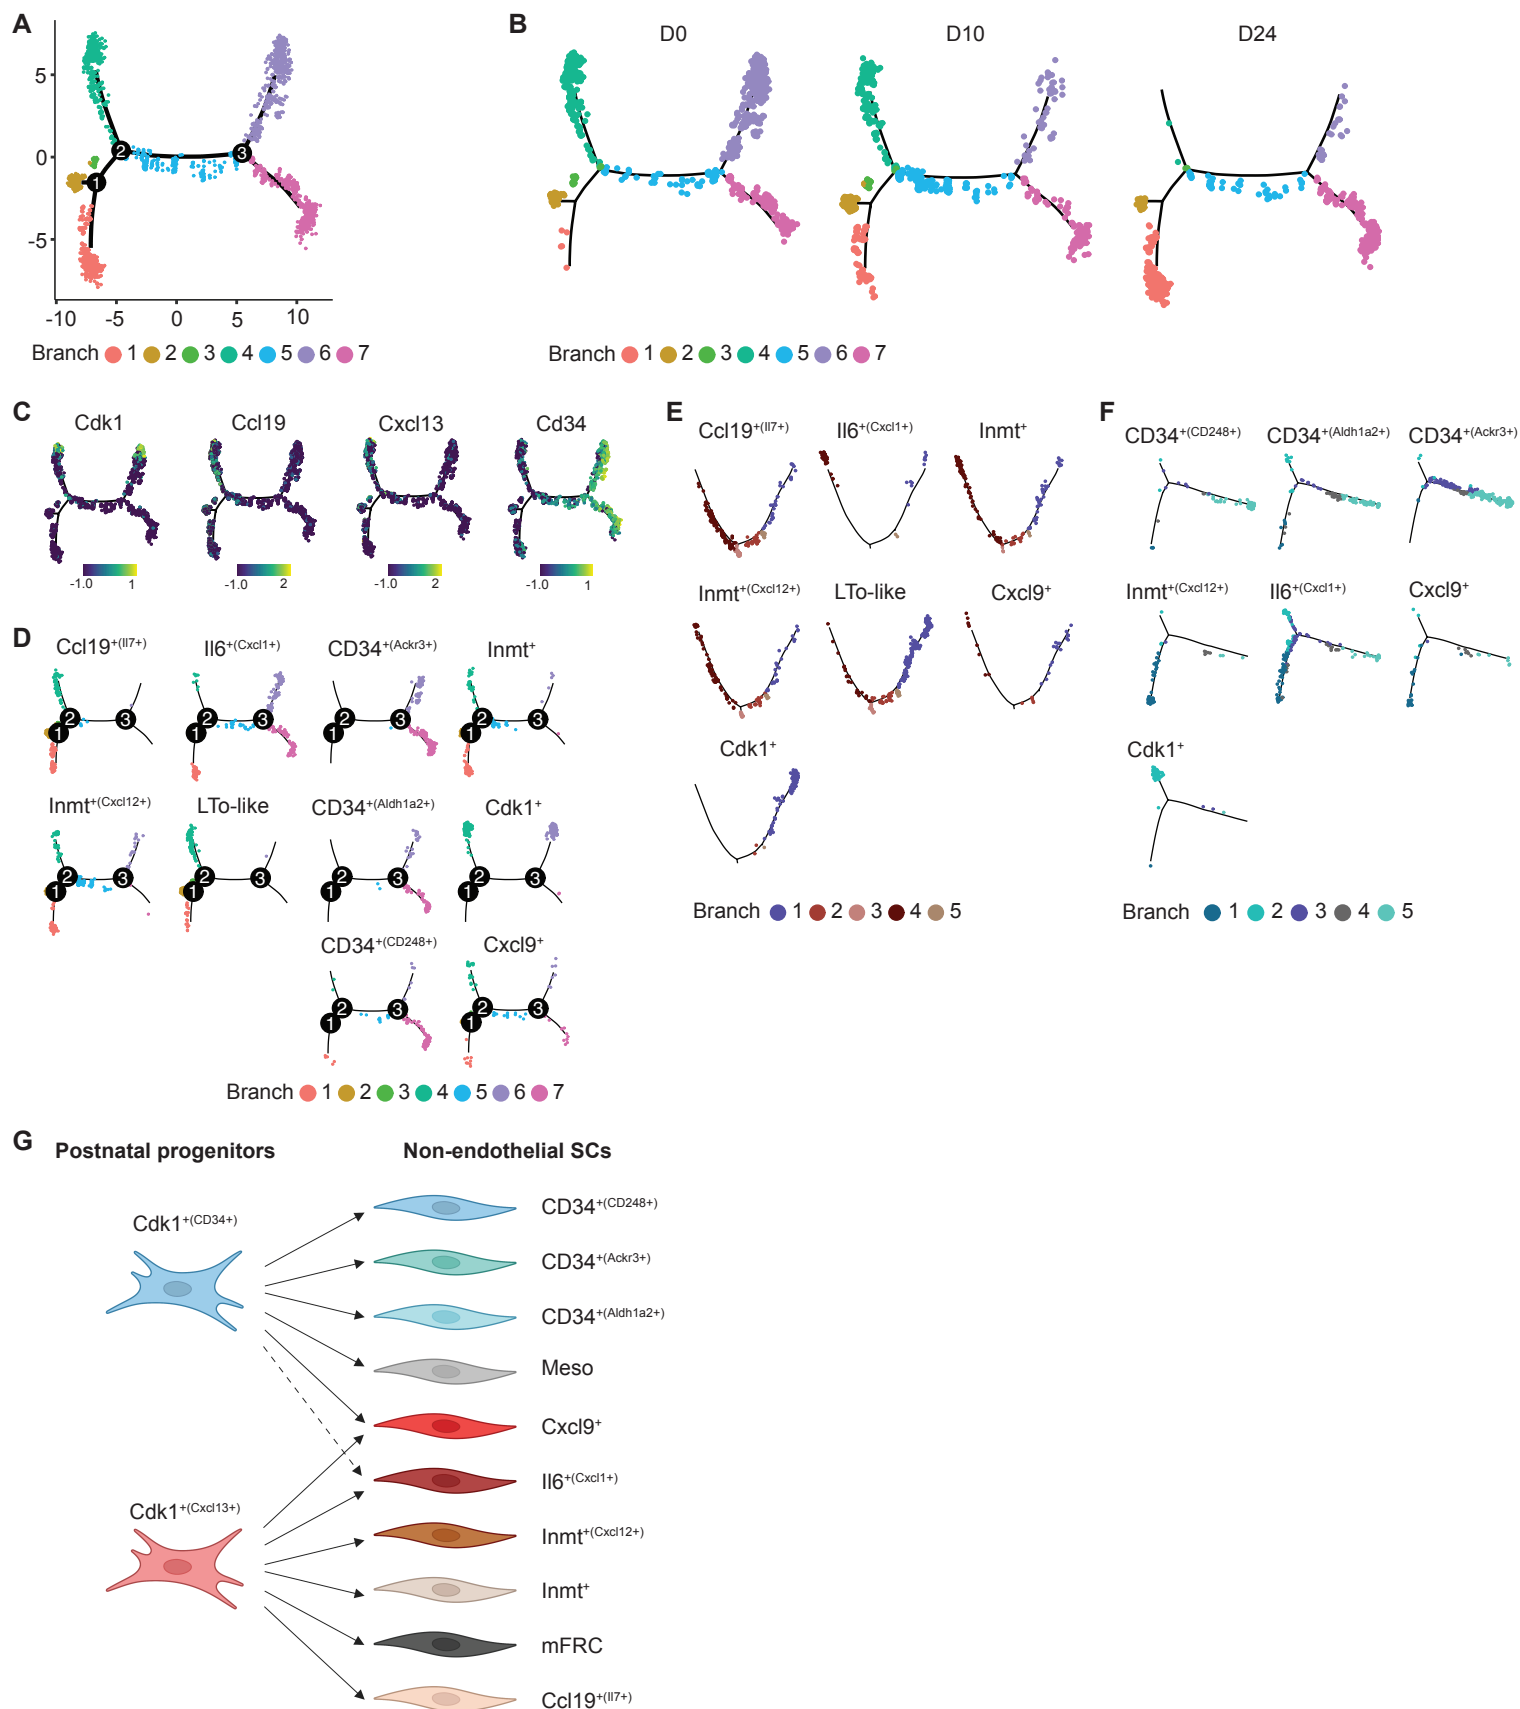

Supplementary Figure 4. Confirmation of bifurcational LNSC development in samples restricted to early life. *Related to Figure 2.* CD45⁺CD24⁺ cells were isolated from mLNs of day 0, 10 and 24 old SPF-housed mice and subjected to scRNA-seq. Target SCs were identified as non-LECs, non-BECs and non-PvCs. **(A)** Combined pseudotime ordering of FRCs and CD34⁺ SCs. **(B)** Pseudotemporal trajectory of non-endothelial SCs plotted for the indicated age. **(C)** Gene expression on the pseudotime trajectory. **(D)** Cells per indicated non-endothelial SC subset cluster across branches superimposed on pseudotime trajectory. **(E)** Cells per indicated non-endothelial SC subset cluster across branches superimposed on FRC trajectory. **(F)** Cells per indicated non-endothelial SC subset cluster across branches superimposed on CD34⁺ SC trajectory. **(G)** Schematic illustration of the differentiation potential of two postnatal progenitors into non-endothelial SC subsets (created with BioRender.com). DEGs, differentially expressed genes; FRC, fibroblastic reticular stromal cell; PvC, perivascular cell; SC, stromal cell; SPF, specific pathogen-free; TF, transcription factor.

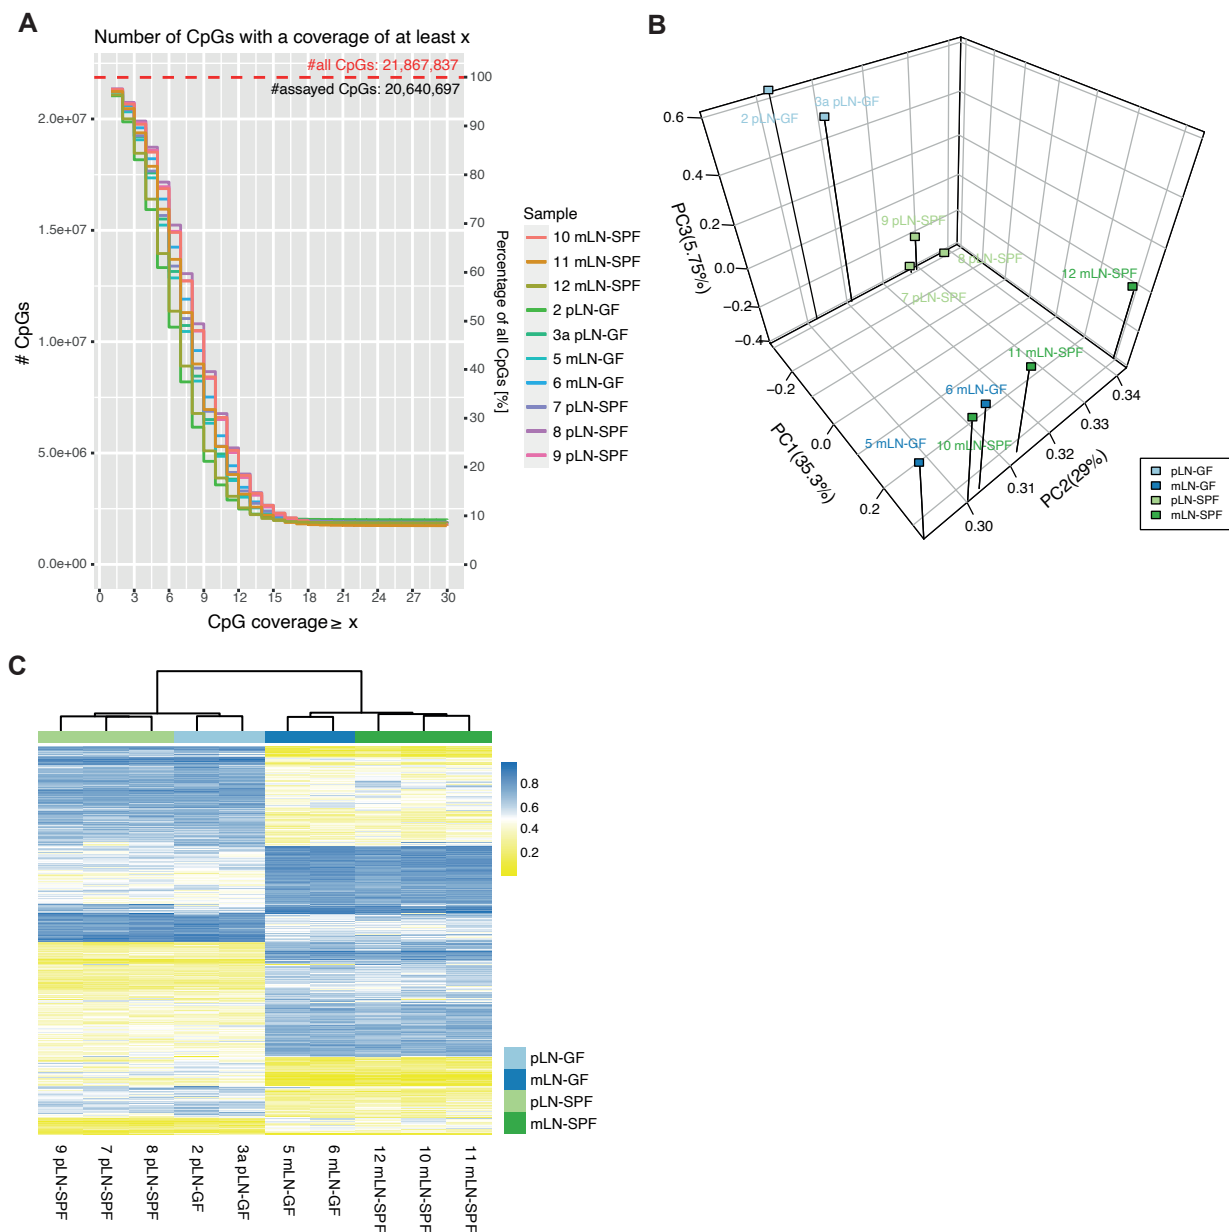

Supplementary Figure 5. PCA and hierarchical clustering of individual WGBS samples. Related to Figure 4. CD45⁺CD24⁺CD31⁺Pdpn⁺ SCs were isolated from mLNs and pLNs of 6-10 weeks old GF or 7-12 weeks old SPF mice. Subsequently, WGBS analysis was performed. DMRs were identified in colonization- (SPF vs. GF) and location-dependent (mLN vs. pLN) pairwise comparisons. **(A)** Coverage of assayed CpG motives for each sample. The number of all CpGs in the mouse is given in red (2.19×10^7). **(B)** PCA of scaled and centered DMR mean methylation values for all replicate samples. **(C)** Hierarchical clustering of replicate samples based on all distinct (i.e. different genomic coordinates) identified DMRs. For WGBS, 2-3 replicate samples per condition were generated. DMR, differentially methylated region; mLN, mesenteric lymph node; PCA, principal component analysis; pLN, skin-draining lymph node; SPF, specific pathogen-free; SC, stromal cell; TF, transcription factor; WGBS, whole-genome bisulfite sequencing. Source data are provided in a Source Data file.

A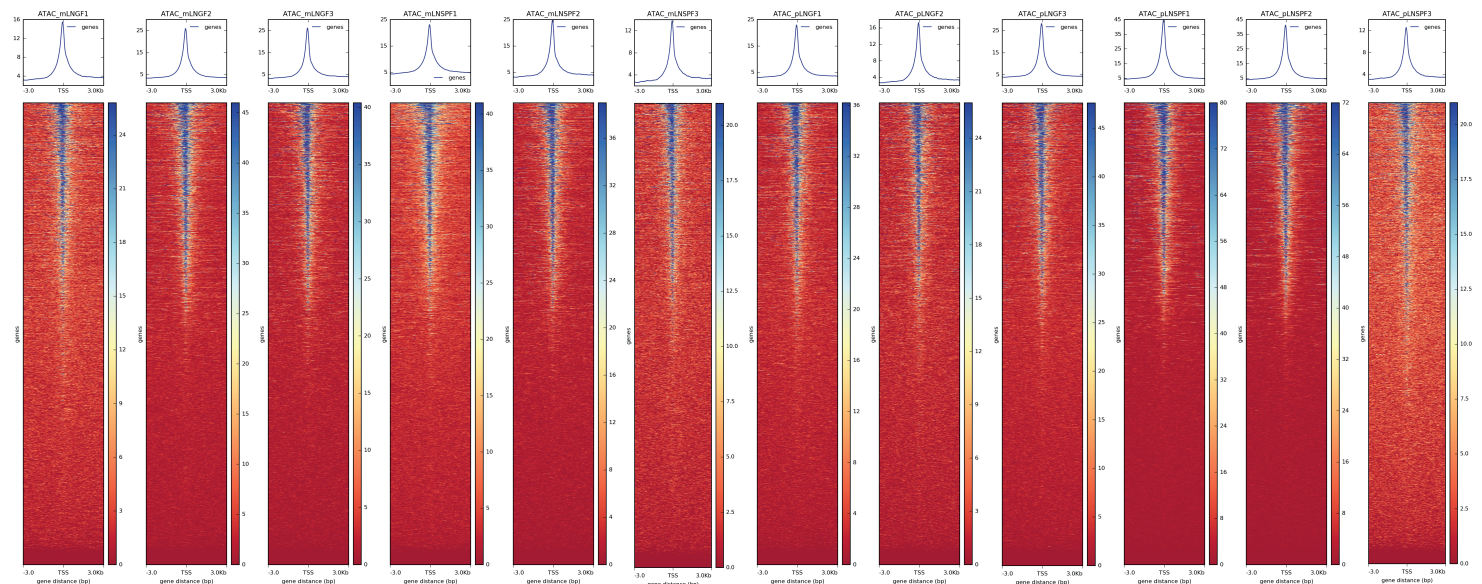**B**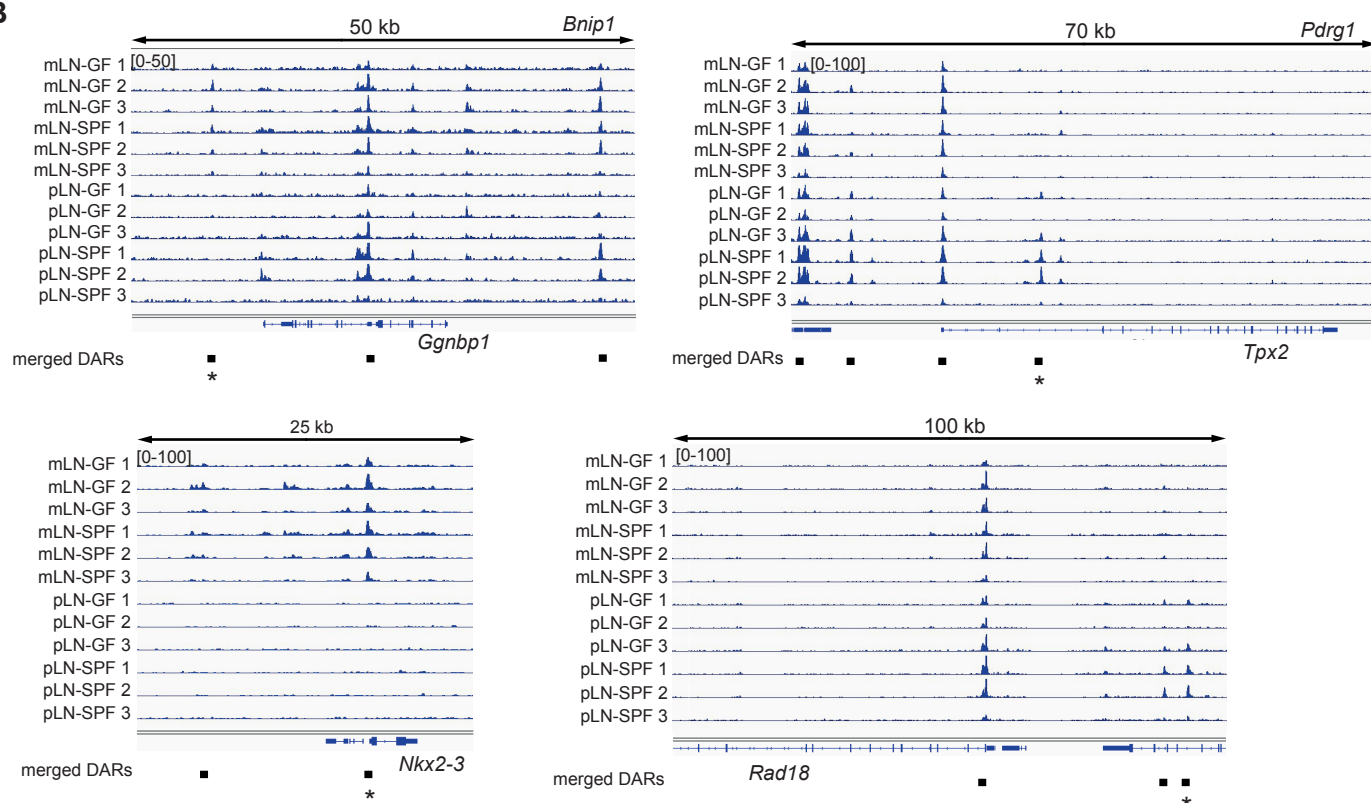

Supplementary Figure 6. TSS coverage of individual samples and ATAC-seq genome tracks. *Related to Figure 4.* CD45⁺CD24⁺CD31⁺ Pdpn⁺ SCs were isolated from mLNs and pLNs of 6-10 weeks old GF or 7-12 weeks old SPF mice. Subsequently, ATAC-seq analysis was performed. DARs were identified in colonization- (SPF vs. GF) and location-dependent (mLN vs. pLN) pairwise comparisons. **(A)** Coverage at the TSS on a per gene of ATAC-seq fragment length basis for individual replicates. Aggregated coverage at the TSS $\pm$ 3 kbp (top) and coverage of single TSS per gene (bottom). The scale is showing coverage as number of reads. **(B)** Genome tracks depicting replicates for indicated genomic regions of selected DARs among top 20 DARs between location-dependent (mLN vs. pLN) pairwise comparisons. Replicates are group-scaled and top DARs are indicated with an asterisk. In case the top DAR was associated with a neighboring gene, this corresponding gene is indicated in the top right corner. For ATAC-seq, three replicate samples per condition were generated. ATAC-seq, assay for transposase accessible chromatin sequencing; DAR, differentially accessible region; FPKM, fragments per kilobase of peak per million reads; GF, germ-free; mLN, mesenteric lymph node; pLN, skin-draining lymph node; SPF, specific pathogen-free; SC, stromal cell; TSS, transcription start site. Source data are provided in a Source Data file.

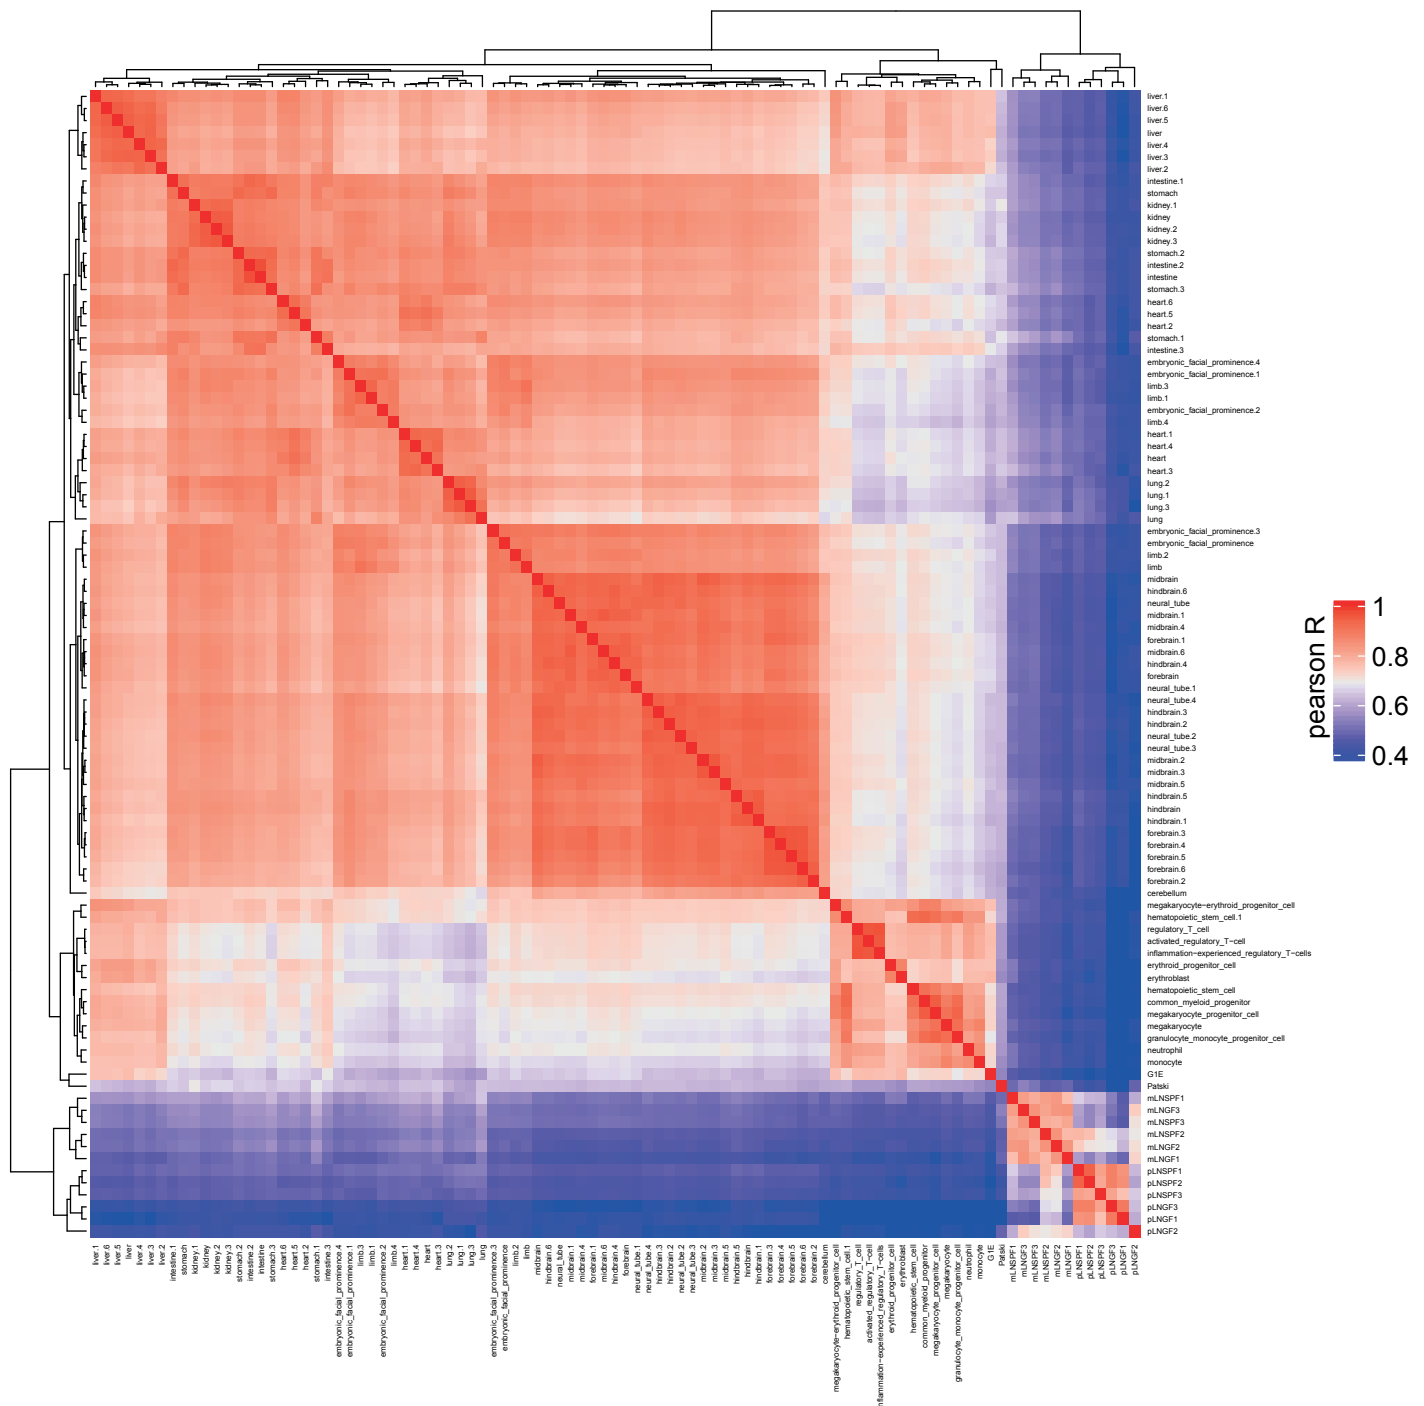

Supplementary Figure 7. Non-endothelial SC ATAC-seq profile comparison to ENCODE project datasets. *Related to Figure 4.* CD45⁺CD24⁺CD31⁺Pdpn⁺ non-endothelial SCs were isolated from mLNs and pLNs of 6-10 weeks old GF or 7-12 weeks old SPF mice. Subsequently, ATAC-seq analysis was performed. The merged peak track was used to obtain counts for each region. Variance stabilization (DEseq2) together with quantile normalization was utilized previous to computing pearson correlation matrices, used for Euclidian clustering. For ATAC-seq, three replicate samples per condition were generated. ATAC-seq, assay for transposase accessible chromatin sequencing; GF, germ-free; mLN, mesenteric lymph node; pLN, skin-draining lymph node; SC, stromal cell; SPF, specific pathogen-free. Source data are provided in a Source Data file.

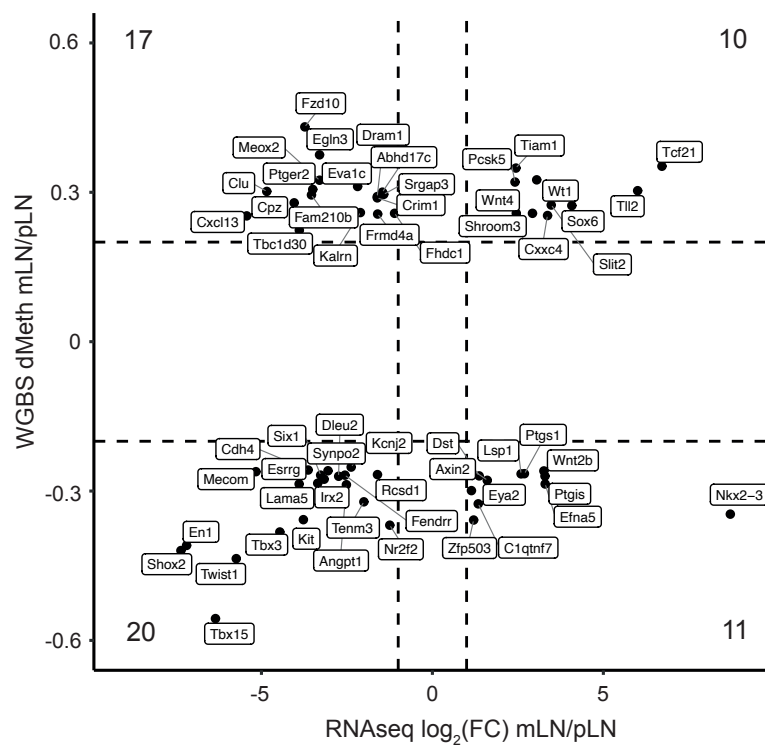

Supplementary Figure 8. Overlap of transcribed genes and methylation status. *Related to Figure 4.* CD45⁺CD24⁺CD31⁺Pdpn⁺ SCs were isolated from mLNs and pLNs of 7-12 weeks old SPF mice. Subsequently, WGBS and RNA-seq analyses were performed. DMRs and DEGs were identified in mLN vs. pLN pairwise comparisons. Correlation between gene expression and methylation. DMRs and DEGs were identified in mLN vs. pLN pairwise comparisons. Numbers in the scatterplot represent the number of genes with DMR and/or differential expression. On the x-axis, log₂(FC) of gene expression is plotted and on the y-axis, the demethylation extent per DMRs for the comparison of mLN vs. pLN. For WGBS and RNA-seq, 2-3 and three replicate samples per condition were generated, respectively. DEG, differentially expressed gene; DMR, differentially methylated region; FC, fold change; mLN, mesenteric lymph node; pLN, skin-draining lymph node; SPF, specific pathogen-free; SC, stromal cell; WGBS, whole-genome bisulfite sequencing. Source data are provided in a Source Data file.

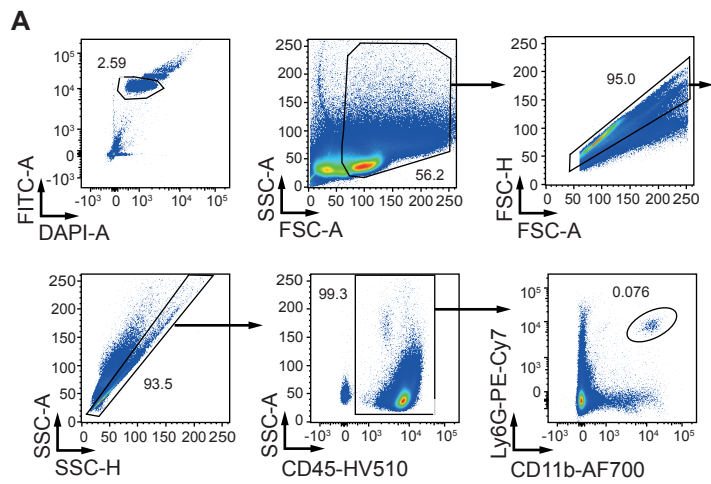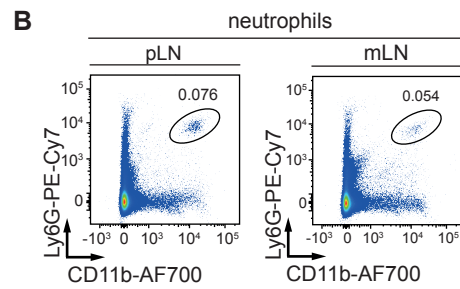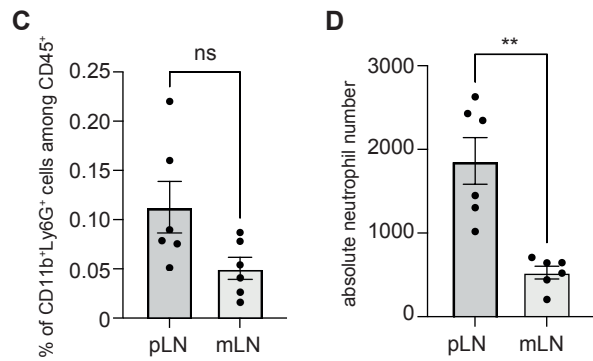

Supplementary Figure 9. Comparison of neutrophil frequency and cell number in pLNs and mLNs. *Related to Figure 4.* Single-cell suspensions were generated from pLNs or mLNs of 7-11 weeks old WT mice, and flow cytometric analysis was carried out. Cells were pre-gated as CD45⁺ cells. **(A)** Neutrophil gating strategy for lymphoid tissues. The first gate is set on counting beads. **(B)** Representative dot plots depicting the frequency of CD11b⁺Ly6G⁺ cells among CD45⁺ cells within pLNs and mLNs. **(C)** Bar plot depicting the frequency of CD11b⁺Ly6G⁺ cells among CD45⁺ cells in pLN and mLNs ($p = 0.0649$). **(D)** Bar plot depicting the absolute cell count for CD11b⁺Ly6G⁺ cells in pLNs and mLNs ($p = 0.0022$). Data pooled from two independent experiments with bars indicating the mean $\pm$ SEM ($n = 6$). For statistical analysis, a two-tailed Mann-Whitney U test was used. ns, not significant; mLN, mesenteric lymph node; pLN, skin-draining lymph node. Source data are provided in a Source Data file.

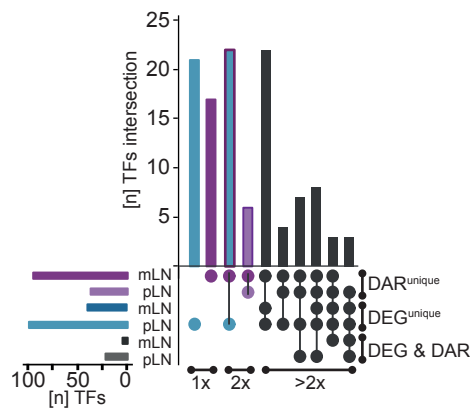

Supplementary Figure 10. Overlap of TFs identified from the epigenomic landscape and transcribed genes. *Related to Figure 4.* CD45⁺CD24⁺CD31⁺Pdpn⁺ SCs were isolated from mLNs and pLNs of 7-12 weeks old SPF mice. Subsequently, RNA-seq or ATAC-seq analyses were performed. DEGs and DARs were identified in mLN vs. pLN pairwise comparisons. Matrix layout for all intersections of putative TFs identified (bar graph left). Circles in the matrix indicate sets that are part of the intersection and the size of the intersection (all intersections with ≥ 2 are depicted) is indicated in the top bar graph. For both ATAC-seq and RNA-seq, three replicate samples per condition were generated. ATAC-seq, assay for transposase accessible chromatin sequencing; DAR, differentially accessible region; DEG, differentially expressed gene; mLN, mesenteric lymph node; pLN, skin-draining lymph node; SPF, specific pathogen-free; SC, stromal cell; TF, transcription factor.

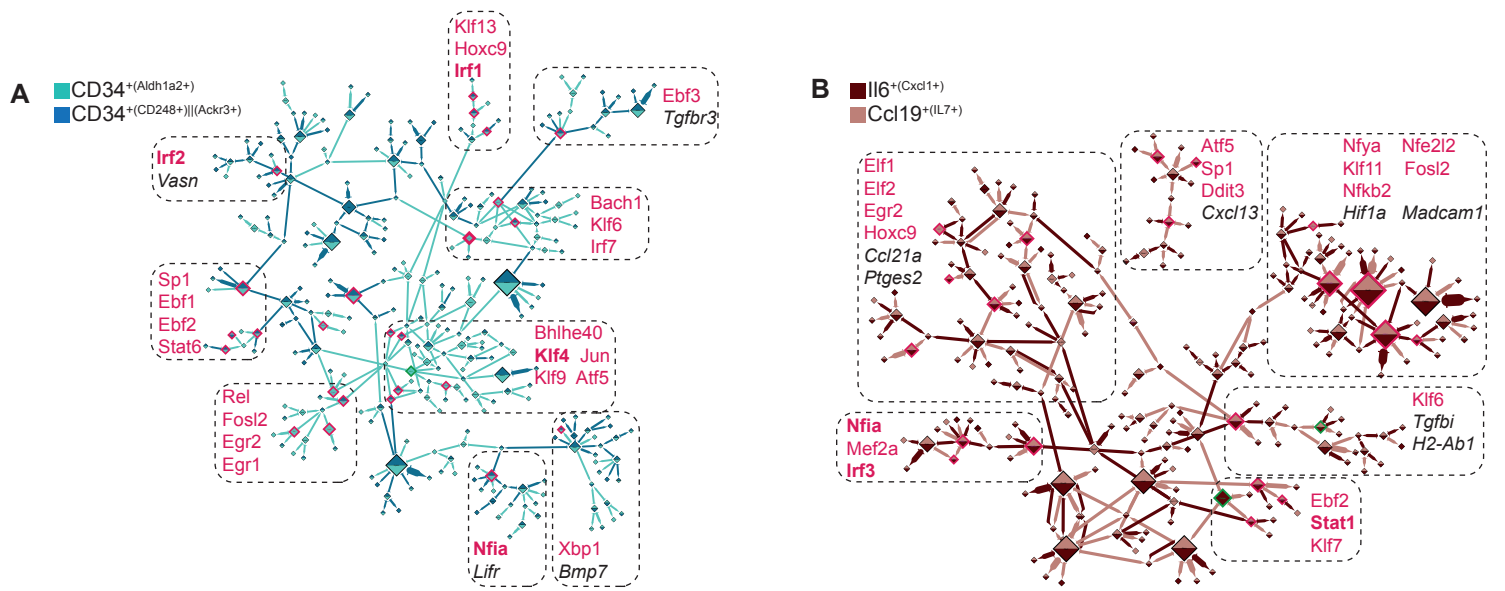

Supplementary Figure 11. TF network analysis revealing putative TFs governing FRC and CD34⁺ SC biology. Related to Figure 5. (A-B) Gene regulatory networks based on genes that are dynamically co-expressed along the developmental trajectory, ordering cells within each “branch” per age (see Figure 2). The size of the node is proportional to the node outdegree. TFs inferred from their respective TFBS in accessible chromatin regions (see Figure 2) annotated to the respective node cohort in „pink“ | DARs and “black” | SC-associated genes. The color of the edges signifies the terminal branch from which the edge was derived. (A) depicts CD34⁺ SCs. (B) depicts FRCs. DAR, differentially accessible region; FRC, fibroblastic reticular stromal cell; SC, stromal cell; TF, transcription factor; TFBS, transcription factor binding sites.

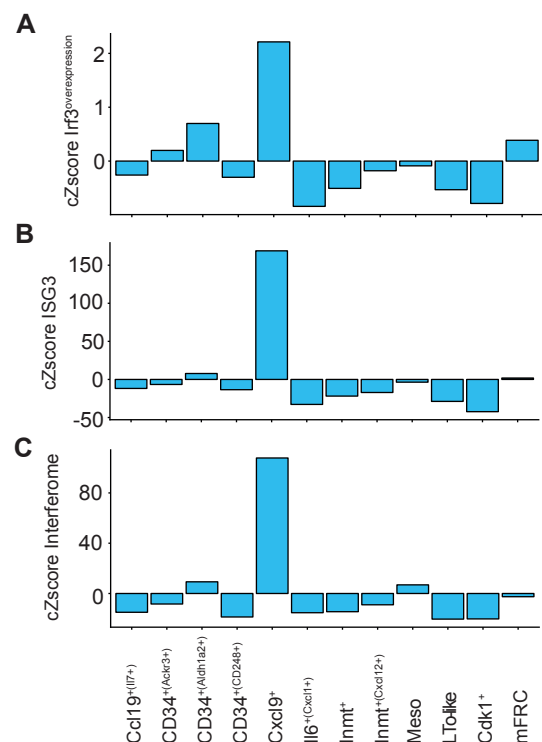

Supplementary Figure 12. Overlap of the *Irf3* TF overexpression signature and IFN response signatures in *Cxcl9*⁺ FRCs. *Related to Figure 6.* CD45⁺CD24⁺ cells were isolated from mLNs of day 0, 10, 24, 56 and 300 old SPF-housed mice and subjected to scRNA-seq. Non-endothelial SCs were identified as non-LECs, non-BECs and non-PvCs. **(A)** Bar graph depicting the cZscore overlap of the DEGs identified from *Irf3* overexpression in the C3H10T1/2 cell line with mLN ontogeny cluster signatures (see Figure 1). **(B)** Bar graph depicting the cZscore overlap of the ISG3 signature (PMID 26824662) induced upon viral infection in leucocytes with mLN ontogeny cluster signatures (see Figure 1). **(C)** Bar graph depicting the cZscore overlap of an ISG signature derived from the Interferome database (PMID 23203888) induced upon IFN β stimulation in fibroblasts with mLN ontogeny cluster signatures (see Figure 1). BEC, blood endothelial cell; cZscore, cumulative Z-score; DEG, differentially expressed gene; FRC, fibroblastic reticular stromal cell; IFN, interferon; LEC, lymphatic endothelial cell; mLN, mesenteric lymph node; PvC, perivascular cell; TF, transcription factor.

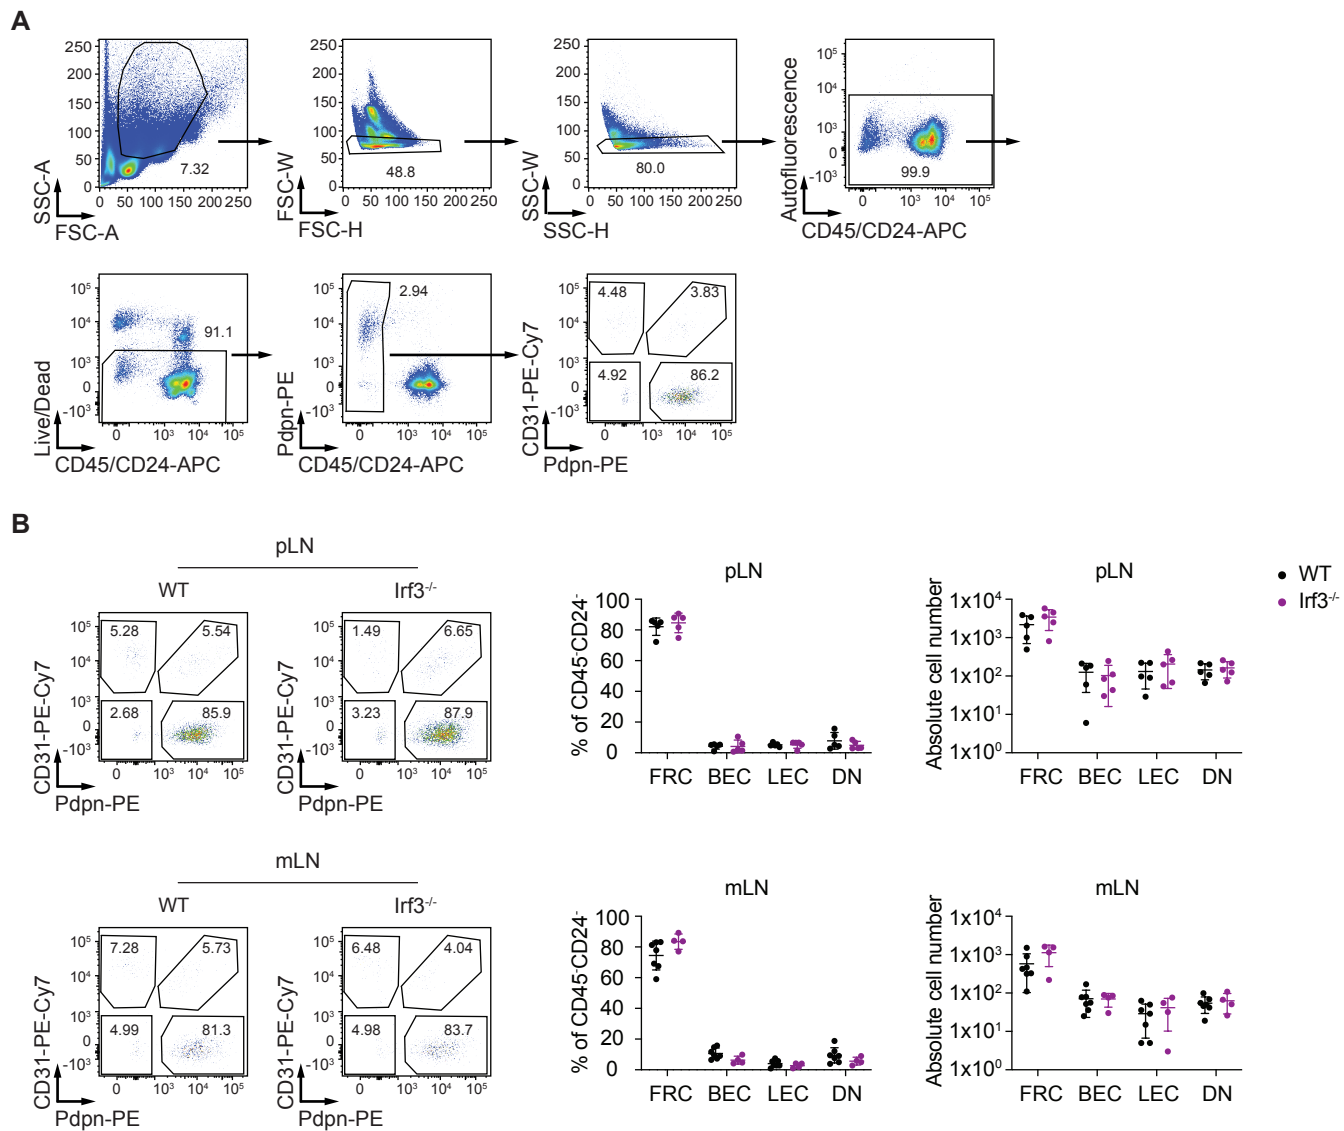

Supplementary Figure 13. Phenotype of SCs in pLNs and mLNs of *Irf3*^{-/-} mice. Related to Figure 7. Single-cell suspensions were generated from pLNs or mLNs of 12–14 weeks old WT and *Irf3*^{-/-} male mice and flow cytometric analysis was carried out. **(A)** SC gating strategy. **(B)** Representative pseudocolor plots depicting frequencies of FRCs (Pdpn⁺CD31⁻), BECs (Pdpn⁺CD31⁺), LECs (Pdpn⁺CD31⁺) and DNs (Pdpn⁺CD31⁻) among CD45⁺CD24⁺ cells within pLNs and mLNs (left). Scatter dot plots summarize frequencies (middle) and absolute cell numbers (right) of indicated subsets in pLNs and mLNs. Data pooled from two independent experiments with bars indicating mean $\pm$ SD ($n = 5$, pLN WT; $n = 5$, pLN *Irf3*^{-/-}; $n = 7$, mLN WT; $n = 4$, mLN *Irf3*^{-/-}). For statistical analysis, a two-tailed Mann-Whitney test was used for the direct comparison between WT and *Irf3*^{-/-}. BECs, blood endothelial cells; DNs, double negative cells; FRCs, fibroblastic reticular stromal cells; LECs, lymphatic endothelial cells; mLN, mesenteric lymph node; pLN, skin-draining lymph node; SCs, stromal cells; WT, wild type. Source data are provided in a Source Data file.

# Supplementary material for: Postnatal expansion of mesenteric lymph node stromal cells towards reticular and CD34+ stromal cell subsets
**Source:** Nat Commun. 2022 Nov 24;13:7227. doi: 10.1038/s41467-022-34868-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Transcriptional signature genes per stromal cell subset, CD45-CD24<sup>-</sup> cells were isolated from mLNs of day 0, 10, 24, 56 and 300 old SPF-housed mice and subjected to scRNA-seq. SCs were identified as non-LECs, non-BECs. Table summarizes marker DEGs up-regulated for each cluster, pct.1, percent of cells expressing gene in respective cluster; pct.2, percent of cells expressing gene in respective reference (1=100%)

File Name: Supplementary Data 2

Description: Transcriptional signature genes per stromal cell subset, CD45-CD24<sup>-</sup> cells were isolated from mLNs of day 0, 10, 24, 56 and 300 old SPF-housed mice and subjected to scRNA-seq, non-endothelial SCs were identified as non-LECs, non-BECs, non-PvC and non-adjacent tissue cells (adja). Table summarizes marker DEGs up-regulated for each cluster, pct.1, percent of cells expressing gene in respective cluster; pct.2, percent of cells expressing gene in respective reference (1=100%)

File Name: Supplementary Data 3

Description: Commensal-dependent differentially methylated regions. CD45-CD24-CD31-Pdpn<sup>+</sup> SCs were isolated from mLNs and pLNs of GF or SPF mice and WGBS analysis were performed.

File Name: Supplementary Data 4

Description: Accessible chromatin loci in non-endothelial SC. CD45-CD24-CD31-Pdpn<sup>+</sup> SCs were isolated from mLNs and pLNs of GF or SPF mice. ATAC-seq analysis was performed. DARs were identified in colonization- (SPF vs. GF) and location-dependent (mLN vs. pLN) pairwise comparisons.

File Name: Supplementary Data 5

Description: Accessible chromatin loci in non-endothelial SC. CD45-CD24-CD31-Pdpn<sup>+</sup> SCs were isolated from mLNs and pLNs of GF or SPF mice ATAC-seq analysis was performed. DARs were identified in colonization- (SPF vs. GF) and location-dependent (mLN vs. pLN) pairwise comparisons.

# Supplementary material for: Postnatal expansion of mesenteric lymph node stromal cells towards reticular and CD34+ stromal cell subsets
**Source:** Nat Commun. 2022 Nov 24;13:7227. doi: 10.1038/s41467-022-34868-4
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection VS-ASW-FL (version 2.9 and 2.9.2).

Data analysis VS-ASW-FL (version 2.9 and 2.9.2)
FlowJo (version 10.8.1)
FastQC (version 0.11.1)
Trim_galore (version 0.6.5)
Cutadapt (version 1.4)
BSMAP (version 2.4.3)
Bseq (version 1.16)
STAR (version 2.5.3a and 2.7.3a)
DESeq2 (version 1.22)
macs2 (version 2.2.6)
ChIPpeakANNO (version 3.6.5)
Homer (version 4.9)
Tophat2 (version 1.2.0)
HTSeq (version 0.12.4)
Cell Ranger (version 2.0.0 and 6.0.0)
Seurat (version 2.3.3 and 4.0.1)
Monocle (version 2.18.0)
igraph (version 1.2.2)
TopGO (version 2.12)
BRB-seqTools (version 1.4)
R (version 3.4.1 and 4.0.5)

GraphPad Prism (version 8.0.1)

The code utilized for this study is available at https://github.com/jpezoldt/LymphNode_StromaCell_Ontogeny

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

ATAC-seq, WGBS, RNA-seq, scRNA-seq and BRB-seq raw and processed data generated in this study have been deposited in the NCBI GEO database under accession code GSE172526 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172526>).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was chosen based on previous experience and according to standards of the field.
Data exclusions	For WGBS, one mLN-GF and one pLN-GF replicate outlier was excluded from the study.
Replication	For all FACS analyses, at least two replicates were carried out in independent experiments.<br>For bulk sequencing approaches, at least two replicates were carried out in independent experiments. All attempts were successful except the datasets for WGBS mentioned in section "Data exclusions".
Randomization	Randomization was not required for this study.
Blinding	Investigator blinding was not required for this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Fluorochrom-conjugated anti-CD11b (clone M1/70, AF700, eBioscience Cat. #56 0112 82, 1:800), anti CD24 (clone M1/69, APC, BioLegend Cat. #101814, 1:800), anti CD31 (clone 390, PE Cy7, BioLegend Cat. #102418, 1:1000), anti CD45 (clone 30 F11, APC, BioLegend Cat. #103112, 1:400), anti CD45 (clone 30 F11, HV510, BD Cat. #561487, 1:400), anti gp38 (clone 8.1.1, PE, BioLegend Cat. #127408, 1:1000), anti-Ly6G (clone 1A8, PE-Cy7, BD Cat. #560601, 1:1000), and Ter119 (clone Ly-76, APC, BioLegend Cat. #116212,

1:500) were utilized in this study. For FcγR blocking, anti-CD16/CD32 (clone 2.4G2, BioXcell, Cat. #BE0008, 1:100) was used.

Validation

Before use, all antibodies were validated by titration using primary cells expressing the respective target antigens.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

HEK 293T cells (ATCC Cat. No. SD-3515); C3H10T1/2 cells (ATCC Cat. No. CCL 226)

Authentication

Morphological assessment via microscopy and expression profiling were used to ensure origin of cell line.

Mycoplasma contamination

Cell lines were tested negative for mycoplasma contamination before the experiments were performed.

Commonly misidentified lines (See [ICLAC](#) register)

Commonly misidentified cell lines were not used in the study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

CD90.1 (BALB/c), Foxp3hCD2 (C57BL/6), Irf3^{-/-} (C57BL/6) and C57BL/6 mice of both genders and an age between 0 and 300 days were used in the study.

Wild animals

No wild animals were used in the study.

Field-collected samples

No field collected samples were used in the study.

Ethics oversight

All mice were housed and handled in accordance with good animal practice as defined by FELASA and the national animal welfare body GV-SOLAS.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

For neutrophil isolation, skin-draining pLNs (inguinal and axillary) or mLNs (small intestinal and colon/caecum draining) were isolated. Resected LNs were gently meshed through a 30 μm strainer to create single-cell suspensions. For stromal cell isolation, skin-draining pLNs (inguinal and axillary) or mLNs (small intestinal and colon/caecum-draining) were resected and enzymatically digested. After digestion, CD45⁻ cells were enriched by autoMACS separation.

Instrument

FACSymphony A5, LSR Fortessa

Software

FlowJo (BD)
GraphPad Prism (GraphPad)

Cell population abundance

Neutrophil abundance among CD45⁺ cells was around 0.02-0.25%.
Stromal cell abundance among CD45⁻ enriched cells was around 3%.

Gating strategy

Neutrophil gating: FSC-SSC, FSC-FCSH, SSC-SSCH, SSC-CD45, then neutrophils were identified as Ly6C+CD11b+ cells.
Stromal cell gating: FSCA-SSCA, FSCH-FCSW, SSCH-SSCW, autofluorescence, live/dead, CD45-CD24⁻, then stromal cell subsets were gated according to Pdpn and CD31 expression.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

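C3H10T1/2 cells that overexpressed 1 of 9 TFs (Atf4, Cebpa, Fos, Irf1, Irf2, Irf3, Myc, Nfia or Stat1) and cells with the empty vector were profiled by BRB-seq after 12 days on doxycycline. The authors deposited raw counts per gene, made with STAR 2.7.3a on GRCm38 without multi-mapped reads and with HTSeq 0.12.4, and the counts carry no normalization. The table holds 39 libraries, and 0 columns were left unmapped. Each TF column was matched to its sample by name, and the 4 mCherry columns were assigned to the empty vector as the only group without columns. Of the gene IDs, 22100 had a symbol in the reference annotation and 29 did not, and 22 were not in the annotation used for gene types. Of all genes, 13725 were protein-coding. The authors' own filter kept protein-coding genes with at least 5 reads in at least 2 replicates, and their figures show TPM, which were not used here.

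Total counts per library ranged from 2301600 to 4590055 (median 3283071). Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Protein-coding genes with at least 5 counts in at least 2 libraries of a group were kept (10582), TMM scaling factors ran from 0.958 to 1.08, and one quasi-likelihood model with a coefficient per group was fitted to all 39 libraries (edgeR's glmQLFit with its earlier default method, prior degrees of freedom 36.2). Each TF was compared with the empty vector, Irf3 with each other TF, and Irf1 with Irf2, with Benjamini-Hochberg adjustment over all tested genes in each comparison. A gene was called at an adjusted p under 0.05 and a fold change over 2. CPM were computed on the TMM-scaled library size. Where a group had no counts, a fold is given as a lower bound against 3 counts over the group, and with 1 to 3 counts as a ratio with an exact 95% counting interval. Both cover counting error only and leave out the far larger spread between libraries.

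The 12 subset lists of Supplementary Data 2 (90 genes for Inmt+Cxcl12+ and 100 for the others) and 19 lists of general knowledge were matched by symbol, 18 of the latter had tested members, and each was tested with camera on log2 CPM (prior count 2, preset correlation 0.01, two-sided, Benjamini-Hochberg over all lists and TFs of a kind), with camera's estimated correlation and fry beside it. Of 1190 gene entries in Supplementary Data 2, 99 have a p_val above 1, so only the gene names were taken from it. The mean Z-score per gene used log2(CPM + 1) averaged per group, over the members of a list called in at least 1 TF. The text names the called genes separated from the empty vector in all libraries (up to 10 per direction and TF), the genes the paper names for this experiment and the leading called members of the lists it describes. The values of Figs. 6B, 6D and 6E had been seen in the paper.

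Designs, lists, thresholds and alternatives were fixed before the data were examined, except edgeR's newer quasi-likelihood method, voom weights, the counts of list members by that method and by DESeq2, leaving out libraries in the comparisons between TFs, the list tests between TFs with other settings, the mitochondrial share as a covariate, random numberings of the replicates, and the genes called with both Irf3 and Irf1 by these tools, which were added afterwards. The alternatives were DESeq2 on the same design, RLE and upper-quartile scaling, filterByExpr, no filter on low counts, all gene types, no fold threshold, a model for each pair of groups alone, the replicate number as a block, leaving out each library in turn, and other settings of the list tests and of the Z-score. For each comparison, the libraries of the groups were also divided in all 35 ways.

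The tests were tried on simulated data for the comparison of Irf3 with the empty vector (10582 genes, 50 changed genes per fold size, drawn at random from all tested genes). With counts drawn from a negative binomial model, edgeR's quasi-likelihood test recovered 0% of genes changed 2-fold, 0% changed 4-fold, 6% changed 8-fold and 22% changed 16-fold, and called 0 to 1 genes in groups without any change. DESeq2 recovered 6%, 8%, 24% and 50% of them and called 242 to 325 genes in groups without any change (median 256). Counts were also drawn as molecules read 150 times each on average, with reads per molecule that varied. There edgeR's quasi-likelihood test recovered 0%, 0%, 18% and 28% and DESeq2 8%, 26%, 44% and 64%. In the sets with changed genes, edgeR's quasi-likelihood test made 0 calls outside the changed genes under the negative binomial model and 4 under the molecule model, and DESeq2 214 and 1254. The newer quasi-likelihood method of edgeR made 10 and 0 such calls. It recovered 0%, 2%, 16% and 28% under the negative binomial model and 2%, 0%, 20% and 34% under the molecule model. In groups without any change it called 0 to 1 genes and 0 genes. Camera gave a planted list of 85 genes changed 4-fold a p of 4.0e-13 and 6.1e-22 under these models, and 3 and 2 of 200 random lists reached a p under 0.05.

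Morphology, lipid staining, chromatin data and the single-cell data of the paper were not analysed here, because they have no values in the count table. Ccl19, Cxcl13, Madcam1 and Tnfsf11, which the paper names, have no line in the count table and were not analysed here.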

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

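The tests of few molecules and of a constant coefficient of variation, the test of genes with almost no counts behind DESeq2's calls, the mitochondrial share as a covariate and the splits of genes that differ between TFs were chosen only after the result was seen.

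Among 93 groups of 4 libraries, 14 held a library far from the other 3 (by Dixon's test on values that were not log-transformed). Chance gives about 1 in 20 only for normally distributed values. Where 3 libraries hold 0, the test flags the other whatever it holds, as for Isg15 and Oasl2 with the empty vector. The 14 of 93 thus cannot be set against that rate. With Irf3 they were replicate 4 for Ifit3b (246 CPM), Ly6a (6418 CPM) and Oasl2 (683 CPM) and for the mean Z-score on the Cxcl9+ list (1.63). With the empty vector they were replicate 3 for Cxcl12 (2866 CPM) and Ifit1 (108 CPM), replicate 1 for Ifit3b (29.5 CPM), Isg15 (0.320 CPM, 1 count), Lpl (229 CPM) and Postn (2476 CPM), and replicate 4 for Oasl2 (0.432 CPM, 1 count). The others were Irf1 replicate 4 for Lpl (3.15 CPM), Fos replicate 1 for Postn (1279 CPM) and Myc replicate 2 for Rps20 (1488 CPM).

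Signals appeared in lists that the paper does not discuss for the TF in question. With Irf1, the CD34+Ackr3+ list was lower (camera, adjusted p = 6.5e-08, 0.00871 with an estimated correlation, 19 of 74 members positive), with Rnase4, Fstl1, Ccn3 and Fbln2 called lower, and so was the CD34+Aldh1a2+ list (adjusted p = 0.00119, 0.0434 with an estimated correlation, 26 of 78 members positive). The Cdk1+ list (adjusted p = 2.3e-06, 0.00408 with an estimated correlation, 72 of 93 members positive, median log2 fold change 0.79) and the cell proliferation list (adjusted p = 6.7e-04, 0.00464 with an estimated correlation, 29 of 37 positive, median 1.11) were higher with Irf1, as were the MHC class II list (adjusted p = 2.8e-04, 0.0460 with an estimated correlation, 5 of 5 positive, 0.183 without Irf1 replicate 1) and the AP-1 list (adjusted p = 0.0104, 0.0275 with an estimated correlation, 13 of 17 positive). Of 35 splits of the Irf1 and empty vector libraries, the real one was the only one with as small an unadjusted camera p for the Cdk1+ list (1 of 35, 6.3e-08, next 2.1e-04), the CD34+Ackr3+ list (1 of 35, 1.2e-09, next 4.5e-06) and cell proliferation (1 of 35, 4.5e-05, next 0.00176), which was not so for MHC class II (3 of 35, 1.4e-05, smallest other 8.5e-06).

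Stress response genes of amino acid metabolism were higher with Atf4 (camera, adjusted p = 1.0e-06, 2.8e-05 with an estimated correlation, 30 of 40 members positive, median log2 fold change 0.87), the smallest p of 35 splits (1 of 35, unadjusted 3.7e-08, next 2.2e-07). Adipocyte genes were higher with Cebpa (adjusted p = 4.4e-27, 1.4e-06 with an estimated correlation, 26 of 28 positive, 1 of 35 splits, 5.4e-29, next 7.8e-19) and with Nfia (adjusted p = 1.7e-23, 4.1e-06 with an estimated correlation, 24 of 28 positive, 1 of 35 splits, 3.2e-25, next 3.3e-14). Ribosome biogenesis genes and Myc targets were higher with Myc (adjusted p = 5.5e-04, 0.00621 with an estimated correlation, 30 of 36 positive, median 1.06, 1 of 35 splits, 3.4e-05, next 4.2e-04). The share of splits argues against chance behind these 4, and behind the 3 lists with Irf1 above, but does not exclude it. A share of 1 of 35 is the smallest these splits can give and was not adjusted over the lists, and for Atf4 the next split came near. The lists are given here because they passed camera on the same libraries.

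Replicate libraries of a group differ far beyond counting noise. For genes with a mean of 100 to 5000 counts the variance was 151 times the mean (median of 10 groups, 136 to 197). After all libraries were thinned to one total it was still 104 times the mean, which argues against unequal depth as the cause. Over the same window the slope of log variance on log mean was 0.993 (0.922 to 1.03 among groups), near the 1 that a fixed number of reads per molecule predicts and far below the 2 of cultures that differ by a constant coefficient of variation. Below the window the ratio was smaller, with a median of 25.5 at mean counts of 5 to 20. A candidate explanation is therefore that each library stems from few RNA molecules, each read many times, a hypothesis found and tested on the same data. No biological explanation was tested, and which step would have lowered the number of molecules stays open.

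DESeq2 called 539 to 794 genes for each TF, 5682 over the 9 comparisons against 34 by edgeR, and all 34 were among them. In 88.4% of these calls every library of one group held at most 3 counts of the gene. In simulated groups without any change, drawn as molecules read 150 times each on average, DESeq2 called a median of 1375.5 genes (1248 to 1588), more than for any real TF. The reads per molecule varied in this simulation, which gives a wider spread than a fixed 150 reads per molecule. Drawn from a negative binomial distribution instead, such groups gave 256 (242 to 325), fewer than for any real TF. Among the 35 splits of the Irf3 and empty vector libraries 7 called as many genes as the real one in a DESeq2 fit of these libraries alone (95 genes, highest other 124), so chance cannot be excluded for that count. A candidate explanation is that genes seen in few molecules drop to 0 in a whole group by chance, which the share of such genes goes with. The simulation of molecules called more genes than any real TF, with a wider spread than a fixed number of reads gives, so it does not decide this. The negative binomial simulation gave calls without any change too, but not as many as observed. Real changes among these genes are not ruled out, and no biological explanation was tested.

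The Cxcl9+ list was higher with Irf3, and the question is whether interferon response genes alone account for it. Its 47 members in the 3 interferon lists had a median log2 fold change of 3.75, all of them positive, and its 38 other members 0.61, with 25 positive and Ly6a called (unadjusted camera p of 1.26e-04 for the latter). The 38 still hold Ly6a itself, Mndal, Ifi207, Ly6e, Plac8 and Ifi202b, among other interferon-inducible genes that the lists left out. A response beyond interferon genes thus cannot be told apart from one of these. Of the 35 splits, the real one was the only one with as small a p for the whole list (1 of 35, unadjusted 5.8e-33, next 2.2e-13). A technical explanation is the lower mitochondrial share of the Irf3 libraries, 6.80% to 8.53% against 9.48% to 13.7% with the empty vector and without overlap. With the share as a covariate, which was related to 6.22% of genes at an unadjusted p under 0.05, the mean log2 difference of the list was 2.79 (SE 0.33) against 2.89 (SE 0.30) without it, and camera gave an adjusted p of 3.4e-25 (2.3e-05 with an estimated correlation). This argues only against a share that acts linearly and alike in all groups as the whole cause. The 6.22% is little more than chance gives, so the covariate had little to take out. Of the 4 genes called higher, B2m, Ifitm3 and Ifit3 stayed called and Ly6a did not (log2 fold change 1.28, SE 0.31, from 1.49, SE 0.27).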

How the results depend on the processing

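edgeR's newer quasi-likelihood method, voom weights, the counts of list members by that method and by DESeq2, leaving out libraries in comparisons between TFs, the list tests between TFs with other settings, the mitochondrial share as a covariate and the random numberings were chosen only after the result was seen. Scaling by upper quartiles and filtering with filterByExpr changed none of the results they were tried on beyond these limits: the side of the threshold for a test, a factor of 1.5 for a count and 1 SD for a value with no test. For every change given here, the cause was not tested.

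With DESeq2 every count of called genes rose. The genes higher numbered 334 with Atf4 (from 0), 245 with Cebpa (from 0), 314 with Fos (from 2), 377 with Irf1 (from 2), 315 with Irf2 (from 0), 323 with Irf3 (from 4), 361 with Myc (from 7), 382 with Nfia (from 3) and 312 with Stat1 (from 0). The genes lower numbered 320 with Atf4 (from 0), 417 with Cebpa (from 1), 241 with Fos (from 2), 265 with Irf1 (from 8), 294 with Irf2 (from 1), 216 with Irf3 (from 1), 433 with Myc (from 2), 282 with Nfia (from 1) and 251 with Stat1 (from 0). Between TFs, the genes higher numbered 275 in Irf3 minus Irf1 (from 8), 350 in Irf3 minus Irf2 (from 2) and 396 in Irf1 minus Irf2 (from 3), and the genes lower 289 in Irf3 minus Irf1 (from 2), 247 in Irf3 minus Irf2 (from 1) and 275 in Irf1 minus Irf2 (from 10). Of the 40 comparisons of 5 genes between Irf3 and another TF, 13 passed (from 3), 1 TF had its own gene called (from 0), and 40% of the Cxcl9+ list was called in at least 1 TF (from 7%). Called members of lists numbered 17 of Cxcl9+ with Irf3 (from 4), 9 of Cxcl9+ with Irf1 (from 0), 9 of Cxcl9+ with Irf2 (from 0), 7 of Cxcl9+ with Stat1 (from 0), 7 of LTo-like with Myc (from 1), 4 of Cdk1+ with Myc (from 0), 5 of Cdk1+ with Irf1 (from 0), 13 of CD34+Ackr3+ lower with Irf1 (from 4), 12 of type I interferon-stimulated genes with Irf3 (from 2), 8 of type I interferon-stimulated genes with Irf1 (from 0), 1 of interferon-inducible GTPases with Irf3 (from 0), 1 of interferon-inducible GTPases with Irf1 (from 0), 3 of MHC class I antigen presentation with Irf3 (from 1), 1 of MHC class I antigen presentation with Irf1 (from 0), 2 of cell proliferation with Irf1 (from 0), 5 of ribosome biogenesis and Myc targets with Myc (from 0), 4 of amino acid and integrated stress response with Atf4 (from 0), 4 of adipocyte genes with Cebpa (from 0) and 4 of adipocyte genes with Nfia (from 0). With the members DESeq2 calls, the mean Z per member of the Cxcl9+ list in Irf3 moved from 1.07 to 1.69, the mean Z per member of the Cxcl9+ list in Irf2 from 0.79 to 0.35, and the mean Z per member of the Cxcl9+ list in Irf1 changed sign from -0.22 to 0.38.

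With edgeR's newer method the genes higher numbered 7 with Cebpa (from 0), 4 with Fos (from 2), 4 with Irf1 (from 2), 4 with Irf2 (from 0), 19 with Irf3 (from 4) and 13 with Nfia (from 3), and the genes lower 4 with Myc (from 2) and 3 with Nfia (from 1). Between TFs the genes higher numbered 15 in Irf3 minus Irf1 (from 8), 19 in Irf3 minus Irf2 (from 2) and 5 in Irf1 minus Irf2 (from 3), and the genes lower 6 in Irf3 minus Irf2 (from 1) and 20 in Irf1 minus Irf2 (from 10). Of the 40 comparisons 21 passed, 19% of the Cxcl9+ list was called, and called members of lists numbered 16 of Cxcl9+ with Irf3 (from 4), 1 of Cxcl9+ with Irf1 (from 0), 1 of Cxcl9+ with Irf2 (from 0), 2 of LTo-like with Myc (from 1), 1 of Cdk1+ with Myc (from 0), 11 of type I interferon-stimulated genes with Irf3 (from 2), 1 of type I interferon-stimulated genes with Irf1 (from 0), 1 of interferon-inducible GTPases with Irf3 (from 0), 3 of MHC class I antigen presentation with Irf3 (from 1), 4 of adipocyte genes with Cebpa (from 0) and 6 of adipocyte genes with Nfia (from 0).

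Without a filter on low counts the genes higher numbered 5 with Cebpa (from 0), 5 with Fos (from 2), 4 with Irf1 (from 2), 3 with Irf2 (from 0) and 8 with Nfia (from 3), and the genes lower 4 with Cebpa (from 1), 6 with Fos (from 2), 14 with Irf1 (from 8), 2 with Irf2 (from 1), 10 with Myc (from 2), 3 with Nfia (from 1) and 1 with Stat1 (from 0). With a model for each pair of groups alone the genes higher numbered 9 with Cebpa (from 0), 8 with Fos (from 2), 4 with Irf2 (from 0), 19 with Irf3 (from 4), 11 with Myc (from 7) and 14 with Nfia (from 3), the genes lower 2 with Cebpa (from 1), 0 with Irf3 (from 1) and 2 with Nfia (from 1), and 20% of the Cxcl9+ list was called. Without the fold threshold the genes higher numbered 13 with Myc (from 7), and the genes lower 13 with Irf1 (from 8), 2 with Irf2 (from 1), 8 with Myc (from 2) and 3 with Nfia (from 1). With all gene types the genes higher numbered 1 with Irf3 (from 4), 2 with Myc (from 7) and 0 with Nfia (from 3), the genes lower 1 with Fos (from 2), 0 with Irf3 (from 1) and 0 with Nfia (from 1), and 3% of the Cxcl9+ list was called. With only the 2 TFs compared in the model, 20 of the 40 comparisons passed, the genes higher between TFs numbered 17 in Irf3 minus Irf2 (from 2) and 5 in Irf1 minus Irf2 (from 3), and the genes lower 5 in Irf3 minus Irf1 (from 2), 7 in Irf3 minus Irf2 (from 1) and 16 in Irf1 minus Irf2 (from 10). With RLE scaling the genes lower numbered 4 with Fos (from 2), and called members of lists numbered 2 of LTo-like with Myc (from 1) and 1 of type I interferon-stimulated genes with Irf3 (from 2). Of 43 named log2 fold changes 8 changed their call with these settings. With Irf3, Ifit1 was called by edgeR's newer method (5.17) and by the model of the pair alone (5.26), Oasl2 and Ifi27l2a by these and DESeq2, and Isg15 by DESeq2. DESeq2 also called Ifit3 with Irf1 (4.58) and with Irf2 (4.89). Lpl with Irf1 lost its call with the newer method (-6.52) and in the model of the pair (-6.28), and Ifitm3 with Irf3 with RLE scaling (1.42).

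Of 20 list tests against the empty vector, all kept their side of the threshold with RLE scaling and filterByExpr. With an estimated correlation 4 no longer passed, the Cdk1+ list with Myc (0.155 from 0.0188), the Cxcl9+ list with Irf1 and with Irf2 (0.289 from 0.0188 each) and type I interferon-stimulated genes with Irf1 (0.0663 from 6.1e-06). By fry the Cdk1+ list with Myc and the Cxcl9+ list with Irf2 did not pass (0.113 each). With voom weights the adjusted p of the Cxcl9+ list in Irf1 became 0.0540, the adjusted p of the LTo-like list in Myc passed at 0.0160 (from 0.120), and the adjusted p of the Cxcl9+ list, Irf1 minus Irf2 became 0.868 with the opposite direction (from 0.753). Over all measured members of a list instead of those called, the mean Z-score moved on the Cxcl9+ list from 0.79 to 0.18 with Irf2 and changed sign from -0.22 to 0.26 with Irf1, and on the LTo-like list moved from 0.84 to 0.35 with Myc. With another pseudocount or with Z-scores over the 9 TFs alone, all 5 mean Z-scores stayed within 1 SD.

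Leaving out 1 library at a time changed 40 of 142 counts of called genes by more than a factor of 1.5. The genes higher ranged from 0 to 1 with Cebpa, 1 to 3 with Irf1, 0 to 1 with Irf2, 1 to 4 with Irf3, 2 to 7 with Myc and 0 to 2 with Nfia, and the genes lower from 0 to 1 with Cebpa, 1 to 4 with Fos, 7 to 14 with Irf1, 0 to 1 with Irf2, 0 to 1 with Irf3, 2 to 6 with Myc and 0 to 2 with Nfia. Between TFs, the genes higher ranged from 6 to 16 in Irf3 minus Irf1, 0 to 2 in Irf3 minus Irf2 and 2 to 5 in Irf1 minus Irf2, the genes lower from 0 to 3 in Irf3 minus Irf1, 0 to 1 in Irf3 minus Irf2 and 5 to 14 in Irf1 minus Irf2, and the comparisons of 5 genes in which Irf3 was higher from 2 to 5. Called members ranged from 1 to 4 of Cxcl9+ with Irf3, 0 to 2 of LTo-like with Myc, 0 to 2 of type I interferon-stimulated genes with Irf3, 0 to 1 of adipocyte genes with Cebpa and 0 to 1 of adipocyte genes with Nfia. List tests had an adjusted p from 1.7e-04 to 0.179 for Cxcl9+ with Irf1, 0.0170 to 0.0567 for Cxcl9+ with Irf2, 0.607 to 0.948 for Cxcl9+ with Stat1 (with the opposite direction at 0.731 without Stat1 replicate 4), 0.0127 to 0.0925 for Cdk1+ with Myc, 4.6e-06 to 0.183 for MHC class II antigen presentation with Irf1, and 0.0905 to 0.952 for Cxcl9+ in Irf1 minus Irf2 (with the opposite direction at 0.621 and 0.728 without Irf1 replicate 1 and 2). The mean Z-score, taken over the genes called in each fit, ranged from 0.61 to 1.39 for Cxcl9+ with Irf3, from -0.69 to 0.062 for Cxcl9+ with Irf1, from -0.62 to 1.23 for LTo-like with Myc and from -0.18 to 0.16 for Cdk1+ with Myc, and the log2 fold change of Cdk1 in Myc from -1.18 to 0.026. The tests of the Cxcl9+ list and of the 3 interferon lists with Irf3 kept their direction and passed whichever library was left out.

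No pair of libraries with the same replicate number correlated above 0.1, so the numbers were not taken as pairs, but libraries with the same number deviated together slightly. Deviations from the group means of libraries with the same number had a mean correlation of 0.00464 over 171 pairs (-0.0290 to 0.0404), against -0.00154 for other numbers and 0.00344 as the highest mean of 1000 random numberings. Of 39 libraries, 19 were closest to those of their own number, where random numberings gave a median of 10. Depth also followed the number in part. Replicate 4 had the lowest total of its group in the empty vector, Atf4, Irf1, Irf2, Myc and Stat1. It had the highest mitochondrial share in Atf4, Irf1, Irf2, Myc, Nfia and Stat1 (10.0% to 21.8%). Neither held for replicate 4 of Fos and Irf3, and Irf3 replicate 4 had the lowest share of the 39 libraries (6.80%). Whether the numbers follow the 2 experiments of the paper stays open. With the replicate number as a block, the genes higher numbered 1 with Irf2 (from 0), the genes lower 4 with Fos (from 2), 4 with Myc (from 2) and 2 with Nfia (from 1), 6 of the 40 comparisons passed (from 3), and called members numbered 1 of Cxcl9+ with Irf2 (from 0) and 1 of adipocyte genes with Nfia (from 0). The block changed no list test and, apart from these comparisons, no count of genes between TFs beyond these limits.

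With the mitochondrial share as a covariate all 20 list tests against the empty vector and all 3 between TFs kept their direction and their side of the threshold. The genes lower numbered 4 with Fos (from 2), the genes higher between TFs 5 in Irf1 minus Irf2 (from 3), the comparisons of 5 genes that passed 8 (from 3) and called members 2 of LTo-like with Myc (from 1). Of 43 named log2 fold changes 2 lost their call, those of Ly6a in Irf3 (1.28 from 1.49) and Rps20 in Myc (1.08 from 1.04).

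Depth and the spread between libraries limit what can be called. At 2301600 to 4590055 counts per library the variance was 151 times the mean for genes with a mean of 100 to 5000 counts. In simulated data edgeR's test recovered 0% of genes changed 4-fold in the comparison of Irf3 with the empty vector, so a gene not called is not shown to be unchanged. These simulated genes were drawn at random from all tested genes. An abundant gene can pass at a smaller fold, as B2m did with Irf3 (log2 fold change 1.44).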

Differences from the paper's values

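The alternatives named here were set before the data were examined, except edgeR's newer quasi-likelihood method and voom weights, which were chosen after seeing the values.

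Fig. 6B gives the share of each subset list called in at least 1 TF, at the paper's thresholds with DESeq2, the tool named in its methods. For the Cxcl9+ list the paper's share is about 37% in Fig. 6B, read by eye, and edgeR's quasi-likelihood test gave 7%. DESeq2 gave 40%, and the other alternatives set beforehand, which all differ from the figure, gave 20% (pairwise fit), 9% (no filter on low counts), 6% (RLE scaling), 3% (all gene types) and 7% (filterByExpr, no fold threshold, upper-quartile scaling and the replicate number as a block). The newer method gave 19%.

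The paper's share for the CD34+Ackr3+ list is about 25% in Fig. 6B, read by eye, against 7% with edgeR and 28% with DESeq2. It is about 19% in Fig. 6B for CD34+CD248+ (edgeR 5%, DESeq2 21%), about 21% in Fig. 6B for CD34+Aldh1a2+ (5% and 21%), about 14% in Fig. 6B for Inmt+ (1% and 15%) and about 20% in Fig. 6B for Inmt+Cxcl12+ (4.44% and 22.2%). It is about 15% in Fig. 6B for Ccl19+Il7+ (3% and 15%), about 19% in Fig. 6B for Il6+Cxcl1+ (0% and 19%), about 14% in Fig. 6B for LTo-like (2% and 15%) and about 14% in Fig. 6B for Cdk1+ (1% and 14%). For each of these lists the value falls within the paper's only with DESeq2, and all other alternatives set beforehand differ, the highest being 14% for CD34+Ackr3+ and 11% for CD34+CD248+ (no filter), 8% for CD34+Aldh1a2+ (no filter), 5% for Inmt+, 11.1% for Inmt+Cxcl12+, 4% for Ccl19+Il7+ and 2% for Il6+Cxcl1+ (pairwise fit), 3% for LTo-like (RLE scaling, no fold threshold or pairwise fit) and 1% for Cdk1+.

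The paper states that Irf3 raised Ifit1, Ifit3, Ifit3b, Isg15 and Oasl2 above every other TF. All 5 had their highest group mean in Irf3 and all 40 differences were positive, but 3 of the 40 passed edgeR's test over all genes. When adjusted over the 40 comparisons alone 21 passed, among them all 8 of Ifit3. With models of only the 2 TFs compared 20 passed, with DESeq2 13, and with the newer method 21.

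The paper states that Irf1 and not Irf2 supports the Cxcl9+ phenotype. Camera gave the Cxcl9+ list an adjusted p of 0.0188 with Irf1 and 0.0188 with Irf2, and the difference between them an adjusted p of 0.753. With an estimated correlation neither passed (0.289 each), and fry passed Irf1 (0.0432) and not Irf2 (0.113). The mean Z-score per gene over all 85 members was 0.26 with Irf1 and 0.18 with Irf2. On the 7 called members it was -0.22 and 0.79, but these include Lpl and Rnase4, called because they fell with Irf1. Of 36 tested genes labelled in Fig. 6D, 31 were positive with Irf1 and 22 with Irf2 (14 and 8 at an unadjusted p under 0.05), and of 52 labelled in Fig. 6E 44 and 33 (21 and 10). These go the paper's way, but the labels were chosen on these libraries. Interferon-inducible GTPases, many of which are among these labels, were also higher with Irf1 than with Irf2 (adjusted p = 2.3e-04 by camera).

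The paper states that Myc drove an LTo-like signature. Camera gave the LTo-like list an adjusted p of 0.120 with Myc, and 0.0160 with voom weights, which were chosen after seeing the values. The paper also states a strong overlap of the Myc profile with the Cdk1+ cluster. Over all 93 tested Cdk1+ members the mean Z-score was 0.16 with Myc (SD 0.50), below Irf1 (0.87), Fos (0.26) and Atf4 (0.18). Myc replicate 4 stood at -0.53 and the other Myc libraries at 0.14 to 0.62, so the order below Fos and Atf4 leans on replicate 4. Camera, in contrast, passed the list with Myc (adjusted p = 0.0188), though not with an estimated correlation (0.155), nor did fry (0.113).

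The paper states that Irf3 upregulated Stat1. Its log2 fold change was 2.76 (SE 1.36), and it passed neither edgeR's test (adjusted p = 0.635) nor the other settings tried, DESeq2, RLE scaling, the pairwise fit, the replicate number as a block and the newer method.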

Other observations

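The splits of genes that differ between TFs were chosen only after the result was seen, and the other splits were set before the data were examined.

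For each comparison the libraries of the 2 groups were divided in all 35 ways, with the real division counted. As many genes as in the real division were called in 1 of 35 splits for Irf3 (5 genes, highest other 1), Irf1 (10, highest other 3), Myc (9, highest other 2), Fos (4, highest other 1) and Nfia (4, highest other 0). This argues against chance for these counts but does not exclude it. A share of 1 of 35 is the smallest these splits can give and was not adjusted over the comparisons. Other divisions called as many for Cebpa (1 gene, 4 of 35 splits, highest other 1) and Irf2 (1 gene, 7 of 35, highest other 1). For Atf4 and Stat1 no gene was called in the real division, which every split equals (0 genes, 35 of 35, highest other 1 for both), so the count decides nothing. Between TFs, as many genes differed in 1 of 35 splits for Irf3 minus Irf1 (10, highest other 3), Irf3 minus Irf2 (3, highest other 1) and Irf1 minus Irf2 (13, highest other 2), with the same limit.

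As small an unadjusted camera p was reached in 1 of 35 splits for the lists of type I interferon-stimulated genes (9.9e-46, next 1.5e-19), interferon-inducible GTPases (9.0e-14, next 1.3e-06) and MHC class I antigen presentation (1.2e-12, next 6.8e-07) with Irf3, which argues against chance behind them. It was also reached in 1 of 35 splits for the Cxcl9+ list with Irf2 (0.00156, next 0.0396) and the LTo-like list (0.0262, next 0.0700) and the Cdk1+ list (0.00174, next 0.00640) with Myc. The LTo-like list did not pass camera over all lists (adjusted p = 0.120), and the other 2 passed neither with an estimated correlation (0.289 for Cxcl9+ and 0.155 for Cdk1+) nor by fry (0.113 each), so the splits alone do not make these 3 a result. A share of 1 of 35 is the smallest these splits can give and was not adjusted over the lists, so it does not exclude chance. The Cxcl9+ list reached the same share in Irf3 minus Irf1 (1 of 35, 3.5e-18, next 2.4e-15) and Irf3 minus Irf2 (1 of 35, 3.5e-18, next 3.9e-10). Chance cannot be excluded with Irf1 for the Cxcl9+ list (5 of 35 splits, 0.00154, smallest other 2.0e-05), type I interferon-stimulated genes (4 of 35, 2.6e-07, smallest other 3.8e-09), interferon-inducible GTPases (3 of 35, 2.0e-05, smallest other 5.6e-07) and MHC class I antigen presentation (17 of 35, 0.138, smallest other 9.4e-05), nor for the Cxcl9+ list with Stat1 (26 of 35, 0.823, smallest other 0.152) and in Irf1 minus Irf2 (33 of 35, 0.753, smallest other 3.9e-04).

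Adipoq, the adipocyte hormone gene, had a log2 fold change of 6.18 with Cebpa (SE 1.62) and 5.07 with Nfia (SE 1.51), Lpl of 3.89 and 3.25 and Fabp4 of 3.93 and 4.85, and none of them passed edgeR's test over all genes. The adipocyte list had a median of 3.00 with Cebpa (2.54 with genes at 0 in one group set to their bound) and 2.75 with Nfia, and 6 and 10 members rose when adjusted over the list alone. Over all genes none of its members rose in edgeR's test, while DESeq2 called 4 with each TF and edgeR's newer quasi-likelihood method 4 and 6. With Atf4, Psat1 had a log2 fold change of 2.45 (SE 1.06) and Asns of 2.36 (SE 1.00), and with Myc Ncl of 1.72 (SE 0.62) and Npm1 of 1.12 (SE 0.41), also without passing edgeR's test over all genes.

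Of the remaining subset lists, CD34+CD248+ was lower with Irf1 (camera, adjusted p = 2.1e-05, 0.0536 with an estimated correlation) and with Myc (0.0188, 0.289 with an estimated correlation), CD34+Ackr3+ lower with Myc (3.4e-04, 0.0944 with an estimated correlation), Inmt+Cxcl12+ lower with Irf1 (0.0209, 0.289 with an estimated correlation) and Inmt+ higher with Irf3 (0.0488, 0.155 with an estimated correlation). The lowest adjusted p over the 9 TFs was 0.0697 for Ccl19+Il7+ (Cebpa), 0.0541 for Il6+Cxcl1+ (Irf1) and 0.346 for Meso (Nfia). Among the lists of general knowledge, muscle and contractile genes were higher with Irf1 (0.0353, 0.0966 with an estimated correlation, Acta2 called) and lymph node stromal cell markers passed with Irf2 (0.0212, 0.282 with an estimated correlation). The lowest adjusted p was 0.208 for inflammatory cytokines and chemokines (Irf3), 0.460 for osteoblast and chondrocyte genes (Myc), 0.0852 for extracellular matrix (Irf2), 0.316 for p53 targets (Stat1), 0.151 for cholesterol synthesis (Irf1), 0.791 for haematopoietic cell markers and 0.587 for endothelial cell markers (2 tested members each), and no epithelial cell marker was tested.

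In the Irf3 libraries, genes at 0 with the empty vector also included Mndal, at least 169.5-fold higher by a bound that covers counting error only. Iigp1 had a log2 fold change of 2.54 and Stat2 of 2.29, without passing edgeR's test over all genes.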
